# Loss of Endothelial YAP/TAZ Reduces the Size of Chronic Stroke Lesions and Alters the Endothelial Environment

**DOI:** 10.1161/JAHA.124.040079

**Published:** 2025-11-26

**Authors:** Ria Göttert, Majed Kikhia, Marie‐Louise Herzog, Wen Pan, Alexandra Klaus‐Bergmann, January Weiner, Dieter Beule, Samuel Knauss, Golo Kronenberg, Michael Potente, Holger Gerhardt, Matthias Endres, Karen Gertz

**Keywords:** endothelial cells, inflammation, ischemic stroke, neuroprotection, YAP/TAZ, Cerebrovascular Disease/Stroke, Ischemic Stroke, Neuroprotectants

## Abstract

**Background:**

Ischemic stroke remains a leading cause of morbidity and mortality worldwide, with limited treatment options available. Vascular dysfunction is a key pathomechanism, and brain endothelial cells (bECs) play a critical role in determining stroke outcomes. This study investigates the specific roles of YAP (yes‐associated protein 1) and TAZ (WW domain containing transcription regulator 1) in regulating bEC functions during stroke.

**Methods:**

Mice underwent 30‐minute middle cerebral artery occlusion (MCAo) followed by reperfusion to model ischemic stroke. TAZ reporter mice were used to track stroke‐induced subcellular changes in TAZ expression. Tamoxifen‐inducible endothelial‐specific *Yap*/*Taz* knockout and control mice were used to study YAP/TAZ’s role in bEC function post‐stroke. Stroke outcomes were measured by magnetic resonance imaging and NeuN (neuronal nuclei)‐associated lesion analysis. Properties of bECs were assessed via immunohistochemistry and RNA sequencing. Inflammatory parameters were analyzed by flow cytometry of brain immune cells and quantitative polymerase chain reaction.

**Results:**

Middle cerebral artery occlusion/reperfusion regulated *Yap*, *Taz*, and YAP/TAZ target gene expression in the brain. TAZ reporter mice confirmed stroke‐induced endothelial YAP/TAZ activation. Endothelial‐specific loss of YAP/TAZ reduced infarct volumes at 4 weeks after MCAo without impairing stroke‐induced angiogenesis, revealing an unexpected neuroprotective role for endothelial YAP/TAZ depletion. YAP/TAZ deficiency modulated cGAS−STING (cyclic GMP‐AMP synthase−stimulator of interferon genes) and Wnt (wingless‐related integration site) signaling genes in bECs and promoted myeloid cell recruitment and an anti‐inflammatory vascular environment during the subacute phase of stroke.

**Conclusions:**

Our data suggest that endothelial YAP/TAZ affects the inflammatory milieu subacutely after ischemia and thereby influences the chronic course of stroke. Modulation of YAP/TAZ activity in ECs may be a promising therapeutic target to promote neuroprotection after stroke.

**Nonstandard Abbreviations and Acronyms**
bC: brain cell
bEC: brain endothelial cell
cGAS: cyclic GMP‐AMP synthase
CTRL: control littermates (*Pdgfb‐iCreER‐eGFP* ^+/+^ *Yap* ^fl/fl^ *Taz* ^fl/fl^)
EC: endothelial cell
MCAo: middle cerebral artery occlusion
STING: stimulator of interferon genes
TAZ: WW domain containing transcription regulator 1
*Taz* ^tag^
: TAZ reporter mice (expressing a TAZ‐GFP fusion protein)
Wnt: wingless‐related integration site
YAP: yes‐associated protein 1
YT‐iKO: tamoxifen‐inducible EC‐specific *Yap*/*Taz* knockout (*Pdgfb‐iCreER‐eGFP* ^Tg/+^ *Yap* ^fl/fl^ *Taz* ^fl/fl^)

**Research Perspective**

**What Is New?**

- YAP/TAZ (yes‐associated protein 1/WW domain containing transcription regulator 1), whose relevance in the adult brain has so far been underestimated, fails to influence post‐stroke angiogenesis.
- However, loss of endothelial YAP/TAZ together with the associated altered brain‐immune response results in improved stroke outcome measures and neuroprotection at chronic, but not acute, time points.

**What Question Should Be Addressed Next?**

- Our findings expand the understanding of endothelial YAP/TAZ and may help elucidate and harness mechanisms linking YAP/TAZ and cGAS−STING (cyclic GMP‐AMP synthase−stimulator of interferon genes) signaling to improve stroke outcome.

Globally, stroke remains the second‐leading cause of death and the third‐leading cause of death and disability combined.^1^ The disease represents a major societal and economic burden.^2^ Ischemic stroke accounts for ∼62% of all strokes reported in 2019.^1^ Treatment options remain limited to thrombolysis and mechanical recanalization of the occluded vessel.^3^ Further safe and affordable treatment strategies should therefore be developed.

It is a widely accepted paradigm that acute cerebral ischemia induces brain endothelial cell (bEC) dysfunction, thereby contributing to parenchymal injury and worsened stroke outcome.^4^ On the other hand, bECs are the main drivers of stroke‐induced angiogenesis and might contribute to regenerative tissue remodeling.^5^, ^6^, ^7^, ^8^

Recently, YAP (yes‐associated protein 1) and WWTR1 (hereafter referred to as TAZ [WW domain containing transcription regulator 1]) have gained increased attention in vascular research. In ECs, YAP and TAZ are involved in proliferation, cell death, cell fate, and tissue regeneration, and their role during developmental angiogenesis has been extensively studied.^9^, ^10^, ^11^, ^12^, ^13^, ^14^ In adult organisms, endothelial YAP and TAZ are implicated in disease processes such as tumor growth, atherosclerosis, and pulmonary hypertension.^15^, ^16^, ^17^, ^18^ Although YAP and TAZ have decisive functions in ECs, their EC‐specific role in neurological diseases remains largely unknown. This is particularly true in the case of ischemic stroke, a disease whose outcome is highly dependent on EC function.

YAP and its paralog TAZ integrate mechanical, metabolic, and growth factor signals to regulate various physiological and pathophysiological processes.^19^, ^20^, ^21^, ^22^ As effectors of the canonical Hippo signaling pathway, YAP/TAZ shuttle between the cytosol and the nucleus to act as transcriptional coactivators.^20^ When the Hippo pathway is activated, YAP/TAZ are phosphorylated by LATS (large tumor suppressor kinases), resulting in their cytoplasmic retention and degradation. When the Hippo pathway is inhibited, YAP/TAZ translocate to the nucleus and bind to transcription factors, of whom TEADs (TEA domain transcription factors) are best characterized.^20^ Studies have revealed additional noncanonical signaling cascades that regulate YAP/TAZ independently of LATS.^23^ Beyond their role in transcriptional regulation, YAP and TAZ also directly modulate the innate immune response in the cytoplasm, challenging the view that YAP/TAZ function is restricted to the nucleus. Emerging evidence also suggests that YAP/TAZ interact with transcription factors and kinases in the cytoplasm in order to regulate immune signaling.^23^ For example, cytoplasmic YAP/TAZ directly interact with TBK1 (TANK‐binding kinase 1) as well as with IKK (IκB kinase ε), thereby suppressing the antiviral response. Conversely, YAP/TAZ knockdown has been shown to enhance antiviral activity.^24^

Although EC function is crucial in ischemic stroke and YAP/TAZ play pivotal roles in EC function, the impact of endothelial YAP/TAZ on chronic stroke outcome remains unexplored. The aim of the present study was to compare ischemic brain lesion sizes in control (CTRL) and induced EC‐specific *Yap*/*Taz* knockout (YT‐iKO) mice after transient middle cerebral artery occlusion (MCAo)/reperfusion. Surprisingly, loss of endothelial YAP/TAZ reduces chronic ischemic brain lesion volume even though acute magnetic resonance imaging (MRI) lesion volume is not affected. YAP/TAZ expression and activity in ECs after MCAo are highest during the subacute disease stage. Loss of YAP/TAZ promotes the reshaping of the endothelial environment^25^ by influencing local inflammation and promoting the infiltration of myeloid cells into brain tissue. Mechanistically, individual targets of the “Wnt (alternative wingless‐related integration site)‐YAP/TAZ signaling axis” and “cGAS−STING (cyclic GMP‐AMP synthase−stimulator of interferon genes) signaling axis” are highly regulated in bECs after stroke. Importantly, YAP and TAZ regulate these targets via 2 different mechanisms. First, as downstream effectors of the canonical Hippo pathway, YAP/TAZ regulate Wnt targets in the adult murine brain. However, more important, we propose that YAP/TAZ activity in the cytoplasmic matrix critically influences the cGAS‐STING signaling pathway after MCAo. Consequently, modulation of YAP/TAZ represents a promising new therapeutic target promoting anti‐inflammatory and regenerative responses after cerebral ischemia.

## METHODS

The data that support the findings of this study are available from the corresponding author upon reasonable request.

### Animals

All experimental procedures were approved by the State Office for Health and Social Affairs in Berlin and conducted following the German Animal Welfare Act and Animal Welfare Regulation Governing Experimental Animals. Mice were group housed with ad libitum access to food and water and a 12‐hour dark/light cycle. Homozygous TAZ reporter mice (*Taz* ^tag^) were described previously.^9^ In brief, a fusion tag consisting of GFP (green fluorescent protein), FLAG, and a biotin‐labeling peptide was inserted in frame upstream of the stop codon of the endogenous *Wwtr1* (*Taz*) locus. For loss of function experiments, YT‐iKO mice were studied. To this end, *Pdgfb*‐*iCreER‐eGFP* mice were crossed to *Yap* ^fl/fl^ and *Taz* ^fl/fl^.^13^, ^26^, ^27^ Littermates negative for the *Pdgfb*‐*iCreER‐eGFP* deleter allele were used as CTRLs. To trigger endothelial‐specific *Yap* and *Taz* deletion, YT‐iKO and CTRL mice received intraperitoneal tamoxifen (#T5648, dissolved in 20 mg mL^−1^ peanut oil #P2144; both from Sigma‐Aldrich) at 100 mg kg^−1^ body weight 12, 10, and 8 days before MCAo or sham surgery. Both male and female adult mice were randomly assigned to different groups in the study, and tissue samples were analyzed blindly. This research is reported following the *Animal Research: Reporting In Vivo Experiments* guidelines.^28^

### Study Design

Altogether, 4 experiments were conducted. The first experiment was performed to quantify *Yap*, *Taz*, and YAP/TAZ target gene expression at different time points after MCAo. For this experiment 31 C57BL/6N mice were used: sham (n=8), 6 hours (n=5), 24 hours (n=5), 72 hours (n=4), 7 days (n=4), and 14 days (n=5) after 30‐minute MCAo/reperfusion. No experimental animal was excluded.

The second experiment was performed to study ischemia‐induced TAZ expression. In total, 4 *Taz* ^tag^ mice were used: sham (n=1), 1 day (n=1), 3 days (n=1), 7 days (n=1) after 30‐minute MCAo/reperfusion. Again, no experimental animal was excluded.

The third experiment was conducted to study the influence of endothelial cell YAP/TAZ on stroke lesion volume at 2 days (MRI) and 28 days (NeuN [neuronal nuclei] immunohistochemistry) after MCAo. Moreover, EC numbers, vessel numbers, vessel coverage, and Iba1^+^ cell numbers were quantified in brain tissue sections at the experimental end point. This experiment included 22 mice (CTRL n=11, YT‐iKO n=11). Two mice were excluded from the study before its completion due to surgical mortality (YT‐iKO n=1) and adherence to ethical guidelines (YT‐iKO n=1).

The fourth experiment was performed to study mechanisms of YAP/TAZ‐mediated endothelial responses at the time of peak TAZ activity (3 days after MCAo). For RNA analyses, 41 animals were used: sham CTRL (n=8), sham YT‐iKO (n=8), MCAo CTRL (n=13), and MCAo YT‐iKO (n=12). Two MCAo CTRL mice (n=2) were excluded because of surgical mortality. For flow cytometry of brain cells (bCs), 19 animals were used in total. The following numbers of animals were allocated to each group: MCAo CTRL (n=9), MCAo YT‐iKO (n=10). Three mice were excluded from the study before its completion due to surgical mortality (YT‐iKO n=2) and adherence to ethical guidelines (CTRL n=1). For brain immunohistochemistry, 32 animals entered the experiment: sham CTRL (n=9), sham YT‐iKO (n=4), MCAo CTRL (n=10), and MCAo YT‐iKO (n=9). Five MCAo mice (CTRL n=2, YT‐iKO n=3) were excluded from the final analysis due to technical limitations (insufficient tissue quality for sectioning and staining). In order to collect tissue for Western blotting, 26 mice entered the experiment: sham CTRL (n=4), sham YT‐iKO (n=4), MCAo CTRL (n=8), MCAo YT‐iKO (n=10). Four mice were excluded from the study before its completion due to surgical mortality (MCAo CTRL n=1, MCAo YT‐iKO n=1) and adherence to ethical guidelines (MCAo YT‐iKO n=2). Ultimately, 3 animals per group were randomly selected for RNA sequencing‐based validation analyses. For confocal microscopy in Figures S1 through S6, 1 animal per genotype was used. For flow cytometry of white blood cells, blood was collected from the same MCAo animals used for both bC flow cytometry and brain immunohistochemistry. However, sufficient blood volume could not be obtained from 6 animals (CTRL n=3, YT‐iKO n=3).

The experimental groups, including control groups, are detailed in each figure legend. Individual mice were considered as experimental units. The number of mice per group in each experiment along with the statistical test is reported in the corresponding figure legend.

### Middle Cerebral Artery Occlusion

Cerebral ischemia was induced in adult mice by following a well‐established and standardized protocol in our laboratory, as described elsewhere.^29^, ^30^ In brief, anesthesia was induced by 1.5% isoflurane and maintained by 1.0% isoflurane in 70% N_2_O and 30% O_2_ using a vaporizer. The left MCA was occluded by introducing a 7‐0 silicone rubber‐coated monofilament (Doccol Corporation, #7019910PK5Re) into the internal carotid artery. The filament was advanced until the A1 segment of the anterior cerebral artery and thus occluded the MCA and the anterior choroidal artery. The filament was left in place for 30 minutes and then removed to allow reperfusion. Basically, the same surgical procedure was performed in sham animals, whereby the left carotid artery was exposed but not occluded. Pain management included intra‐ and postoperative treatment of the wound with 1% bupivacaine gel. The Bederson score was performed to control for neurological deficits after MCAo surgery.^31^

### Magnetic Resonance Imaging

The MRI was performed with a 7 Tesla rodent scanner Pharmascan 70/16 (Bruker BioSpin) and a 20‐mm‐1H‐RF quadrature‐volume resonator. We used a T2‐weighted 2D turbo spin‐echo sequence (imaging parameters repetition time/echo time=4200/36 ms, rare factor 8, 4 averages, 32 axial slices with a slice thickness of 0.5 mm, field of view of 2.56×2.56 cm, matrix size 256×256). Lesion volume was quantified using the Analyze v10.0 software (AnalyzeDirect). Edema‐corrected lesion volume was calculated as described previously.^32^

### Immunohistochemistry and Immunofluorescence Staining

To enable the visualization of the total cerebral vascular network at 28 days after 30‐minute MCAo/reperfusion, lectin isolated from *Lycopersicon esculentum* and conjugated to DyLight 488 (Vector Laboratories, #DL‐1174, 0.1 μg) was injected intravenously 5 minutes before mice were transcardially perfused. The mice were deeply anesthetized by intraperitoneal injection of xylazine/ketamine and transcardially perfused with physiological saline followed by 4% PFA in 0.1 M phosphate buffer, pH 7.4. Brains were dissected from the skulls and postfixed overnight. Before sectioning from a dry ice‐cooled copper block on a sliding microtome (Leica), the brains were transferred to 30% sucrose in 0.1 M phosphate buffer, pH 7.4, until they sank. Brains were cut in the coronal plane into 40 μm‐thick sections. Sections were stored at −20 °C in cryoprotectant solution (25% ethylene glycol, 25% glycerol, and 0.05 M phosphate buffer). Sections were stained using free‐floating immunohistochemistry. Primary antibodies were applied in the following concentrations: anti‐Iba1 (rabbit, Fujifilm Wako, 019‐19741) 1:500; anti‐Ki67 (rat, eBioscience, # 14‐5698‐82) 1:500; anti‐NeuN (mouse, Merck, #MAB377) 1:200; anti‐ERG (rabbit, Abcam, #ab92513) 1:100; anti‐GFP (goat, Origine, #R1091P) 1:100; isolectin B_4_ (GS‐IB_4_)—Alexa647 (isolated from *Griffonia simplicifolia*, Thermo Fisher Scientific, #I32450) 1:100; anti‐GLUT1 (rabbit, Calbiochem, #400060) 1:100; anti‐CD31 (goat, bio‐techne, #AF3628) 1:100; anti‐YAP1 (rabbit, Novus, #NB110‐58358) 1:100; anti‐Ly6G (rat, BD Biosciences, #551459) 1:100; and anti‐CD3 (rat, Bio‐RAD, #MCA1477T) 1:100. Immunohistochemistry followed the peroxidase method with anti‐rabbit IgG biotinylated secondary antibody (1:250, dianova, #711‐065‐152), ABC Elite reagent (Biozol, #VEC‐PK‐6100), and diaminobenzidine (Sigma, #D4293) as chromogen. Slides were cleared with Rotihistol (Roth, #6640.1) and coverslipped with Vitro‐Clud (Langenbrinck, #04‐0001). For immunofluorescence, anti‐rat IgG—Alexa 568 (1:400, abcam, #ab175475), anti‐rat IgG—Alexa 647 (1:400, abcam, #ab150155), anti‐rabbit IgG—Alexa 647 (1:400, Thermo Fisher Scientific, #A‐31573), anti‐goat IgG—Alexa 488 (1:200, Thermo Fisher Scientific, #A‐11055), anti‐mouse IgG—Alexa 488 (1:400, Thermo Fisher Scientific, #A‐21202), anti‐rabbit IgG—Rhod. Red‐X (1:250, dianova, #711‐295‐152), anti‐goat IgG—Rhod. Red‐X (1:250, dianova, #705‐295‐147), anti‐rabbit IgG—Alexa 568 (1:400, Thermo Fisher Scientific, #A10042), and anti‐rabbit IgG—Alexa 647 (1:400, Thermo Fisher Scientific, #A‐31573) were used. Hoechst 33342 (1 μg mL^−1^, Thermo Fisher Scientific, #H1399) was added for 10 minutes before mounting medium was added (Shandon™ Immu‐Mount™, Epredia, #9990402) or slices were mounted with antifade reagent containing DAPI (Thermo Fisher Scientific, #P36962).

### Imaging, Lesion Size and Cell Quantification

Stereo Investigator software (MBF Bioscience) was used to study NeuN lesion volume and the number of Iba1^+^ cells per area. The infarct volume was calculated by summing up the volumes of 5 40 μm‐thick NeuN‐stained coronal brain sections (2 mm apart) directly.^33^, ^34^ To count Iba1^+^ cell numbers, the ischemic lesion and the corresponding contralateral region were delineated at 100× magnification and cells were counted at 200× magnification.

For imaging *Taz* ^tag^ expression, a confocal laser scanning microscope (Leica TCS SP5) with a 20×, 0.7 NA oil objective or 63×, 1.4 NA oil objective was used. For analysis of vessel density, brain slices were imaged using a DMI8‐CS Leica confocal laser scanning microscope with a 20×, 0.75 NA dry objective. The LAS X Navigator and the mosaic merge function were used to create a 2D large scan for the entire slice. A region of interest was manually drawn in the lateral striatum of each hemisphere using the polygon selection tool in the Fiji Software.^35^ The 2 images from the selected regions of interest were cropped and moved to Imaris Software v9.7 for further analysis. The surface function was used to reconstruct the vascular structures in the image. A size filter was applied to exclude background objects <50 μm^2^. Erg‐positive cells that lie within the vascular objects were counted using the spot detection function. Then the number of vascular objects, the number of ECs, and the area covered by vessels were calculated and normalized to the area of the region of interest.

For Ki67^+^/Iba1^+^ cell counting, brain slices were imaged with a confocal laser scanning microscope (Zeiss, LSM 700) with a 20×, 0.5 NA dry objective. Two consecutive coronal slices from the center of the lesion were imaged with 4 images (z‐stacks) per hemisphere covering the lateral striatum area in the ischemic and the contralateral sides. Image analysis was conducted using an ImageJ Macro script in Fiji.^35^ The script applies a series of filters for image enhancement, followed by automated thresholding and a series of morphological filters to remove noise and background objects. Then, a distance transform watershed (3‐dimensional) was applied to separate touching objects. The function “Analyze Region 3D” from MorpholoLibJ^36^ was used to calculate the object volumes and exclude objects smaller than an empirically‐determined threshold. Boolean operations were used to detect the overlapping objects in the Iba1 and the Ki67 binary images. The overlapping objects were used as markers for a 3‐dimensional morphological reconstruction on the Ki67 image to isolate double‐positive cells (Iba1^+^/Ki67^+^). A series of morphological filters where applied again to exclude any background objects. Finally, the cell number in mm^3^ was calculated based on the image volume.

### Isolation of mRNA and Quantitative Polymerase Chain Reaction

RNA was isolated from brain tissue using TRIzol reagent (Invitrogen) or from sorted cells using the NucleoSpin RNA XS kit (Macherey‐Nagel). M‐MLV reverse transcriptase (Promega) and random hexamers (Roche) were used for reverse transcription of RNA into cDNA. For polymerase chain reaction amplification, we used gene‐specific primers (Table S1) and Light Cycler 480 SYBR Green I Master (Roche Diagnostics). Polymerase chain reaction conditions were as follows: preincubation 95 °C, 10 minutes; 95 °C, 10 seconds; primer‐specific annealing temperature, 10 seconds; 72 °C, 15 seconds (45 cycles). Crossing points of amplified products were determined using the second derivative maximum method (Light Cycler Version LCS480 1.5.0.39, Roche). Messenger RNA expression was quantified relative to either tripeptidyl peptidase 2 (*Tpp2*) in mouse specimens or receptor‐accessory protein 5 (*REEP5*) in human cells.^37^ The specificity of polymerase chain reaction products was checked using melting curve analysis. Polymerase chain reactionproducts were run on a 1.5% agarose gel to demonstrate the presence of a single amplicon of the correct size. Furthermore, negative controls (ie, reaction mix lacking either template DNA or reverse transcriptase) yielded no bands on the gel.

### Western Blot Analysis

For protein extraction, tissue or cells were harvested in RIPA lysis buffer (150 mM NaCl, 5 mM EDTA, 1% NP‐40, 1% sodium deoxycholate, 0.1% SDS, 25 mM Tris–HCl pH 7.6) containing phosphatase and protease inhibitors (PhosSTOP #04906837001, cOmplete #11836153001; both from Roche). Protein concentration was determined with the Pierce BCA Protein Assay Kit (Pierce, Thermo Fisher Scientific, #23227). Equal amounts of protein were loaded on 4% to 20% precast polyacrylamide gels (Bio‐Rad, #4561096) and blotted onto PVDF membranes (Immobilon, Millipore, Merck, #IPFL 07810) for 130 minutes at 25 V. Blots were probed with primary and secondary antibodies and developed using near‐infrared fluorescence detection with Odyssey CLx Imaging System (LI‐COR). Equal loading of protein was confirmed by blotting against GAPDH. Primary and secondary antibodies were applied in the following dilutions: CXCL10 (Bio‐Techne, #AF‐466) 1:200; GAPDH (Sigma, #MAB374) 1:2000; STING (Cell Signaling, #50474) 1:1000; TBK1 (Cell Signaling, #3504) 1:1000; P‐TBK1 (Cell Signaling, #5483) 1:1000; IRDye 800 (LI‐COR) 1:15 000, and IRDye 680 (LI‐COR) 1:15 000.

### Human Umbilical Vein Endothelial Cell Culture

Human umbilical vein ECs from pooled donors (PromoCell) were cultured in EGM‐2 Endothelial Cell Growth Medium‐2 BulletKit without antibiotics (Lonza, #CC‐3162) and used until passage 7. For knockdown experiments, human umbilical vein ECs were transfected with SMARTpool: siGENOME siRNAs purchased from Dharmacon (Yap #M‐012200‐00‐0005, Taz #M‐016083‐00‐0005, CTRL nontargeting siRNA Pool 1 #D001206‐13‐05). Subconfluent (70%–80%) human umbilical vein ECs were transfected with 25 nM siRNA using Dharmafect 1 transfection reagent following the protocol from the manufacturer; transfection media was removed after 24 hours. To activate STING signaling, cells were treated with the STING agonist 2′,3′‐cGAMP (5 μg mL^−1^, Tocris, #5945) or vehicle (H_2_O, 1:1000).

### Cell Isolation, Blood Collection and Flow Cytometry

In order to isolate and sort bCs, YT‐iKO and CTRL mice were deeply anesthetized by intraperitoneal injection of xylazine/ketamine followed by transcardial perfusion with PBS. Brains were quickly removed, and sham tissue or the ipsilateral ischemic MCA territory, along with the corresponding area in the contralateral hemisphere, was carefully dissected and placed in cold PBS (4 °C). Tissue was dissociated with neural tissue dissociation kit (Miltenyi Biotec, #130‐092‐628). bEC isolation has been described previously.^38^ In brief, myelin debris was removed by myelin removal beads (Miltenyi Biotec, #130‐096‐733). CD31^+^ enriched bECs were isolated by magnetic associated cell sort using CD31 microbeads (Miltenyi Biotec, #130‐097‐418). Unlabeled CD31^−^ bCs that run through a MS column (Miltenyi Biotec, #130‐042‐201) were collected for quantitative real‐time polymerase chain reaction. Eluted CD31^+^ bECs were further purified by CD45^−^, DAPI^−^, CD31^+^ flow sorting using a FACSAria II (BD Biosciences). To isolate brain immune cells for flow cytometry analysis, myelin debris was removed after tissue dissociation by Percoll density gradient centrifugation. Microglia and central nervous system‐resident leukocytes were collected from the 70% to 30% interphase, washed and processed by immunostaining. Blood was collected for flow cytometry analysis in K_3_EDTA‐tubes (Sarstedt, #20.1341.100). Within 30 minutes, blood was transferred into polystyrene tubes (Falcon, #352235) and stained with respective antibodies. Red blood cells were lysed with BD Pharm Lyse buffer (BD Biosciences, #555899). Washed brain and blood samples were resuspended in FACS buffer (PBS+0.5% BSA) and run on the FACSCanto II flow cytometer (BD Biosciences). Data were analyzed with the FlowJo software v10 (BD Biosciences). The following dead cell stains and antibodies (all from BioLegend) were used: SYTOX green (Thermo Fisher Scientific, #S7020, 1:1000), DAPI (Miltenyi Biotec, #130‐111‐570, 1:100), CD45‐APC (#103112, 1:100), CD31‐PE/Cy7 (#102523, 1:100), CD45‐PE (#103106, 1:400), CD11b‐APC (#101212, 1:100), CD172a‐APC/Fire (#144030, 1:100), CD8‐PE/Cy7 (#100722, 1:100), CD3ε‐PerCP/Cy5.5 (#152311, 1:100), CD19‐BV421 (#115537, 1:100), CD4‐BV510 (#100553, 1:100), Ly6C‐PE/Cy7 (#128018, 1:800), CD115‐BV421 (#135513, 1:50), Ly6G‐BV510 (#127633, 1:100), and CD16/32‐TruStain FcX (#101319, 1:50).

### RNA Sequencing

RNA was isolated from freshly FACsorted bEC using NucleoSpin RNA XS columns (Machery‐Nagel) without carrier RNA and eluted in ultrapure water. RNA quality has been evaluated by High Sensitivity RNA ScreenTape analysis (Agilent Technologies). RNA libraries were prepared using SMART‐Seq Ultra Low Input RNA kit (TaKaRa). RNAseq was done on an Illumina NovaSeq6000 platform in a 101+8+8+101 nt paired‐end mode (Illumina). Sequences were mapped to mouse genome, v. GRCm38 p5 with GENCODE annotation v. M12 using the program STAR, version 2.7.8a.

Differentially expressed genes (DEG) were identified using DEseq2 R package, v. 1.38. DEG for each contrast were defined by *P*adj values <0.1. For gene set enrichment analysis we used the CERNO algorithm as implemented in the tmod R package v. 0.50.7.^39^, ^40^ Gene ontology profiling of gene lists was done using ShinyGO 0.77 online tool.^41^ RNA sequencing data have been deposited at Gene Expression Omnibus with the data set identifier GSE265949.

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism 10.2.2. Normality testing was done by Shapiro–Wilk test. Data are presented as means±SD or as medians for parametric and nonparametric statistical tests, respectively. Groups were compared by statistical tests as indicated in the figure legends. Differences were considered statistically significant with *P*<0.05.

## RESULTS

### YAP/TAZ and Their Downstream Signaling Targets Show Distinct Spatio‐Temporal Expression Patterns in the Brain After Ischemia

To understand whether YAP/TAZ signaling is altered by MCAo, we performed mRNA quantification of *Yap*, *Taz*, and several downstream YAP/TAZ‐TEAD targets such as *Ankrd1* (ankyrin repeat domain 1) , *Ccn1* (cellular communication network factor 1), *Ccn2* (cellular communication network factor 2), *Id1* (inhibitor of DNA binding 1), *Smad6* (SMAD family member 6), and *Hey1* (hairy/enhancer‐of‐split related with YRPW motif 1).^13^ The data showed differential expression patterns in ischemic brain tissue during the subacute disease phase (Figure 1). In comparison to sham‐operated mice, MCAo mice showed significantly increased expression of *Yap* (24 hours and 7 days), *Taz* (24 hours, 72 hours, 7 days), *Ankrd1* and *Ccn1* (6 hours, 24 hours, 7 days), *Id1* and *Ccn2* (24 hours, 72 hours) along with *Smad6* (72 hours, 7 days) in brain tissue (Figure 1). In contrast, *Hey1* expression was significantly reduced 24 hours after MCAo (Figure 1). We then used a TAZ reporter mouse^9^ to study the expression and subcellular localization of TAZ in the brain. In comparison to mice that had undergone sham surgery, TAZ expression in the ischemic lateral striatum demonstrated a slight increase as early as day 1 following MCAo. By day 3, a clear and abundant signal was observed, which subsequently decreased again on day 7 (Figure 2A). Colabeling with ERG (ETS transcription factor ERG), which stains endothelial nuclei, and GS‐IB_4_, which stains the vasculature, confirmed that the TAZ signal derives from the brain vasculature (Figure 2A and 2B). Within the vasculature, TAZ co‐localizes with the nucleus of both ECs and non‐ECs (Figure 2B).

**Figure 1:**
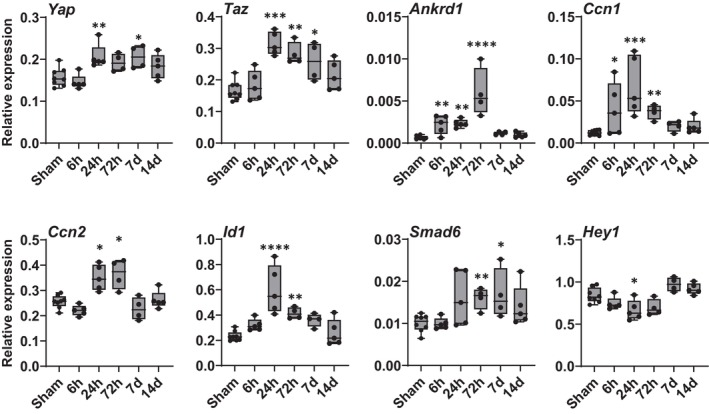
Ischemia‐induced YAP and TAZ signaling pathway genes. Differential gene expression of *Yap* and *Taz* and YAP/TAZ target genes (*Ankrd1*, *Ccn1*, *Ccn2*, *Id1*, *Smad6*, *Hey1*) in ipsilateral stroke tissue at different time points (6 h, 24 h, 72 h, 7 d, 14 d) after 30‐minute MCAo or in corresponding tissue after sham surgery. *Y* axis shows mRNA expression relative to housekeeping gene *Tpp2*, as quantified by quantitative reverse transcription polymerase chain reaction. Nonparametric 1‐way ANOVA (Kruskal–Wallis test) with uncorrected Dunn’s post hoc test, n=4 to 8 mice per group, *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 sham vs MCAo/reperfusion time point. Box‐and‐whiskers plots (box extends from the 25th to 75th percentiles), with median and minimum to maximum value whiskers. All data points are superimposed on the graph. *Ankrd1* indicates ankyrin repeat domain 1; *Ccn1*, cellular communication network factor 1; *Ccn2*, cellular communication network factor 2; *Hey1*, hairy/enhancer‐of‐split related with YRPW motif 1; *Id1*, inhibitor of DNA binding 1, HLH protein; *Smad6*, SMAD family member 6; *Taz*, WW domain containing transcription regulator 1; *Tpp2*, tripeptidyl peptidase 2; and *Yap*, yes‐associated protein 1.

**Figure 2:**
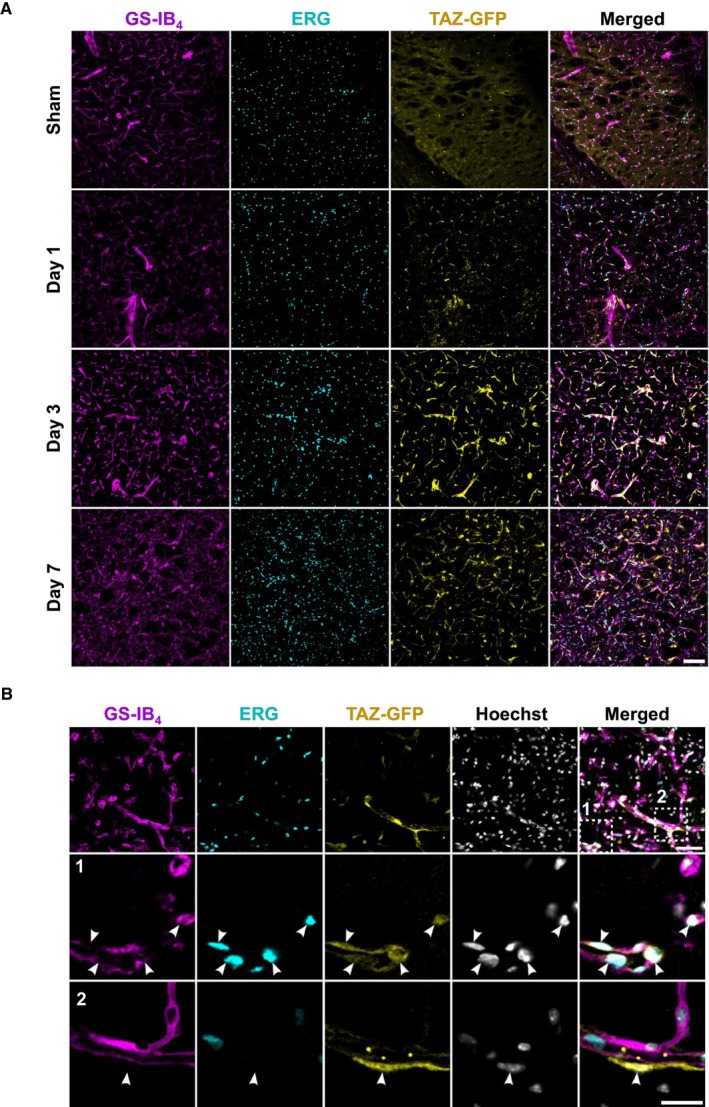
Ischemia‐induced TAZ expression. **A**, TAZ‐GFP reporter expression in sham and MCAo *Taz* ^tag^ mice at 1, 3, or 7 d of reperfusion. Representative images as MIPs taken from the ischemic region in the lateral striatum of MCAo mice and the corresponding counterpart in the sham animals. Images show an upregulation of the TAZ‐GFP reporter (yellow) after stroke, which peaked at 3 d post injury. GS‐IB_4_ (magenta) and ERG (turquoise) as vascular and endothelial counterstains. Scale bar: 100 μm. **B**, High magnification images showing the nuclear translocation of the TAZ‐GFP reporter in both ERG^+^ endothelial cells (inset 1, white arrowheads) and ERG^−^ nonendothelial cells (inset 2, white arrowheads) 3 d after reperfusion. Hoechst as nuclear counterstain. Upper row shows a MIP, and the magnified images show a single z‐plane. Scale bars: 50 μm in the upper row and 20 μm in the magnified images. ERG indicates ETS transcription factor; GFP, green fluorescent protein; GS‐IB_4_, isolectin B_4_ isolated from *Griffonia simplicifolia*; MCAo, middle cerebral artery occlusion; MIP, maximum intensity projection; TAZ, WW domain containing transcription regulator 1; and *Taz* ^tag^, TAZ reporter mice.

### Loss of Endothelial YAP/TAZ Reduces the Size of Chronic Ischemic Brain Lesions

To better understand the functional role of YAP/TAZ in the endothelium, we next made use of YT‐iKO mice and littermate wildtype CTRLs.^13^ Mice were injected with tamoxifen followed by the MCAo/reperfusion procedure before brain tissue was analyzed (Figure 3A). Endothelium‐specific transgene expression and successful recombination were confirmed in YT‐iKO mice (Figures S1A, S1B, and S2A). Furthermore, immunohistochemical analysis of CTRL mice revealed that the transient TAZ expression, as shown in Figure 2A, was accompanied by distinct YAP expression in the vasculature of ischemic brain tissue 3 days after MCAo. However, this expression was not observed in contralateral vessels or in vessels 28 days after MCAo (Figures S2A and S3). Noninvasive MRI measurements 2 days after MCAo showed no statistically significant difference in edema‐corrected lesion sizes between CTRL and YT‐iKO mice (Figure 3B). However, the ischemic brain lesion volumes quantified by NeuN staining at 28 days after MCAo revealed a neuroprotective phenotype of YT‐iKO mice with a significant reduction in mean NeuN^−^ lesion size compared with CTRL mice (Figure 3C). This indicates that the lesion refers to the region showing a loss of NeuN‐stained neuronal nuclei, implying that these lesions are NeuN‐negative. Because YAP/TAZ depletion in ECs is known to impair neonatal retinal angiogenesis,^13^ we next studied whether loss of YAP/TAZ also leads to differences in vessel morphology during stroke‐induced angiogenesis. Therefore, we analyzed images of lectin‐perfused vessels in immunostained brain sections from CTRL and YT‐iKO mice 28 days after stroke (Figure 3D through 3F). MCAo surgery had a significant effect on EC number, vessel number, and vessel coverage in CTRL and YT‐iKO mice. However, YAP/TAZ deficiency had no influence on EC number, vessel number, and vessel coverage in the ipsilateral striatum (Figure 3F). Additional histological analysis of CD31 and GLUT1‐immunostained brain sections revealed no signs of abnormalities in the vascular network of YT‐iKO mice (Figures S1C and S2B). These results strongly suggest that endothelial YAP/TAZ deficiency in adult mice may promote post‐stroke neuroprotection via mechanisms independent of angiogenesis.

**Figure 3:**
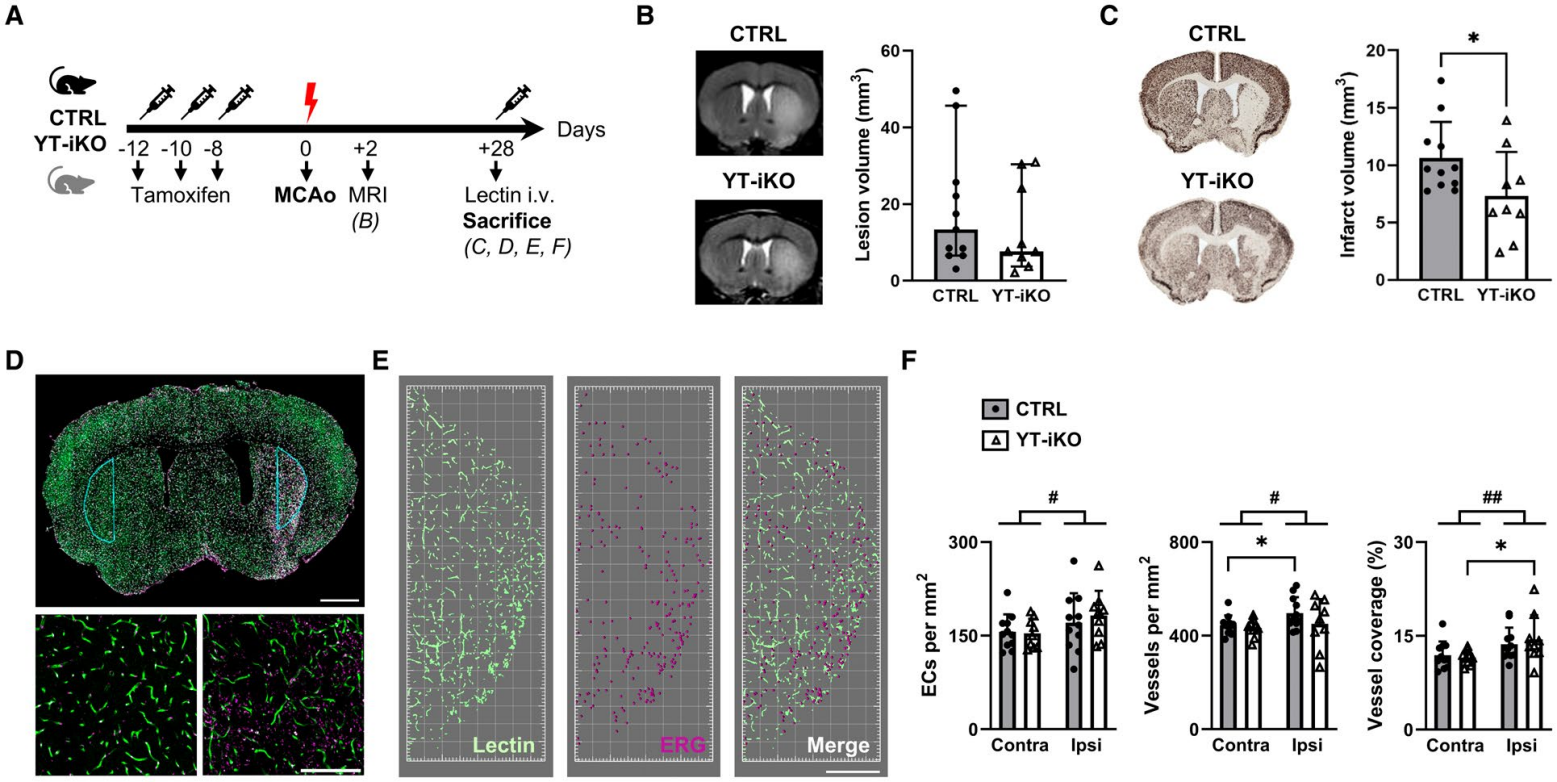
Loss of YAP/TAZ in endothelial cells reduces chronic stroke volume. **A**, Experimental design. Mice received tamoxifen 12, 10 and 8 d before MCAo followed by reperfusion. Two days after MCAo/reperfusion, acute lesion volume was measured using T2‐weighted MRI. Before being euthanized on day 28 after MCAo, mice received lectin to stain brain vasculature. **B**, Infarct volumetry based on MRI measurements in CTRL (n=11) and YT‐iKO mice (n=9) 2 d after MCAo. Median with 95% CI, Mann–Whitney test, *P*=0.4561. **C**, Infarct volumetry based on NeuN immunohistochemistry in CTRL (n=11) and YT‐iKO mice (n=9) 28 d after MCAo. Mean±SD, unpaired *t* test (2 tailed), *P<0.05. **D**, **Upper** part, representative image of a large scan of a brain slice. The selected ROIs for vessel density quantification (**E**, **F**) in both ipsi‐ and contralateral hemispheres appear in blue. Scale bar: 1 mm. **Lower** part, magnified images for the lateral striatum in the contralateral (left) and ischemic (right) hemispheres. Scale bar: 200 μm. Lectin‐perfused vessels labeled in green and endothelial cell nuclei labeled in magenta with ERG immunohistochemistry. **E**, Rendering of the vasculature in green and the overlapping endothelial cell nuclei in magenta in the stroke ROI in the lateral striatum segmented with Imaris Software. Vessels appear in green and the overlapping endothelial cell nuclei in magenta. Scale bar: 300 μm. **F**, Quantification of the number of vessel‐associated ECs per mm^2^, the number of vessels per mm^2^, and the percentage coverage of vessels normalized to the area of ROI in CTRL (n=11) and YT‐iKO mice (n=9) 28 d after MCAo. Mean±SD, 2‐way repeated measures ANOVA (^#^ *P*<0.05, ^##^ *P*<0.01 contra vs ipsi) followed by uncorrected Fisher’s least significant difference post hoc test: *P<0.05. CTRL indicates control littermates; EC, endothelial cell; MCAo, middle cerebral artery occlusion; MRI, magnetic resonance imaging; NeuN, neuronal nuclei; ROI, region of interest; TAZ, WW domain containing transcription regulator 1; YAP, yes‐associated protein 1; and YT‐iKO, tamoxifen‐inducible EC‐specific *Yap*/*Taz* knockout.

### Loss of YAP/TAZ Influences the Transcriptome of ECs and Modulates Inflammatory Gene Expression of the Brain Environment

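RNA was sequenced from brain endothelial cells (bECs) sorted by flow cytometry as living, CD45-negative and CD31-positive cells. Brains were taken 3 days after a sham operation or after MCAo, in which the middle cerebral artery is closed for 30 minutes and then opened again. There were 16 libraries, 4 each of CTRL sham, CTRL MCAo, YT-iKO sham and YT-iKO MCAo, and the replicates in each group were pools of mice. Figure S4B gives 2 to 4 mice per pool and 39 mice in all, of which 8 were CTRL sham, 11 CTRL MCAo, 8 YT-iKO sham and 12 YT-iKO MCAo. Its replicate numbers were taken to be those of the libraries. YT-iKO mice carried floxed Yap and Taz alleles and Pdgfb-iCreER-eGFP, which makes a tamoxifen-inducible Cre recombinase in endothelial cells, and CTRL littermates lacked this transgene.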

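The authors amplified the RNA with a SMART-Seq kit and mapped paired-end reads with STAR to GRCm38 and the GENCODE M12 annotation. They deposited the number of reads on each gene without normalization, and the paper's text does not name the program that counted them, its handling of strand, or its filter. The table holds whole numbers for 37003 genes, each with at least 5 counts in at least 3 libraries. Of these, 36861 were found by their Ensembl identifier in GENCODE M21, also on GRCm38, which gave the positions and the symbols missing from the table. The sum of counts per library was 14074179 to 18542103 in CTRL sham (median 16441012) and 12012438 to 19504260 in CTRL MCAo (median 15726989). It was 11424904 to 22464276 in YT-iKO sham (median 16329121.5) and 11418262 to 23074547 in YT-iKO MCAo (median 17021300). The gene with the most counts in a library took 3.29% to 9.07% of them. The reads came from amplified RNA without molecular identifiers, so they are not independent molecules. Counts were normalized by edgeR's TMM method and are given in CPM, counts scaled to the size of the library. The 4 groups were compared in 1 model by edgeR's quasi-likelihood test on the 31085 genes that passed its filter on low counts. Genes with a Benjamini-Hochberg adjusted p under 0.1, the threshold of the paper, were called differentially expressed (DEGs). For single genes, an exact two-sided permutation test on log2(CPM + 1) was added, for which 4 libraries against 4 allow no p under 0.0286.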

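Each library also held counts on genes that endothelial cells do not express. Olfactory, vomeronasal and taste receptor genes on the autosomes, 1471 in number, had 0.0294 to 0.587 CPM per kilobase of exon, a range of 20.0-fold. If reads fell on the exons of all genes at this density, they made up 0.345% of counts in YT-iKO MCAo replicate 4 and 6.90% in YT-iKO MCAo replicate 2, with a median of 2.19% over the 16 libraries. The density was 0.186 ± 0.0229 (SD, n = 4) in CTRL sham, 0.251 ± 0.138 in CTRL MCAo, 0.290 ± 0.20 in YT-iKO sham and 0.305 ± 0.259 in YT-iKO MCAo. It did not differ between the groups that were compared (exact permutation tests, p = 0.486 for genotype after sham, 0.914 for genotype after MCAo, 0.600 for MCAo in CTRL and 0.714 for MCAo in YT-iKO). The first principal component of the 16 libraries held 59.2% of the variance and followed the logarithm of this density (Pearson r = 0.996, Spearman rho = 0.982). For both coefficients p was 1.0e-05, the smallest that 100000 permutations can give, also after adjustment over the 2 relations tested. Without the 2 libraries farthest from the median density, r was 0.992. The labels and the paper name no sequencing batch.

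**Figure D1:**
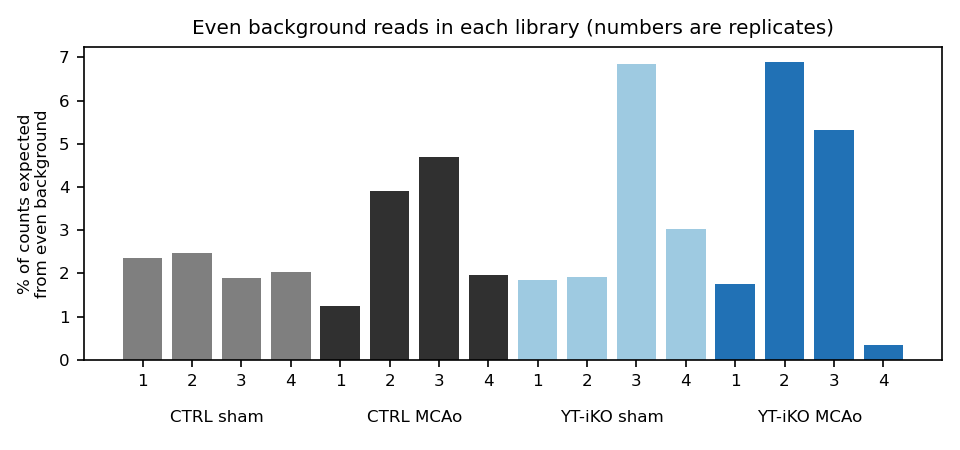
Percent of the counts of each library expected from an even background, estimated from the receptor genes. Bars are single libraries, numbered by replicate and coloured by group; the lowest and the highest are both YT-iKO MCAo libraries.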

To gain further mechanistic insights into the neuroprotective phenotype observed in YT‐iKO mice, we performed bulk RNA sequencing analysis of freshly isolated bECs from YT‐iKO and littermate wildtype CTRLs for sham and MCAo groups in quadruplicate, respectively (Figure 4A; Figure S4A and S4B). To obtain sufficient cell material for bEC isolation (ie, MACsort, FACsort) and subsequent RNA sequencing, brain tissue of 2 to 4 mice was pooled for each replicate (Figure S4A and S4B). Differential gene expression analysis revealed downregulation of *Yap*, *Taz* and YAP/TAZ target genes in sham‐operated YT‐iKO bECs, indicating successful Cre‐loxP recombination in YT‐iKO mice after tamoxifen injections (Figure S4C). 

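Yap1 (ENSMUSG00000053110) lies on chromosome 9 of GRCm38 from 7931999 to 8004596, and Wwtr1 (ENSMUSG00000027803), which encodes TAZ, on chromosome 3 from 57455649 to 57575910. After sham surgery, Yap1 had 111.8 ± 0.511 CPM (SD, n = 4) in CTRL and 49.3 ± 9.70 in YT-iKO bECs, a log2 fold change of −1.18 (standard error 0.22, adjusted p = 0.0371 from edgeR's quasi-likelihood test). This call was lost without CTRL sham replicate 2 (adjusted p = 0.186) and without YT-iKO sham replicate 4 (0.359). Wwtr1 had 264.7 ± 9.66 CPM in CTRL and 72.1 ± 20.9 in YT-iKO bECs after sham, a log2 fold change of −1.88 (standard error 0.28, adjusted p = 0.00381), and was called with each library left out. The alternative that moved both fold changes most was DESeq2's normal prior, which gave −1.03 for Yap1 and −1.52 for Wwtr1. After MCAo, Yap1 had 106.4 ± 26.8 CPM in CTRL and 47.2 ± 11.6 in YT-iKO (log2 fold change −1.17, adjusted p = 0.0478). Here the call was lost without CTRL sham replicate 2 (0.129), CTRL MCAo replicate 4 (0.473), YT-iKO sham replicate 4 (0.115) or YT-iKO MCAo replicate 3 (0.250). Wwtr1 had 328.8 ± 96.8 and 89.1 ± 32.9 CPM after MCAo (adjusted p = 0.00356). For both genes and after both operations, the 4 YT-iKO libraries lay below the 4 CTRL libraries (exact permutation test, p = 0.0286). Counts per gene cover all exons, whether or not recombination removes them, and therefore do not measure the share of cells that recombined. Part of the Yap1 exons is shared with the annotated gene Gm20416.

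**Figure D2:**
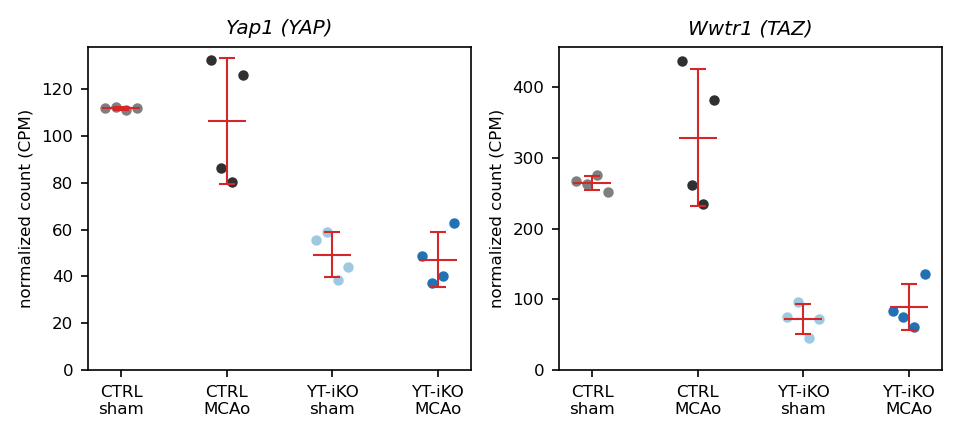
Normalized counts (CPM) of Yap1 and Wwtr1 in each library by group. Points are libraries, red lines the mean and bars the SD (n = 4); in both genes the YT-iKO libraries lie below the CTRL libraries of the same surgery.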

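In sham-operated mice, 30 of the 31085 genes tested were DEGs between YT-iKO and CTRL bECs, 28 lower and 2 higher in YT-iKO, against 670 at an unadjusted p under 0.05. In each of the 30, no YT-iKO library overlapped a CTRL library, which their selection by the test on the same libraries favours. For genes not selected in this way, chance gives it in 2.86%. The number was 16 without CTRL sham replicate 2 and 12 without YT-iKO sham replicate 4. Of the other methods tried, limma-voom with sample quality weights moved it most, to 143 genes, and among settings chosen after the data were seen DESeq2 with size factors from genes with a mean of at least 10 CPM, to 334. The genes with the largest decrease were F5 (log2 fold change −2.19, standard error 0.20, adjusted p = 8.89e-06), Apod (−2.05, 0.27, 9.46e-04) and Amotl2, a YAP/TAZ target. The 2 higher genes were Rpl3-ps1, a processed pseudogene on chromosome X (13202571 to 13203780), at 2.08 (standard error 0.29, adjusted p = 0.00167), and Ppm1j at 1.28 (0.26, 0.0717). Ppm1j was not called with any 1 of 10 libraries left out: CTRL sham replicates 1 to 4 (adjusted p = 0.223, 0.287, 0.406 and 0.171), CTRL MCAo replicates 2 (0.124) and 4 (0.147), and YT-iKO sham replicates 1 to 4 (0.110, 0.103, 0.237 and 0.301). As a set, 22 widely used YAP/TAZ target genes had a median log2 fold change of −0.19, and 9 of the 22 were higher in YT-iKO. Their adjusted p was 5.77e-08 by camera with its preset correlation of 0.01, 0.525 by fry and 0.151 with an estimated correlation (limma).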

To examine stroke‐induced changes, bECs from MCAo mice were compared with those from sham‐operated mice of the same genotype. A total of 165 upregulated and 38 downregulated transcripts were identified in CTRL mice, and 193 upregulated and 46 downregulated transcripts were identified in YT‐iKO mice (Figure 4B; Table S2). 

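In CTRL bECs, 67 genes were DEGs between MCAo and sham, 57 higher and 10 lower after MCAo, with 1089 genes at an unadjusted p under 0.05. In YT-iKO bECs, 99 were DEGs, 86 higher and 13 lower, with 937 under 0.05. All 67 in CTRL and 90 of the 99 in YT-iKO had no overlap between the MCAo and sham libraries. Limma-voom with sample quality weights moved both counts most, to 7538 in CTRL and 5626 in YT-iKO. Single libraries mattered in CTRL: the count was 29, 26 and 36 without CTRL sham replicates 1, 2 and 3, and 27 without CTRL MCAo replicate 4. It was 116 without YT-iKO sham replicate 3, and 117, 115 and 162 without YT-iKO MCAo replicates 1, 2 and 4. In YT-iKO the count was 59, 39 and 37 without YT-iKO sham replicates 1, 2 and 4, and 40 and 166 without YT-iKO MCAo replicates 1 and 3. Without YT-iKO MCAo replicate 2, 188 were higher and 15 lower. Lrg1 (ENSMUSG00000037095; chromosome 17, 56119678 to 56122001) had the largest increase in both genotypes among DEGs whose groups did not overlap. It went from 4.46 ± 2.30 to 108.1 ± 62.8 CPM in CTRL (SD, n = 4; adjusted p = 8.85e-04 by edgeR) and from 5.37 ± 2.99 to 157.5 ± 122.5 CPM in YT-iKO (log2 fold change 4.86, standard error 0.60). In CTRL, Selp also rose (log2 fold change 4.09, standard error 0.64, adjusted p = 0.00382) and was called with each library left out.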

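Among edgeR's DEGs, the largest decreases after MCAo in CTRL were those of Gm43189 (log2 fold change −1.76, adjusted p = 0.0496), Gm9946 (−1.56, 0.0103) and Vwa3a (−1.34, 0.0242). Gm43189 was not called without CTRL sham replicates 1 (0.224), 2 (0.119) or 3 (0.306), or without CTRL MCAo replicates 1 (0.177), 2 (0.182) or 4 (0.294). Gm9946 was lost without CTRL MCAo replicate 4 (0.106), and Vwa3a without CTRL sham replicates 1 (0.101) or 2 (0.115) or CTRL MCAo replicates 2 (0.130) or 4 (0.157). In YT-iKO, the next largest increases after Lrg1, among DEGs whose groups did not overlap, were those of Ccl19-ps1 and of Serpina3n (4.37, standard error 0.71, adjusted p = 0.00527). Ccl19-ps1, an unprocessed pseudogene with 0 to 1 counts in YT-iKO sham libraries and 1 to 14 in YT-iKO MCAo libraries, had a log2 fold change of 4.43, which depends on that group near 0, at an adjusted p of 0.0999, which was 0.106 to 0.421 with 1 library left out, except without YT-iKO MCAo replicate 2. Among edgeR's DEGs in YT-iKO whose groups did not overlap, decreases were led by Ccn3 (−1.93, standard error 0.36, adjusted p = 0.0186), Gm9946 (−1.74, 0.27, 0.00373) and Gm11832 (−1.47, 0.34, 0.0871). Ccn3 was not called without YT-iKO sham replicate 4 (0.155) or YT-iKO MCAo replicate 1 (0.122). Gm11832 was not called when CTRL sham replicates 1 to 4 were left out in turn (0.122, 0.151, 0.126 and 0.108), or CTRL MCAo replicate 2 (0.101). The same held for YT-iKO sham replicates 1 (0.329), 2 (0.373) and 4 (0.208) and YT-iKO MCAo replicates 1 (0.405) and 2 (0.122).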

Gene set enrichment analysis for a custom bEC‐MCAo signature gene set previously published by our group,^38^ showed a high similarity with bECs from CTRL (effect size 0.86, *P*adj<2e‐16) and YT‐iKO mice (effect size 0.8, *P*adj<2e‐16) after MCAo (Figure 4C).^38^ 

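The responses of both genotypes to MCAo were set side by side gene by gene. Across all 31085 genes, the log2 fold change in YT-iKO had a Pearson correlation of 0.192 with that in CTRL (Spearman 0.127), and a stricter filter on low counts (CPM above 1 in at least 4 libraries) moved it most, to 0.291; with factors from abundant genes, chosen after the data were seen, it was 0.312. Across the 9132 genes with a mean of at least 10 CPM it was 0.850 (Spearman 0.733). Genes are not independent replicates, so no p is given. Of 124 genes that were DEGs in either genotype, 42 were DEGs in both and 123 changed in the same direction in both. A list of 13 chemokine and adhesion genes, Ccl2, Ccl5, Ccl7, Cxcl1, Cxcl2, Cxcl9, Cxcl11, Cxcl12, Icam1, Vcam1, Sele, Selp and Ackr1, was higher after MCAo in both genotypes by its median gene. Its median log2 fold change was 0.73 in CTRL, with 12 of 13 genes higher, and 0.59 in YT-iKO, with 11 of 13 higher. The adjusted p by camera was 1.5e-10 in CTRL and 5.18e-16 in YT-iKO, and by fry 0.00744 and 0.00670. Cxcl12 went the other way (log2 fold change −0.82 in CTRL and −0.70 in YT-iKO), and it made up 91.4% of the summed CPM of the list. The sum therefore fell with MCAo, by 0.70 on the log2 scale in CTRL (exact permutation test, p = 0.0286) and by 0.52 in YT-iKO (p = 0.114). With the even background taken off and TMM factors from the genes with a mean of at least 10 CPM, chosen after the data were seen, it fell by 0.59 and 0.56 (exact permutation test, p = 0.0286 each). The response of the list did not differ between genotypes (median difference 0.01, adjusted p = 0.566).

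**Figure D3:**
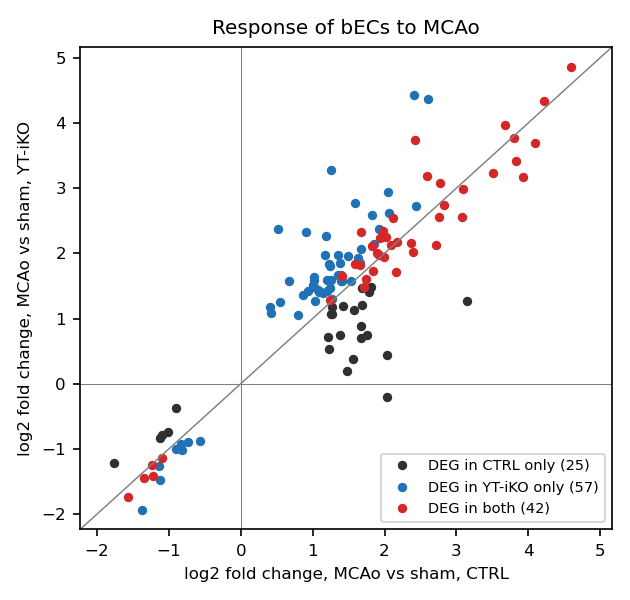
Log2 fold change of MCAo against sham in CTRL (horizontal) and in YT-iKO bECs (vertical) for the 124 genes that were DEGs in either genotype. Colours mark DEGs in CTRL only, in YT-iKO only and in both; the grey diagonal marks equal change, and 123 of the points have the same sign on both axes.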

An additional gene set enrichment analysis revealed that stroke induced endothelial and stroke‐specific modules, such as M5944 (angiogenesis), M5930 (epithelial mesenchymal transition), M5897 (IL6 Jak Stat3 signaling), M5890 (TNFa [tumor necrosis factor alpha] signaling via NF‐κB [nuclear factor kappa B]), and M5891 (hypoxia) in both CTRL and YT‐iKO bECs after MCAo (Figure S4D). To determine the relevant consequences of YAP and TAZ loss in MCAo treated bECs, we compared bECs isolated from CTRL and YT‐iKO mice after MCAo. 

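After MCAo, 22 of the genes tested were DEGs between YT-iKO and CTRL bECs, 21 lower and 1 higher in YT-iKO, against 464 at an unadjusted p under 0.05. In all 22 the libraries of the groups did not overlap. The count was 14 without CTRL sham replicate 2, 11 without CTRL MCAo replicate 4, 14 without YT-iKO sham replicate 4, 14 without YT-iKO MCAo replicate 3 and 47 without YT-iKO MCAo replicate 4. The method moved it more. DESeq2 called 78 genes, and edgeR with the background density as a covariate, chosen after the data were seen, called 272. The highest count came from DESeq2 with size factors from genes with a mean of at least 10 CPM, also chosen after the data were seen. Tlcd3b (ENSMUSG00000058966), on chromosome 7 from 126797668 to 126830219 and with exons shared with Aldoa, had the largest decrease, a log2 fold change of −2.20 (standard error 0.26, adjusted p = 7.42e-04 by edgeR). Rflnb followed at −1.95 (0.28, 0.00356) and Amotl2 at −1.95 (0.24, 7.49e-04). The 1 higher gene was the pseudogene Rpl3-ps1 (1.87, standard error 0.28, adjusted p = 0.00437), and all 4 of these genes were called with each library left out. Of the 33 genes called after sham or after MCAo, 19 were called after both.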

In total, 78 differentially expressed transcripts (*P*adj<0.1; 70 downregulated, 8 upregulated) were found (Figure 4D; Table S2). To obtain an overview of the functional classification of the 78 DEGs, gene ontology analyses were performed (Figure 4E). Analyses for the gene ontology cellular component revealed an overrepresentation of the term “extracellular region”, including 29 genes out of 78 DEGs. The expression of these 29 genes across all experimental groups was visualized using a heatmap (Figure 4F). It appears that the majority of the extracellular region genes had reduced expression levels after YAP/TAZ loss, irrespective of brain ischemia (eg, *Vash1*, *Edn1*, *Edn3*, *Rnase4*, *Ang*, *Bmp6*). 

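Of the 29 genes of Figure 4F, 24 were lower in YT-iKO than in CTRL bECs after sham, 26 after MCAo and 23 after both, and the 4 with opposite signs were Tnfsf8, Grem1, Podn and Cxcl10. By edgeR, 10 of the 29 were DEGs after sham and 6 after MCAo, all 6 after both. DESeq2 called 14 and 29. The paper took the 29 from its own DESeq2 calls after MCAo on these libraries. The 29 calls by DESeq2 were therefore set by that choice, and the 26 lower after MCAo are not independent evidence. Single libraries moved the counts of edgeR: 6 after sham without CTRL sham replicate 2 and 4 without YT-iKO sham replicate 4. After MCAo they were 2 without CTRL MCAo replicate 4 and 16 without YT-iKO MCAo replicate 4. Counts after MCAo were also 3 without CTRL sham replicate 2 or YT-iKO sham replicate 4, 4 without YT-iKO MCAo replicate 3, 12 without YT-iKO sham replicate 3, and 10 without CTRL MCAo replicate 3, YT-iKO sham replicates 1 or 2, or YT-iKO MCAo replicate 1. Edn3 and Rnase4 were DEGs after both operations. Edn3 (chromosome 2, 174760619 to 174784042) had 93.3 ± 17.0 CPM (SD, n = 4) in CTRL and 34.1 ± 6.73 in YT-iKO after sham (log2 fold change −1.45, adjusted p = 0.00718 by edgeR), and 50.8 ± 16.6 and 22.1 ± 2.96 after MCAo (−1.20, 0.0497). The call after MCAo was lost without CTRL sham replicate 2 (0.129), CTRL MCAo replicate 4 (0.372), YT-iKO sham replicate 4 (0.114) or YT-iKO MCAo replicate 3 (0.162). Rnase4, whose exons overlap those of Ang on chromosome 14, had 32.7 ± 2.13 and 11.2 ± 1.61 CPM after sham (−1.54, 0.00397) and 43.3 ± 12.3 and 17.4 ± 5.14 after MCAo (adjusted p = 0.0212). The latter was 0.255 without CTRL MCAo replicate 4 and 0.120 without YT-iKO MCAo replicate 3.

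**Figure D4:**
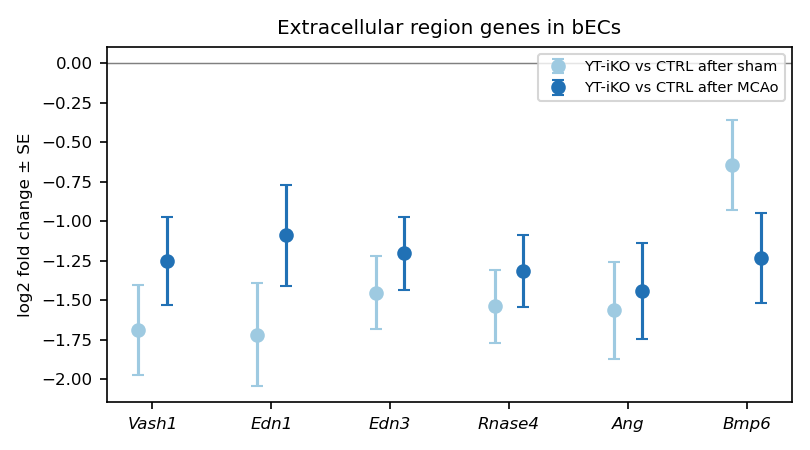
Log2 fold change of YT-iKO against CTRL bECs for 6 genes of the extracellular region, after sham and after MCAo. Points are estimates of edgeR and bars the standard error; all points lie below 0.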

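Vash1, Edn1 and Ang were DEGs after sham but not after MCAo by edgeR. The log2 fold change of Vash1 (chromosome 12, 86678700 to 86692091) was −1.69 after sham (standard error 0.28, adjusted p = 0.0146) and −1.25 after MCAo (0.28, 0.219; exact permutation test, p = 0.0571). Without YT-iKO sham replicate 4 the former was 0.11. After MCAo, Vash1 was called without CTRL sham replicates 1 (0.0869), 3 (0.0897) or 4 (0.0750), CTRL MCAo replicate 3 (0.0308), YT-iKO sham replicates 1 (0.0713), 2 (0.0757) or 3 (0.0872), or YT-iKO MCAo replicates 1 (0.0610) or 4 (0.00220). Edn1 (chromosome 13, 42301476 to 42307990; exons shared with Gm47118) fell by 1.72 on the log2 scale after sham (standard error 0.33, adjusted p = 0.0391). It fell by 1.09 after MCAo (0.32, 0.931; exact permutation test, p = 0.143). The call after sham was lost without CTRL sham replicates 1 (0.112) or 2 (0.13), or YT-iKO sham replicates 3 (0.16) or 4 (0.260), and a call was gained after MCAo without YT-iKO MCAo replicate 1 (0.0610). Ang had 7.10 ± 0.406 CPM (SD, n = 4) in CTRL and 2.39 ± 0.919 in YT-iKO after sham (adjusted p = 0.0529 by edgeR), and 7.30 ± 2.64 and 2.69 ± 0.478 after MCAo (0.137). After sham it was not called without CTRL sham replicates 1 to 4 (0.132, 0.180, 0.172 and 0.137) or YT-iKO sham replicates 1 (0.180), 3 (0.16) or 4 (0.364). After MCAo it was called without CTRL MCAo replicates 2 (0.0590) or 3 (0.0835), YT-iKO sham replicates 1 (0.0898), 2 (0.0264) or 3 (0.0507), or YT-iKO MCAo replicate 4 (0.0393). Bmp6, which shares exons with Txndc5, was not a DEG in either comparison (log2 fold change −0.64 after sham, adjusted p = 0.990, exact permutation p = 0.114; −1.23 after MCAo, adjusted p = 0.267). DESeq2 called Vash1, Edn1, Ang and Bmp6 after MCAo (adjusted p = 0.00392, 0.0951, 7.95e-04 and 0.00420). Adjusted over the list alone, all 6 of Vash1, Edn1, Edn3, Rnase4, Ang and Bmp6 passed in both comparisons; the study chose this list on these libraries, so that is not independent evidence.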

Remarkably, several MCAo‐regulated genes in CTRL bECs such as *Bmp4*, *Wnt5b*, *Grem1*, and *Podn* were not induced in YT‐iKO bECs. In contrast, the chemokine *Cxcl10* was exclusively upregulated in YT‐iKO bECs 3 days after MCAo (Figure 4D and 4F; Figure S4F). 

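Bmp4 (ENSMUSG00000021835; chromosome 14, 46383520 to 46390669) had 2.51 ± 0.735 CPM (SD, n = 4) in CTRL sham and 6.66 ± 1.77 in CTRL MCAo, and 1.84 ± 0.465 and 2.40 ± 0.844 in YT-iKO. Its log2 fold change with MCAo was 1.40 in CTRL (adjusted p = 0.131 by edgeR, 0.00317 by DESeq2) and 0.39 in YT-iKO. EdgeR called it in CTRL without CTRL MCAo replicate 3 (0.0958), YT-iKO sham replicate 3 (0.0948) or YT-iKO MCAo replicates 1 (0.0813), 2 (0.0963) or 4 (0.0274). Wnt5b (ENSMUSG00000030170; chromosome 6, 119432531 to 119544347) rose by 0.67 in CTRL (standard error 0.28, adjusted p = 1.00 by edgeR and 0.493 by DESeq2) and by 0.44 in YT-iKO, although the CTRL groups did not overlap (exact permutation test, p = 0.0286). Grem1 (ENSMUSG00000074934; chromosome 2, 113746164 to 113758646), with 9 to 23 counts in CTRL sham libraries and 40 to 83 in CTRL MCAo libraries, rose by 2.03 in CTRL (standard error 0.46, adjusted p = 0.0997) and by 0.44 in YT-iKO. With the even background taken off and TMM factors from the genes with a mean of at least 10 CPM, chosen after the data were seen, Grem1 had −0.18 to 0.57 CPM in CTRL sham, 1.72 to 4.00 in CTRL MCAo, −0.31 to 0.58 in YT-iKO sham and 0.11 to 0.86 in YT-iKO MCAo, so its fold changes are taken over groups near the background. Its call in CTRL was lost without CTRL sham replicates 1 to 4 (0.202, 0.335, 0.412 and 0.313), CTRL MCAo replicates 1 (0.330), 2 (0.171) or 4 (0.371), or YT-iKO sham replicates 1 (0.112) or 4 (0.129). Podn (ENSMUSG00000028600; chromosome 4, 108014791 to 108096445) had 1.98 ± 0.101 CPM in CTRL sham and 8.12 ± 1.51 in CTRL MCAo (log2 fold change 2.03, adjusted p = 0.0154), and 3.46 ± 1.22 and 3.00 ± 1.47 in YT-iKO (−0.21). The call of Podn in CTRL was lost without CTRL sham replicates 1 (0.10) or 3 (0.113), and its sign in YT-iKO changed to 0.05 without YT-iKO MCAo replicate 4 and to 0.17 with limma-voom.

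**Figure D5:**
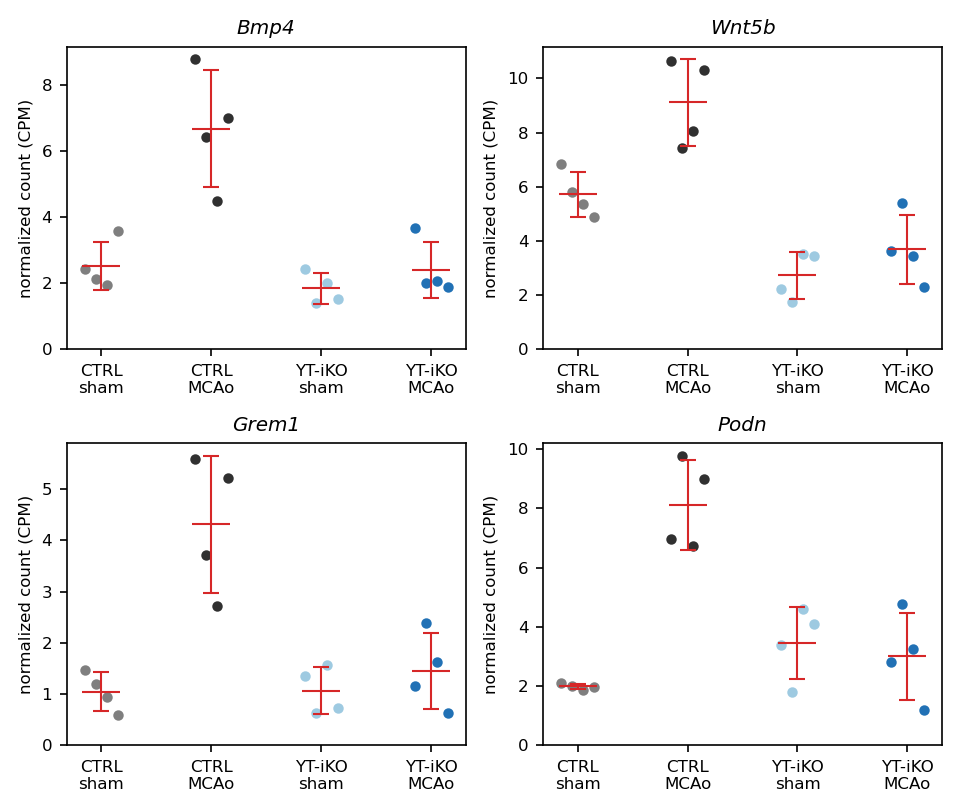
Normalized counts (CPM) of Bmp4, Wnt5b, Grem1 and Podn in each library by group. Points are libraries, red lines the mean and bars the SD (n = 4); the CTRL MCAo libraries lie highest on average in all 4 genes.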

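Whether these responses differed between genotypes was tested by the response in YT-iKO minus that in CTRL. The difference was −1.01 on the log2 scale for Bmp4 (standard error 0.47, unadjusted p = 0.0435 by edgeR), −0.23 for Wnt5b (unadjusted p = 0.581), −1.60 for Grem1 (0.64, unadjusted p = 0.0210) and −2.24 for Podn (0.50, unadjusted p = 2.04e-04). For Wnt5b, limma-voom gave 0.15, the opposite sign. Over all genes tested, edgeR called 0 genes with a different response, and 116 had an unadjusted p under 0.05; DESeq2 called 0, with 265 under 0.05. Adjusted over the list alone, which adds Cxcl10 and Sting1, the p was 0.0653 for Bmp4, 0.650 for Wnt5b, 0.0420 for Grem1 and 0.00122 for Podn, and 4 of the 6 genes passed. As the study chose the list on these libraries, this is not independent evidence. Between genotypes after MCAo, the log2 fold change of YT-iKO against CTRL was −1.46 for Bmp4 (adjusted p = 0.241), −1.31 for Wnt5b (0.201), −1.58 for Grem1 (0.825) and −1.44 for Podn (0.379) by edgeR. Bmp4 was called here without YT-iKO MCAo replicate 1 (0.0675), and Wnt5b without YT-iKO sham replicate 3 (0.0969) or YT-iKO MCAo replicate 2 (0.0540). DESeq2 called all 4 (0.00269, 0.00170, 0.0440 and 0.00956).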

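Cxcl10 (ENSMUSG00000034855), on chromosome 5 from 92346638 to 92348889 and with exons that overlap those of Art3, had 14 to 26 counts per library in CTRL sham, 18 to 33 in CTRL MCAo, 17 to 22 in YT-iKO sham and 58 to 184 in YT-iKO MCAo. These were 1.30 ± 0.274, 1.87 ± 0.469, 1.14 ± 0.196 and 5.97 ± 4.10 CPM (SD, n = 4). With MCAo its log2 fold change was 2.38 in YT-iKO (standard error 0.42, adjusted p = 0.0120 by edgeR) and 0.52 in CTRL (0.42, adjusted p = 1.00). The call in YT-iKO was lost without YT-iKO sham replicate 2 (adjusted p = 0.102) and when the YT-iKO groups were fitted alone (0.318). The difference between these responses was 1.86 (standard error 0.59, unadjusted p = 0.00434), which did not pass over all genes and had a p of 0.0130 adjusted over the list alone. Between genotypes after MCAo, Cxcl10 was higher in YT-iKO by 1.67 (standard error 0.41, adjusted p = 0.378 by edgeR), and it was called without YT-iKO MCAo replicate 4 (0.0617). All 4 YT-iKO MCAo libraries lay above the other 12. With the counts expected from the even background taken off and TMM factors from the genes with a mean of at least 10 CPM, a scale chosen after the data were seen, the lowest YT-iKO MCAo library had 2.21 CPM and the highest of the other 12 libraries 1.72.

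**Figure D6:**
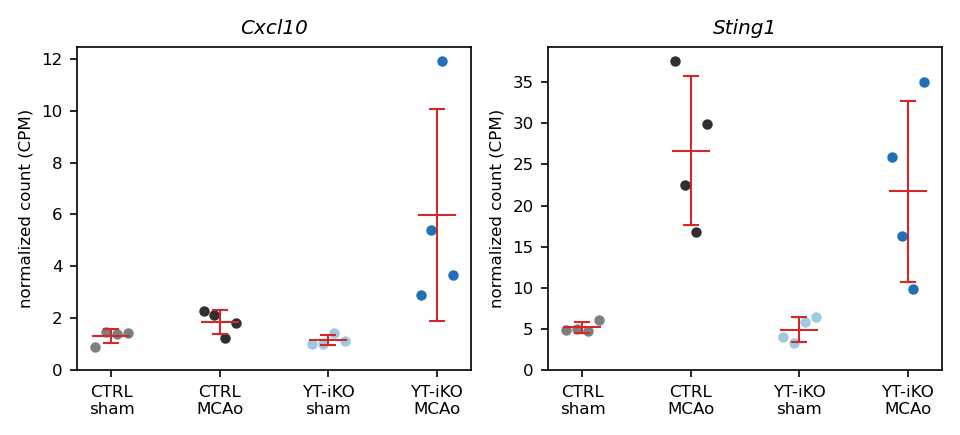
Normalized counts (CPM) of Cxcl10 and Sting1 in each library by group. Points are libraries, red lines the mean and bars the SD (n = 4); Cxcl10 is highest in the YT-iKO MCAo libraries, and Sting1 is higher after MCAo in both genotypes.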

Interestingly, *Sting1*, which encodes the upstream activator of *Cxcl10*, was upregulated after MCAo in both YT‐iKO and CTRL bECs (Figure 4B and 4C; Figure S4F). 

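Sting1 (ENSMUSG00000024349; chromosome 18, 35733679 to 35740554) had 5.18 ± 0.629 CPM (SD, n = 4) in CTRL sham, 26.7 ± 9.05 in CTRL MCAo, 4.90 ± 1.49 in YT-iKO sham and 21.8 ± 11.0 in YT-iKO MCAo. Its log2 fold change was 2.36 in CTRL (standard error 0.33, adjusted p = 0.00126 by edgeR) and 2.16 in YT-iKO (0.33, 0.00295), and both were called with each library left out. With the YT-iKO groups fitted alone, the adjusted p in YT-iKO was 0.112. The responses did not differ between genotypes (difference −0.21, standard error 0.45, unadjusted p = 0.650), and without YT-iKO MCAo replicate 3 the sign of the difference changed (0.04). A list of 11 genes of the cGAS-STING pathway, Sting1 among them, had 9 genes tested. In CTRL, the median log2 fold change of this list was −0.21, its mean 0.18 and camera's direction upward (adjusted p = 0.569); without CTRL MCAo replicate 2 the median was 0.00. In YT-iKO its median was 0.05 and its mean 0.24 (adjusted p = 0.0359 by camera, 0.951 by fry). This median was negative without YT-iKO sham replicates 1 (−0.03), 2 (−0.00) or 3 (−0.08) or YT-iKO MCAo replicates 1 (−0.07) or 4 (−0.07). Sting1 itself rose far more than the mean of the list in both genotypes. The list was not tested without Sting1, so camera's direction and call are not evidence apart from that gene. After MCAo, YT-iKO and CTRL differed by a median of 0.05 and a mean of −0.01 (adjusted p = 0.995 by camera).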

Further gene ontology analysis using the molecular function database for 78 DEGs between CTRL bECs and YT‐iKO bECs after stroke revealed that overrepresented terms were associated with paracrine functions such as signaling receptor regulator activity and cytokine activity (Figure 4G). In line with these findings, additional gene set enrichment analysis of MCAo CTRL versus MCAo YT‐iKO bECs identified 5 significantly enriched gene sets related to inflammatory pathways (M5947 IL2‐Stat5 Signaling, M5932 Inflammatory Response, M5913 Interferon Gamma Response, M5911 Interferon Alpha Response, M5890 Tnfa Signaling via NF‐κB) (Figure 4H). 

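The hallmark gene sets were not repeated; a list of 24 interferon-stimulated genes without Cxcl10, and the list of 13 chemokine and adhesion genes, were tested in their place with camera. After MCAo, the interferon list had a median log2 fold change of −0.05 in YT-iKO against CTRL, with 9 of 24 genes higher (adjusted p = 0.726). This depended on single libraries: the median was 0.21 without CTRL MCAo replicate 4 (adjusted p = 2.68e-05), and −0.23 (0.0643), −0.19 (0.0267), −0.00 (0.0845) and −0.25 (0.00374) without CTRL MCAo replicates 1 and 3 and YT-iKO MCAo replicates 1 and 4. With MCAo the list rose by a median of 0.15 in CTRL (adjusted p = 0.487) and 0.17 in YT-iKO, with 18 of 24 higher (1.83e-04); the latter was −0.01 without YT-iKO sham replicate 3 and −0.02 without YT-iKO MCAo replicate 4. The difference between these responses had a median of 0.11 (adjusted p = 0.0203). Its sign changed without CTRL sham replicate 1 (−0.02), CTRL MCAo replicates 1 (−0.08) or 3 (−0.02), YT-iKO sham replicate 3 (−0.07) or YT-iKO MCAo replicate 4 (−0.09). Its call was lost without CTRL sham replicate 3 (adjusted p = 0.113), CTRL MCAo replicate 2 (0.141) or YT-iKO MCAo replicate 2 (0.11). After sham it was lower in YT-iKO (median −0.16, adjusted p = 0.00238). The chemokine and adhesion list was higher in YT-iKO after MCAo, with a median of 0.25 and 10 of 13 genes higher (adjusted p = 0.0219). None of these calls for the interferon list, nor this one for the chemokine and adhesion list, held by fry or with an estimated correlation. With whole groups, these calls were also lost by camera on the genes with a mean of at least 10 CPM, an alternative chosen after the data were seen. The median for the chemokine and adhesion list was then 0.075 (adjusted p = 0.683, 6 genes). For 21 interferon genes it was −0.05 after sham (0.719), 0.13 with MCAo in YT-iKO (0.469) and 0.0048 for the difference (0.948).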

A common characteristic of the aforementioned inflammatory pathways is an overlapping gene signature with *Cxcl10* as a candidate molecule differentially regulated in YT‐iKO bECs after MCAo (Figure S4E). Taken together, the transcriptomic data indicate that loss of YAP and TAZ in bECs causes changes that affect the extracellular compartment and signaling receptor/cytokine activity, likely by altered paracrine signaling. Therefore, we hypothesize that the vascular endothelial niche after stroke is altered by the loss of endothelial YAP/TAZ. Consequently, endothelial‐depleted bCs of the CD31^−^ MACsort fraction were analyzed from the same mice that were used for EC‐specific RNA sequencing (CD31^+^ MACsort fraction) to test whether the bEC environment differs between CTRL and YT‐iKO after stroke (Figure S4A and S4B). 

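The effect of genotype was also compared between operations. Across the genes tested, the log2 fold change of YT-iKO against CTRL after sham had a Pearson correlation of 0.121 with that after MCAo (Spearman 0.146), and across genes with a mean of at least 10 CPM of 0.691 (Spearman 0.635). These are correlations across genes, which are not independent replicates. All 33 genes called in either comparison had the same sign in both. From the transcriptomic data taken together, the paper proposes that YAP and TAZ loss in bECs acts on the extracellular compartment and on signaling receptor and cytokine activity through altered paracrine signaling, and from this it hypothesizes a changed vascular niche after stroke.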

Quantitative real‐time polymerase chain reaction against several cellular and inflammatory markers was performed (Figure 4I). Microglia marker *Trem2*, astrocyte markers *Gfap* and *Tgm1*, panmacrophage marker *CD68*, and proinflammatory markers *Tnfa* and *IL‐6* were significantly upregulated after MCAo in CD31^−^ bCs of both CTRL and YT‐iKO mice. However, no influence of YAP/TAZ loss was detectable for any of the markers mentioned. In contrast, monocyte‐specific mRNA levels such as *Ccr2* and *Trem1* were significantly increased exclusively in YT‐iKO CD31^−^ bCs after MCAo. Consistent with the increase of monocytic genes, anti‐inflammatory markers such as *Ym1* and *Ccl2* were significantly upregulated in YT‐iKO CD31^−^ bCs compared with CTRL CD31^−^ bCs after MCAo. Interestingly, downregulation of anti‐inflammatory *Mrc1* expression was attenuated in YT‐iKO CD31^−^ bCs after MCAo. Furthermore, *IL‐1b*, a proinflammatory marker known to increase the opening of the blood–brain barrier (BBB),^42^, ^43^, ^44^, ^45^ was significantly increased in YT‐iKO CD31^−^ bCs. In conclusion, our study demonstrates that loss of YAP and TAZ in bECs modulates the inflammatory brain environment after stroke. A statistically significant increase in monocytic markers and an anti‐inflammatory gene expression profile is evident in the vascular endothelial niche of YT‐iKO mice following MCAo.

**Figure 4:**
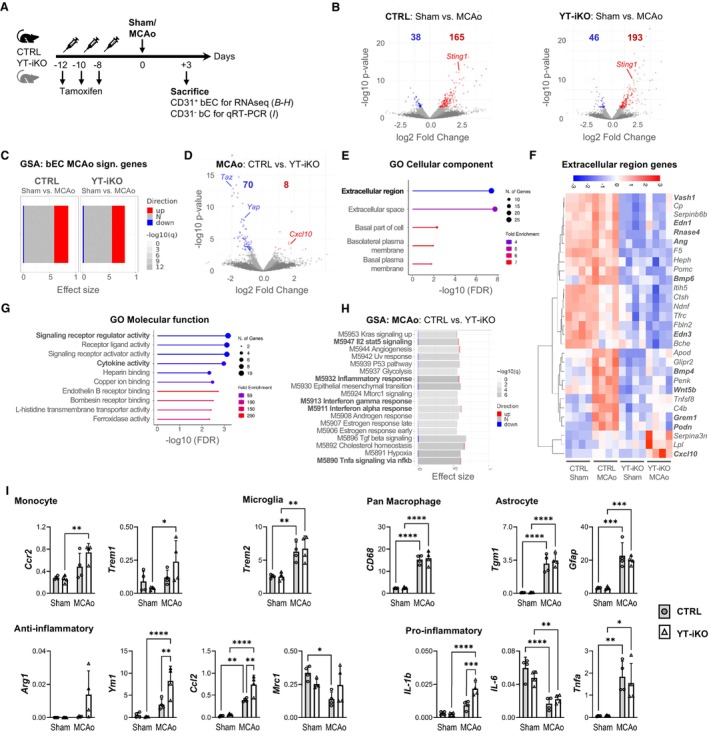
RNA analysis of CD31^+^ bECs and CD31^−^ bCs 3 days after 30‐minute MCAo/reperfusion. **A**, Experimental design. Mice received tamoxifen 12, 10, and 8 d before MCAo or sham surgery. Three days after surgery, CD31^+^ bECs and CD31^−^ bCs were isolated. **B**, Volcano plot depicting DEGs in CTRL bECs (left) and YT‐iKO bECs (right) after MCAo. Blue dots indicate downregulated transcripts after experimental stroke (*P*adj<0.1). Red dots indicate upregulated transcripts after experimental stroke (*P*adj<0.1). **C**, GSA for the bEC‐MCAo signature gene set.^38^ Bar length indicates effect size (area under curve); column corresponds to contrast, and intensity of the color corresponds to the FDR; red and blue fragments indicate fraction of DEGs within the contrast (*P*adj<0.1). **D**, Volcano plot depicting DEGs between YT‐iKO vs CTRL bECs from MCAo mice. **E**, GO overrepresentation analyses (cellular component) of 78 DEGs from the contrast YT‐iKO vs CTRL bECs isolated from MCAo mice. **F**, Heatmap of 29 DEGs associated with the GO term “extracellular region” from the contrast YT‐iKO vs CTRL bECs isolated from MCAo mice. **G**, GO overrepresentation analyses (molecular function) of 78 DEGs from the contrast YT‐iKO vs CTRL bECs isolated from MCAo mice. **H**, GSA for the contrast YT‐iKO vs CTRL bECs from MCAo mice. Row corresponds to enriched molecular signature database term (hallmark), bar length indicates effect size (area under curve), intensity of the color corresponds to the FDR; red and blue fragments indicate fraction of DEGs within the contrast (*P*adj<0.1). **I**, Gene expression analysis of cell markers and inflammatory markers in CD31^−^ nonendothelial brain cells. *Y* axis shows mRNA expression relative to housekeeping gene *Tpp2*, as quantified by qRT‐PCR. Please note the significant increase of anti‐inflammatory and monocyte markers in YT‐iKO mice after MCAo. Mean±SD, n=4 independent donors, 2‐way ANOVA followed by Tukey’s post hoc test, *P<0.05, **P<0.01, ***P<0.001, *P*<0.00001. *Arg1* indicates arginase, liver; bC, brain cell; bEC, brain endothelial cell; *Ccl2*, C‐C motif chemokine ligand 2; *Ccr2*, C‐C motif chemokine receptor 2; *CD68*, macrosialin; *Cxcl10*, C‐X‐C motif chemokine ligand 10; CTRL, control littermates; DEG, differentially expressed gene; FDR, false discovery rate; *Gfap*, glial fibrillary acidic protein; GO, gene ontology; GSA, gene set enrichment analysis; *IL‐1b*, interleukin 1 beta; *IL‐6*, interleukin 6; MCAo, middle cerebral artery occlusion; *Mrc1*, mannose receptor C‐type 1; qRT‐PCR, quantitative reverse transcription polymerase chain reaction; *Sting1*, stimulator of interferon response cGAMP interactor 1; *Tgm1*, transglutaminase 1; *Tnfa*, tumor necrosis factor; *Trem1*, triggering receptor expressed on myeloid cells 1; *Trem2*, triggering receptor expressed on myeloid cells 2; *Ym1*, chitinase‐like 3; and YT‐iKO, tamoxifen‐inducible EC‐specific *Yap*/*Taz* knockout.

### Endothelial YAP/TAZ Affects cGAS‐STING Pathway Controlled *Cxcl10* Expression

To further investigate the intriguing *Sting1* and *Cxcl10* expression patterns observed in CTRL and YT‐iKO bECs, we sought to determine whether STING and CXCL10 protein levels are significantly altered in ischemic brain tissue. Therefore, ipsilateral ischemic cerebral tissue and corresponding tissue from sham‐operated CTRL and YT‐iKO mice were analyzed by Western blotting (Figure 5A and 5B). STING protein levels were significantly elevated in CTRL and YT‐iKO brains 3 days after MCAo, whereas CXCL10 expression was increased only in YT‐iKO tissue. These findings highlight the contribution of bECs to overall STING and CXCL10 expression following MCAo (Figure 5B). Available literature suggests that YAP/TAZ functions as a negative regulator of the cGAS‐STING pathway, a mediator of inflammation in the context of brain ischemia (Figure 5C).^24^, ^46^, ^47^, ^48^ To further validate this hypothesis, an in vitro model was established in which *YAP*/*TAZ* were knocked down in human umbilical vein ECs, followed by treatment with the STING agonist cGAMP (Figure 5D). This knockdown led to a significant increase in STING‐mediated *CXCL10* expression (Figure 5E). Together, these results demonstrate that YAP/TAZ deficiency disrupts a regulatory component of the cGAS‐STING signaling pathway in endothelial cells.

**Figure 5:**
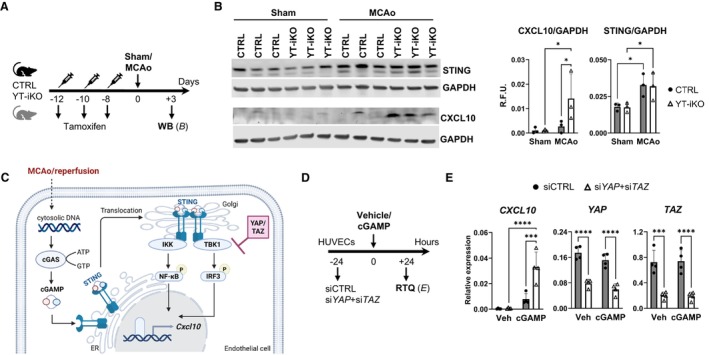
STING pathway activation after stroke and YAP/TAZ‐mediated STING pathway interference in HUVECs. **A**, Experimental design. Brain tissue from CTRL and YT‐iKO mice was collected for WB 3 d after sham or MCAo surgery. **B**, WB demonstrates increased STING expression after MCAO in CTRL and YT‐iKO brain tissue, whereas CXCL10 expression is significantly increased in ischemic YT‐iKO after stroke. Mean±SD, n=3 independent donors, 2‐way ANOVA followed by uncorrected Fisher’s least significant difference test, *P<0.05. **C**, Visualization of proposed YAP/TAZ effects on stimulator of IFN (interferon) genes (STING) pathway in endothelial cells after stroke. Ischemic brain injury/reperfusion induces an increase in double‐stranded DNA levels in the cytosol.^46^ Cytosolic DNA acts as a damage‐associated molecular pattern and is recognized by cGAS.^48^ Upon DNA binding, cGAS catalyzes the synthesis of cGAMP, which in turn activates STING and its translocation from the ER to the Golgi apparatus.^48^ There, it recruits and activates TBK1 and IKK.^47^ The kinase activities of IKK and TBK1 act downstream on transcriptional regulators NF‐κB and IRF3.^47^ In endothelial cells, STING‐mediated transcriptional activation after MCAO is negatively regulated by YAP/TAZ. Accordingly, depletion of YAP/TAZ promotes *Cxcl10* expression. Created in BioRender. Göttert, R. (2025) https://BioRender.com/gamdctf. **D**, Experimental design. HUVECs were treated after siRNA‐induced *YAP*/*TAZ* knockdown for 24 h with vehicle or cGAMP. **E**, Gene expression of *CXCL10*, *YAP*, and *TAZ* in CTRL and *YAP*/*TAZ* knockdown cells. Expression normalized to housekeeping gene *REEP5*. N=4, 2‐way ANOVA followed by uncorrected Fisher’s least significant difference test, ***P<0.001, ****P<0.00001. cGAMP indicates cyclic guanosine monophosphate–adenosine monophosphate; cGAS, cyclic GMP‐AMP synthase; CXCL10, C‐X‐C motif chemokine ligand 10; HUVEC, human umbilical vein endothelial cell; IKK, IκB kinase; IRF3, interferon regulatory factor 3; MCAo, middle cerebral artery occlusion; NF‐κB, nuclear factor‐κB; *REEP5*, receptor accessory protein 5; R.F.U., relative fluorescence units; RTQ, quantitative polymerase chain reaction; STING1, stimulator of interferon response cGAMP interactor 1; TAZ, WW domain containing transcription regulator 1; TBK1, TANK‐binding kinase 1; WB, Western blotting; YAP, yes‐associated protein 1; and YT‐iKO, tamoxifen‐inducible EC‐specific *Yap*/*Taz* knockout.

### Loss of YAP/TAZ Increases the Infiltration of the Brain With Myeloid Cells and Attenuates Microglia Proliferation

Given that YT‐iKO mice show elevated expression of anti‐inflammatory and monocyte markers after MCAo, we further investigated the impact of endothelial YAP/TAZ deficiency on the immune cell composition in both the brain and blood. To this end, we quantified different immune cell populations of CTRL and YT‐iKO mice by flow cytometry (Figure 6A; Figure S5A through S5E). Quantification of brain immune cells revealed that the frequency of CD11b^+^, CD45^lo^ microglia was significantly reduced in the ischemic hemisphere after MCAo in YT‐iKO mice compared with CTRL littermates (Figure 6A; Figure S5E). In contrast, classical monocytes (CD11b^+^, CD45^hi^, Ly6G^−^, Ly6C^hi^) showed higher frequencies in the ischemic hemisphere after MCAo in YT‐iKO compared with CTRL littermates (Figure 6A). Nonclassical monocytes (CD11b^+^, CD45^hi^, Ly6G^−^, Ly6C^lo^) showed higher frequencies in the ipsilateral hemisphere but no differences between YT‐iKO and CTRL mice (Figure 6A). Polymorphonuclear neutrophil (CD11b^+^, CD45^hi^, Ly6C^mid^, Ly6G^+^) frequencies were significantly increased in the ischemic striatum of YT‐iKO mice (Figure 6A). Since the neurovascular unit acts as a barrier for polymorphonuclear neutrophils,^49^ we performed additional immunohistochemistry to visualize ischemic tissue and associated polymorphonuclear neutrophil accumulation using the marker Ly6G in YT‐iKO and CTRL mice (Figure S6A). Ly6G^+^ cells were restricted to vascular structures in ischemic brain tissue, indicating that they did not invade the brain parenchyma. T cells (CD45^hi^, CD11b^−^, CD19^−^, CD3^+^) and B cells (CD45^hi^, CD11b^−^, CD3^−^, CD19^+^) were detected at low frequencies in brain tissue and were not influenced by MCAo or loss of YAP and TAZ (Figure 6A). Immunofluorescence confocal microscopy visualized very rare T cell accumulation of CD3^+^ cells in the ischemic tissue in YT‐iKO and CTRL mice (Figure S6B). In the blood, classical monocyte, T cell and B cell frequencies were not influenced by loss of YAP/TAZ after MCAo, but polymorphonuclear neutrophils and nonclassical monocytes were significantly altered (Figure S5A through S5D). In order to further investigate the unexpected finding that microglia frequencies were reduced in the ipsilateral striatum of YT‐iKO mice, we performed image analysis of immunostained brain sections to count proliferating Iba1^+^ (Ki67^+^, Iba1^+^) cells after stroke (Figure 6B and 6C). There was a dramatic increase in proliferating Iba1^+^ cells in CTRL mice, which was statistically significantly attenuated in YT‐iKO mice 3 days after MCAo/reperfusion (Figure 6C). The absolute numbers of Iba1^+^ cells were counted at day 28 after stroke (Figure 6D and 6E). Iba1^+^ cells were significantly increased after MCAo/reperfusion but there was no difference between CTRL and YT‐iKO mice (Figure 6E).

**Figure 6:**
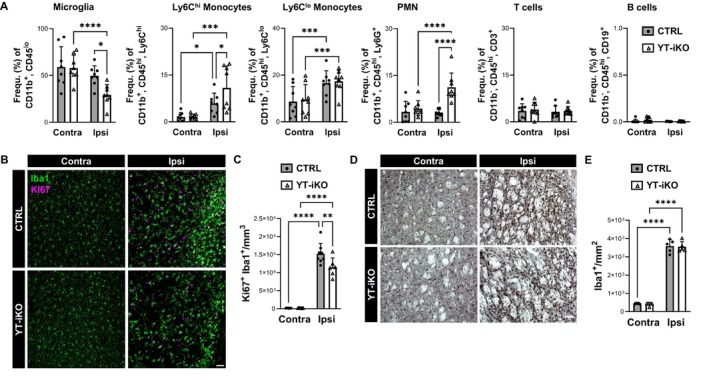
Distinct differences in myeloid cell infiltration and microglia proliferation during subacute stroke. **A**, FACS analysis of selected myeloid and lymphocyte cell populations in brain tissue 3 d after stroke onset. All cell frequencies (%) were calculated from CD45^+^ living single cells. N=8 per group. **B**, **C**, Representative confocal images (**B**) and quantification (**C**) of Ki67^+^ (magenta) and Iba1^+^ (green) double immunostainings of ipsilateral and contralateral striatum of CTRL (n=8) and YT‐iKO (n=6) mice 3 d after MCAo. **D**, **E**, Representative brightfield images of Iba1‐DAB immunohistochemistry (**D**) and Iba1^+^ cell counting (**E**) in the ipsilateral and contralateral striatum 28 d after stroke in YT‐iKO (n=5) and CTRL (n=5) mice. **A**, **C**, **E**, Two‐way repeated measures ANOVA followed by uncorrected Fisher’s least significant difference test; mean±SD; *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001. **B**, **D**, Scale bar: 50 μm. CTRL indicates control littermates; FACS, fluorescence‐activated cell sorting; MCAo, middle cerebral artery occlusion; and YT‐iKO, tamoxifen‐inducible EC‐specific *Yap*/*Taz* knockout.

## DISCUSSION

Here, we investigated for the first time the role of endothelial YAP and TAZ in the pathophysiology of ischemic stroke in mice. Our main findings are as follows (1) *Yap*, *Taz* and YAP/TAZ target genes are differentially regulated after stroke. YAP and TAZ protein expression increases in the vasculature during the subacute phase after stroke, with TAZ localized to endothelial cell nuclei, suggesting transient stroke‐induced functional activation of YAP/TAZ in bECs. (2) EC‐specific loss of YAP/TAZ reduces ischemic brain lesion volume without affecting stroke‐induced angiogenesis, suggesting that neuroprotection is mediated by mechanisms other than angiogenesis. (3) YAP/TAZ deficiency induces endothelial transcriptome changes leading to increased myeloid cell recruitment and an anti‐inflammatory perivascular environment in the subacute phase after stroke. (4) We have identified 2 different mechanisms of how YAP/TAZ regulate signaling pathways relevant for bEC function after stroke: cytoplasmic suppression of signal transduction during cGAS‐STING signaling and nuclear transcriptional activation of YAP/TAZ‐TEAD targets from the “alternative Wnt‐YAP/TAZ signaling” pathway. Our findings suggest that YAP and TAZ proteins take part in the inflammatory cascade after stroke. Consequently, modulation of these 2 proteins (or their stroke‐associated signaling pathways) may represent a new treatment strategy toward fostering an anti‐inflammatory and regenerative brain environment after brain ischemia.

### Current Findings on YAP/TAZ Regulation After Ischemic Stroke

To our knowledge, there are only 2 studies that have investigated the regulation of YAP or YAP and TAZ proteins after acute ischemic stroke. Importantly, both studies report contrasting results in the early (24‐hour period) phase after stroke. Gong et al. reported reduced expression of YAP and TAZ in the brain following 90‐minute transient cerebral ischemia in rats whereas the (sub)cellular localization of either protein was not investigated.^50^ In contrast, another study reported increased YAP expression in the nuclei of bECs after 60‐minute MCAo in mice.^51^ The differences in YAP expression between the 2 studies may be due to species differences and the duration of MCA occlusion, affecting lesion maturation as well as cell death dynamics and tissue remodeling.^31^, ^52^, ^53^ Interestingly, antagonizing as well as agonizing pharmaceutical YAP intervention resulted in acute stroke protection.^50^, ^51^ This obvious contradiction highlights the need to better understand cell‐specific YAP/TAZ responses during stroke pathology. By using the 30‐minute MCAo/reperfusion model in mice, we found that cerebral ischemia alters mRNA levels of *Yap*, *Taz*, and YAP/TAZ target genes, with the strongest regulation occurring subacutely. During development, YAP and TAZ interact with TEAD transcription factors, as well as with Notch and BMP (bone morphogenetic protein) signaling in order to regulate EC function.^9^, ^12^, ^13^ Our study confirms that, in the adult mouse brain, the canonical YAP/TAZ–TEAD targets (*Ankrd1*, *Ccn1*, *Ccn2*) are upregulated after MCAo along with *Yap* and *Taz*, whereas the YAP/TAZ‐Notch/BMP target *Hey1* is suppressed. However, in contrast to the previous developmental in vitro data set,^13^ YAP/TAZ‐BMP‐signaling target suppression (ie, suppression of *Id1* and *Smad6*) was not observed after MCAo, indicating the existence of a yet unknown different regulatory mechanism in the ischemic brain. Because gene expression analyses in Figure 1 were performed on bulk ischemic versus sham brain tissue, the spatial localization of YAP/TAZ signaling cannot be attributed to specific brain structures or cell types as *Yap*, *Taz* and their target genes are expressed across multiple cell types in the mouse brain.^54^ Notwithstanding, the differential regulation of YAP/TAZ and their target genes across distinct experimental model systems suggests that the functional roles of YAP/TAZ in the ischemic brain are highly diverse and cell‐type dependent.

### Delayed Response of Endothelial YAP/TAZ After Stroke Mediates Chronic But Not Acute Neuroprotection

To the best of our knowledge, the role of endothelial YAP and TAZ in subacute and chronic ischemic stroke has not been studied before. In order to uncover the spatial distribution of TAZ expression after brain ischemia, we used a *Taz* ^tag^ mouse. Although *Yap*, *Taz*, and YAP/TAZ targets genes are upregulated in ischemic tissue already 24 hours after stroke, we found delayed TAZ protein induction at the subcellular level. Vessel‐associated upregulation and enhanced endothelial nuclear localization of TAZ peaked at 3 days after MCAo/reperfusion, indicating subacute, but not acute, activation of TAZ in bECs after stroke. This delayed TAZ activity was accompanied by distinct YAP expression in the vasculature of ischemic brain tissue 3 days after MCAo and may explain the absence of acute lesion volume differences between YT‐iKO and CTRL animals as measured by MRI. Noninvasive T2w MR imaging is a useful technique for detecting brain injury and is highly sensitive to vasogenic edema.^55^, ^56^ Vasogenic edema develops in the first days after stroke due to progressive endothelial dysfunction, BBB breakdown, and influx of water into tissue.^57^ YAP has been supposed to regulate BBB integrity and cerebral edema via regulation of tight junction protein expression acutely after MCAo.^50^, ^51^ To interfere with YAP activity, the researchers used dexamethasone and verteporfin.^50^, ^51^ It should be noted that neither molecule is EC specific. Considering that YAP/TAZ could also be expressed in other bCs,^54^ the approaches used by the aforementioned studies seem to have some limitations. In our model, we were unable to detect early functional consequences of EC‐specific YAP/TAZ loss that manifest in different MRI lesion volumes. Thus, we conclude that endothelial YAP/TAZ does not contribute to the pathological sequelae leading to endothelial dysfunction and BBB damage in the acute phase of stroke.

### Subacute YAP/TAZ Activity in Endothelial Cells Affects the Inflammatory Brain Environment

Because loss of endothelial YAP/TAZ did not affect EC number, vessel number, and vessel coverage 28 days after 30‐minute MCAo/reperfusion, we believe that neuroprotection in our mouse model is mediated by mechanisms other than angiogenesis. Because EC function in the subacute phase after stroke has been shown to influence BBB characteristics and disease progression in the chronic phase,^58^ we performed a detailed transcriptome analysis in CTRL and YT‐iKO bECs at 3 days after MCAo when YAP/TAZ expression and TAZ activity were highest. The overall transcriptional response of CTRL and YT‐iKO bECs to ischemic stroke was similar to a data set previously published by our group.^38^ However, some important differences between CTRL and YT‐iKO bECs became apparent: we noticed that many of the differentially regulated genes exert their effects extracellularly after stroke and that a large proportion of these genes have receptor regulatory activity and may therefore influence brain inflammatory responses via paracrine mechanisms. This hypothesis is supported by our observation that ischemic YT‐iKO brains display an altered myeloid cell composition relative to CTRL brains, accompanied by a distinct transcriptional inflammatory profile in nonendothelial bCs. The inflammatory profile reflects the heterogeneity of myeloid cells in the ischemic brain, characterized by increased coexpression of infiltrating monocyte markers (*Ccr2*, *Trem1*), anti‐inflammatory markers (*Ccl2*, *Arg1*, *Ym1*), and the BBB–modulating cytokine *IL‐1β*.^42^, ^43^, ^44^, ^45^, ^59^ Concurrently, ischemic YT‐iKO brains exhibit reduced proliferation of Iba1^+^ cells. These findings are consistent with studies supporting the hypothesis that infiltrating monocytes and the suppression of early‐phase microglial proliferation may contribute to neuroprotection.^29^, ^60^, ^61^ We identified YAP/TAZ‐regulated endothelial candidates, including C‐X‐C motif chemokine ligand 10 (*Cxcl10*), bone morphogenetic protein 4 (*Bmp4*), and Gremlin 1 (*Grem1*), all of which are known for their immunomodulatory activity. CXCL10 is a ligand for CXCR3, a G protein‐coupled 7‐transmembrane‐spanning receptor.^62^ This immunoregulatory receptor is expressed on various leukocyte subpopulations in the blood and has been detected in the brain on activated microglia, endothelia, astrocytes, and neurons.^63^, ^64^, ^65^, ^66^ The extent to which EC‐derived CXCL10 contributes to stroke pathology is poorly understood. We and others have demonstrated that brief periods of ischemia (30 minutes) are insufficient to induce *Cxcl10* expression in bECs.^38^, ^67^ Of particular significance is the robust induction of this gene’s expression following YAP/TAZ loss, which correlates with a measurable increase in protein abundance within ischemic brain tissue. Using 1‐hour MCA occlusion periods, Cai et al. showed that EC‐derived CXCL10 limits infarct expansion via increased IL‐10 and ETGF (epidermal growth factor‐like transforming growth factor) expression.^68^ Additionally, CXCL10 can activate microglia and facilitate their CXCR3‐dependent migration.^69^, ^70^, ^71^ In an experimental mouse model of traumatic brain injury, EC‐derived CXCL10 induces a neuroprotective microglia phenotype.^72^ CXCR3^+^/CXCL10 signaling also affects monocyte‐derived and border‐associated macrophages, which play critical roles in blood–brain barrier function and immune cell recruitment after stroke.^29^, ^73^, ^74^, ^75^, ^76^ Of note, in contrast to the upregulation of *Cxcl10*, stroke‐induced expression of *Bmp4* and *Grem1* was abolished in YT‐iKO bECs. A recent study reported that BMP4 polarizes microglia, with BMP4 antagonism exhibiting anti‐inflammatory effects during CNS repair.^77^ Similarly, another study demonstrated that BMP4 induces microglia activation and proliferation.^78^ Therefore, the altered microglia proliferation dynamics and anti‐inflammatory vascular endothelial niche observed in YT‐iKO animals after stroke likely involve targets of the “alternative Wnt–YAP/TAZ signaling” axis. GREM1, a BMP4 antagonist, has been reported to be expressed in endothelial cells subjected to disturbed flow in the mouse aorta and human coronary arteries.^79^, ^80^ Due to its multifunctional roles, GREM1 inhibits monocyte chemotaxis and infiltration by antagonizing macrophage MIF (migration inhibitory factor).^81^, ^82^, ^83^ Therefore, the absence of MCAo‐induced *Grem1* upregulation in YT‐iKO bECs may contribute to the increased monocyte infiltration observed post‐stroke.

### Stroke‐Associated bEC Signaling Cascades Regulated by YAP/TAZ—Nuclear and Cytoplasmic YAP/TAZ Activity Contribute to bEC Function After Stroke

By comparing bECs isolated from CTRL and YT‐iKO mice after MCAo, we found that YAP/TAZ control distinct stroke‐induced pathways and may function not only as regulators of TEAD‐activated gene transcription but also play an important additional cytoplasmic role.

We previously showed that *Bmp4* is upregulated in bECs 3 days after stroke and have reproduced this finding in our current study.^38^ Loss of YAP/TAZ results in failure of the typical MCAo response for *Bmp4* and its transcriptional activator Wnt family member 5B (*Wnt5b*). Both genes are regulated by LATS‐controlled YAP/TAZ activation and nuclear TEAD‐mediated transcription through the alternative Wnt‐YAP/TAZ signaling axis.^84^, ^85^

In addition, our findings uncovered a previously unrecognized regulatory role of YAP/TAZ in modulating cGAS‐STING–mediated *Cxcl10* expression in bECs following stroke. Consistent with previous data sets, we observed increased STING gene and protein levels in MCAo‐bECs and ischemic brain tissue, respectively, serving as indicators of cGAS‐STING pathway activation.^46^, ^67^, ^86^ Activated STING recruits and activates TBK1 and IKK, which subsequently activate IRF3 (interferon regulatory factor 3) and NF‐κB, thereby promoting the transcription of immunoregulatory genes such as *Cxcl10*.^87^ Recent studies have demonstrated that YAP/TAZ directly inhibit cytoplasmic TBK1 kinase activity and are essential for regulating cGAS‐STING signaling in stromal cells.^24^, ^88^ Based on these findings, we propose that YAP/TAZ function as suppressors of cGAS‐STING signaling in the context of stroke. Consequently, loss of YAP/TAZ in bECs relieves this suppression, resulting in increased *Cxcl10* expression. Supporting this hypothesis, we show in vitro that YAP/TAZ knockdown leads to upregulated *Cxcl10* expression.

Our study has some limitations. The extent to which increased EC‐derived CXCL10 or loss of *Wnt5b*, *Bmp4*, and *Grem1* expression in YT‐iKO animals contribute to neuroprotection deserves to be further explored by future studies investigating induced endothelial overexpression or knockout of these proteins in the 30‐minute MCAo model. Although we demonstrated suppressor activity of YAP/TAZ, the specific molecular mechanisms, subcellular localization, and interaction partners remain unclear and require further investigation.

### Conclusions

In summary, we show that YAP/TAZ contributes to bEC function post stroke, which affects long‐term stroke outcome. The subacute transcriptional responses of YAP/TAZ‐deficient bECs create the conditions for a neuroprotective brain environment. Importantly, we newly identified two regulatory pathways associated with YAP/TAZ signaling that affect bEC function and neuroprotective mechanisms after stroke. Our data may support cerebroprotective strategies to treat reperfusion injury or microcirculatory failure even after successful recanalization and provide new evidence for optimal or extended treatment windows after stroke.^89^, ^90^

## Sources of Funding

This work was supported by the Deutsche Forschungsgemeinschaft (Priority Program 2395/GE 2576/6‐1 to Karen Gertz), Germany’s Excellence Strategy (EXC‐2049‐390688087 to Matthias Endres), Clinical Research Group KFO 5023 BeCAUSE‐Y, project 2 EN343/16‐1 (to Matthias Endres), the Bundesministerium für Bildung und Forschung (ERA‐NET Neuron 01EW2304B to Karen Gertz; CSB to Matthias Endres, Karen Gertz, and Golo Kronenberg), the German Center for Neurodegenerative Diseases (DZNE to Matthias Endres), the German Center for Cardiovascular Research (DZHK to Holger Gerhardt, FKZ 81Z0100209 to Matthias Endres and Karen Gertz), the German Center for Mental Health (DZPG to Matthias Endres). Work in the M.P. laboratory was supported by the European Research Council (ERC) Consolidator grant (EMERGE‐773047), the Deutsche Forschungsgemeinschaft (DFG, Project‐ID 456687919—SFB 1531) and the Leducq Foundation.

## Disclosures

None.

## Supporting information

Tables S1 and S2
Figures S1–S6

Unedited Gels

# Supplementary material for: Loss of Endothelial YAP/TAZ Reduces the Size of Chronic Stroke Lesions and Alters the Endothelial Environment
**Source:** J Am Heart Assoc. 2025 Nov 26;15(6):e040079. doi: 10.1161/JAHA.124.040079
**Supplement:** Supplementary file 1 — Tables S1 and S2 Figures S1–S6

## **SUPPLEMENTAL MATERIAL**

**Table S1. List of primers**

| MOUSE         |                                   |                                 |
|---------------|-----------------------------------|---------------------------------|
| Gene          | for                               | rev                             |
| <i>Ankrd1</i> | CGA GAT ATG CTT GAA TCC ACA GC    | CTG TCC TTG GCA TTG AGA TCA G   |
| <i>Arg1</i>   | ATG TGC CCT CTG TCT TTT AGG G     | GGT CTC TCA CGT CAT ACT CTG T   |
| <i>Ccl2</i>   | GCT CAG CCA GAT GCA GTT AAC G     | GTC AGC ACA GAC CTC TCT CTT G   |
| <i>Ccn1</i>   | CCT TCT CCA CTT GAC CAG ACT G     | GTG TTT ACA GTT GGG CTG GAA GC  |
| <i>Ccn2</i>   | CCT CTT CTG CGA TTT CGG CTC C     | CTT CCA GTC GGT AGG CAG CTA G   |
| <i>Ccr2</i>   | GAG CCA TAC CTG TAA ATG CCA TG    | GCT CAC CAT CAT CGT AGT CAT AC  |
| <i>CD68</i>   | GCA GCA CAG TGG ACA TTC ATG       | GAG CAG CCT GTA GCC TTA GAG     |
| <i>Gfap</i>   | GAC AAC TTT GCA CAG GAC CTC G     | CCA CTC CTC TGT CTC TTG CAT G   |
| <i>Hey1</i>   | GAG AAG CAG GGA TCT GCT AAG C     | GCT CAG ATA ACG GGC AAC TTC G   |
| <i>Id1</i>    | GTC CTG CTC TAC GAC ATG AAC G     | GAC TTC AGA CTC CGA GTT CAG C   |
| <i>IL-1b</i>  | CAA CCA ACA AGT GAT ATT CTC CAT G | GAT CCA CAC TCT CCA GCT GCA     |
| <i>IL-6</i>   | GAG GAT ACC ACT CCC AAC AGA CC    | AAG TGC ATC ATC GTT GTT CAT ACA |
| <i>Mrc1</i>   | GTC AGA ACA GAC TGC GTG GA        | AGG GAT CGC CTG TTT TCC AG      |
| <i>Smad6</i>  | CAG CAC GCA GTG GAG CTG AAA C     | GAC AGA TCC AGT GGC TTG TAC TG  |
| <i>Taz</i>    | TGC TAC AGT GTC CCC ACA AC        | TGA CCG GAA TTT TCA CCT GT      |
| <i>Tgm1</i>   | GTG CCC AGA GGA CAT AGT GTA TG    | GAC CAT AGT TCC AGG TTC GTT CG  |
| <i>Tnfa</i>   | CCA CCA CGC TCT TCT GTC TA        | AGG GTC TGG GCC ATA GAA CT      |
| <i>Tpp2</i>   | CTT CTA TCC AAA GGC TCT CAA GG    | CTC TCC AGG TCT CAC CAT CAT G   |
| <i>Trem1</i>  | CTC CTG GTC TTG GAG TCA CTA TC    | CAT GTC ATA GCT CCT CCT CAG C   |
| <i>Trem2</i>  | CGT CAC CAT CAC TCT GAA GAA C     | GAT CTC CAG CAT CTT GGT CAT C   |
| <i>Yap</i>    | GTC CTC CTT TGA GAT CCC TGA       | TGT TGT TGT CTG ATC GTT GTG AT  |
| <i>Ym1</i>    | CTC TAC TCC TCA GAA CCG TCA G     | GCA GCC TTG GAA TGT CTT TCT CC  |

  

| HUMAN         |                               |                                |
|---------------|-------------------------------|--------------------------------|
| Gene          | for                           | rev                            |
| <i>CXCL10</i> | GCA TTC AAG GAG TAC CTC TCT C | GAT GGC CTT CGA TTC TGG ATT C  |
| <i>REEP5</i>  | GAA CTG CAT GAC TGA CCT TCT G | CAG CAA TGC TGA ACA CAC CAT AC |
| <i>TAZ</i>    | GCA GTA TCC CAG CCA AAT CTC G | CAG CGC ATT GGG CAT ACT CAT G  |
| <i>YAP</i>    | CAG CTC AGC ATC TTC GAC AGT C | CTG TGA CGT TCA TCT GGG ACA G  |

**Table S2. List of differentially expressed genes in brain endothelial cells across different contrasts**

Contrast: Sham\_YT-iKO\_vs\_Shram\_CTRL\_65

| PrimaryID           | log2FoldChange | padj     | symbol    |
|---------------------|----------------|----------|-----------|
| ENSMUSG00000026579  | -2.19          | 3.12E-25 | F5        |
| ENSMUSG00000032531  | -2.02          | 9.17E-16 | Amotl2    |
| ENSMUSG00000028475  | -1.65          | 1.52E-13 | Spaar     |
| ENSMUSG00000012017  | -1.80          | 2.80E-12 | Scarf2    |
| ENSMUSG00000022548  | -2.06          | 1.57E-11 | Apod      |
| ENSMUSG00000058966  | -1.96          | 3.39E-10 | Tlcd3b    |
| ENSMUSG00000027803  | -1.87          | 1.13E-09 | Wwtr1     |
| ENSMUSG00000084349  | 2.08           | 1.28E-08 | Rpl3-ps1  |
| ENSMUSG00000003617  | -1.84          | 6.43E-08 | Cp        |
| ENSMUSG00000021876  | -1.54          | 8.66E-08 | Rnase4    |
| ENSMUSG00000027524  | -1.45          | 1.99E-07 | Edn3      |
| ENSMUSG00000071001  | -1.87          | 1.22E-06 | Hrct1     |
| ENSMUSG00000021256  | -1.69          | 5.03E-06 | Vash1     |
| ENSMUSG00000035407  | -1.24          | 6.61E-06 | Kank4     |
| ENSMUSG00000031465  | -1.38          | 1.01E-05 | Angpt2    |
| ENSMUSG00000049001  | -1.44          | 1.07E-05 | Ndnf      |
| ENSMUSG00000020846  | -1.56          | 2.14E-05 | Rflnb     |
| ENSMUSG00000053110  | -1.18          | 2.14E-05 | Yap1      |
| ENSMUSG00000047344  | -1.39          | 2.21E-05 | Lanc13    |
| ENSMUSG00000027896  | -1.31          | 3.20E-05 | Slc16a4   |
| ENSMUSG00000021367  | -1.72          | 4.35E-05 | Edn1      |
| ENSMUSG00000032902  | -1.26          | 5.56E-05 | Slc16a1   |
| ENSMUSG00000028194  | -1.16          | 6.46E-05 | Ddah1     |
| ENSMUSG00000031170  | -1.60          | 9.27E-05 | Slc38a5   |
| ENSMUSG00000085071  | -1.39          | 9.88E-05 |           |
| ENSMUSG00000072115  | -1.56          | 1.54E-04 | Ang       |
| ENSMUSG00000042842  | -1.25          | 1.69E-04 | Serp1nb6b |
| ENSMUSG00000053411  | 1.09           | 4.03E-04 | Cbx7      |
| ENSMUSG00000072437  | -1.48          | 4.65E-04 | Nanos1    |
| ENSMUSG00000025479  | -1.63          | 5.63E-04 | Cyp2e1    |
| ENSMUSG00000002228  | 1.27           | 1.19E-03 | Ppm1j     |
| ENSMUSG00000038623  | -1.13          | 1.95E-03 | Tm6sf1    |
| ENSMUSG00000074766  | -1.30          | 2.14E-03 | lsm1      |
| ENSMUSG00000024883  | -1.21          | 2.20E-03 | Rin1      |
| ENSMUSG000000110647 | -1.34          | 4.68E-03 |           |
| ENSMUSG00000028476  | -0.90          | 6.77E-03 | Reck      |
| ENSMUSG00000090863  | -1.12          | 8.21E-03 |           |
| ENSMUSG00000029086  | -0.95          | 9.21E-03 | Prom1     |
| ENSMUSG00000047496  | -1.05          | 1.26E-02 | Rnf152    |
| ENSMUSG00000029765  | -0.93          | 1.26E-02 | Plxna4    |
| ENSMUSG00000073802  | -0.86          | 1.26E-02 | Cdkn2b    |
| ENSMUSG00000025780  | -0.85          | 1.47E-02 | Itih5     |
| ENSMUSG00000064080  | -0.72          | 1.71E-02 | Fbln2     |
| ENSMUSG000000111531 | -1.18          | 1.72E-02 | Gm32688   |
| ENSMUSG00000022178  | -1.16          | 3.08E-02 | Ajuba     |
| ENSMUSG00000036036  | -1.01          | 3.43E-02 | Zfp57     |
| ENSMUSG00000020151  | -0.93          | 4.31E-02 | Ptprr     |

|                     |       |          |          |
|---------------------|-------|----------|----------|
| ENSMUSG00000075010  | -0.87 | 4.55E-02 | AW112010 |
| ENSMUSG000000109243 | -1.12 | 4.62E-02 |          |
| ENSMUSG000000041845 | -1.14 | 5.47E-02 | Rhod     |
| ENSMUSG000000032359 | -0.81 | 5.63E-02 | Ctsh     |
| ENSMUSG000000030170 | -1.09 | 6.52E-02 | Wnt5b    |
| ENSMUSG000000041313 | -0.98 | 6.52E-02 | Slc7a1   |
| ENSMUSG000000030770 | -0.92 | 7.28E-02 | Parva    |
| ENSMUSG000000048965 | -0.90 | 7.28E-02 | Mrgpre   |
| ENSMUSG000000033060 | -0.85 | 7.28E-02 | Lmo7     |
| ENSMUSG000000023348 | -0.79 | 7.28E-02 | Trip6    |
| ENSMUSG000000045954 | -0.76 | 7.28E-02 | Cavin2   |
| ENSMUSG000000032125 | -0.85 | 7.59E-02 | Robo4    |
| ENSMUSG000000037852 | -1.15 | 7.66E-02 | Cpe      |
| ENSMUSG000000040562 | -0.97 | 7.70E-02 | Gstm2    |
| ENSMUSG000000041189 | -0.84 | 8.30E-02 | Chrnbl   |
| ENSMUSG000000025887 | -0.87 | 8.33E-02 | Casp12   |
| ENSMUSG000000023903 | -0.90 | 8.65E-02 | Mmp25    |
| ENSMUSG000000051669 | -0.82 | 9.64E-02 | AU021092 |

### Contrast: MCAo\_YT-iKO\_vs\_MCAo\_CTRL\_78

| PrimaryID           | log2FoldChange | padj     | symbol        |
|---------------------|----------------|----------|---------------|
| ENSMUSG000000058966 | -2.24          | 7.72E-14 | Tlcd3b        |
| ENSMUSG000000020846 | -1.98          | 3.79E-09 | Rflnb         |
| ENSMUSG000000032531 | -1.98          | 1.39E-14 | Amotl2        |
| ENSMUSG000000111531 | -1.92          | 1.04E-07 | Gm32688       |
| ENSMUSG000000027803 | -1.92          | 4.41E-10 | Wwtr1         |
| ENSMUSG000000022548 | -1.86          | 1.62E-09 | Apod          |
| ENSMUSG000000045573 | -1.84          | 4.10E-03 | Penk          |
| ENSMUSG000000053199 | -1.72          | 1.50E-10 | Arhgap20      |
| ENSMUSG000000032902 | -1.64          | 5.71E-09 | Slc16a1       |
| ENSMUSG000000028362 | -1.62          | 2.83E-03 | Tnfrsf8       |
| ENSMUSG000000074934 | -1.61          | 4.40E-02 | Grem1         |
| ENSMUSG000000012017 | -1.61          | 1.62E-09 | Scarf2        |
| ENSMUSG000000107479 | -1.60          | 4.10E-03 | 2610300M13Rik |
| ENSMUSG000000026579 | -1.55          | 1.14E-11 | F5            |
| ENSMUSG000000021835 | -1.49          | 2.69E-03 | Bmp4          |
| ENSMUSG000000028600 | -1.48          | 9.56E-03 | Podn          |
| ENSMUSG000000071001 | -1.48          | 6.19E-04 | Hrct1         |
| ENSMUSG000000072115 | -1.47          | 7.95E-04 | Ang           |
| ENSMUSG000000049001 | -1.41          | 2.39E-05 | Ndnf          |
| ENSMUSG000000027896 | -1.37          | 1.21E-05 | Slc16a4       |
| ENSMUSG000000021876 | -1.35          | 9.37E-06 | Rnase4        |
| ENSMUSG000000030170 | -1.34          | 1.70E-03 | Wnt5b         |
| ENSMUSG000000028475 | -1.31          | 4.70E-08 | Spaar         |
| ENSMUSG000000049241 | -1.30          | 8.44E-02 | Hcar1         |
| ENSMUSG000000042842 | -1.29          | 9.48E-05 | Serpina6b     |
| ENSMUSG000000021256 | -1.28          | 3.92E-03 | Vash1         |
| ENSMUSG000000039004 | -1.27          | 4.20E-03 | Bmp6          |
| ENSMUSG000000028194 | -1.25          | 1.21E-05 | Ddah1         |
| ENSMUSG000000027524 | -1.23          | 6.54E-05 | Edn3          |
| ENSMUSG000000003617 | -1.22          | 5.22E-03 | Cp            |
| ENSMUSG000000053110 | -1.21          | 1.26E-05 | Yap1          |

|                     |       |          |           |
|---------------------|-------|----------|-----------|
| ENSMUSG000000110647 | -1.20 | 3.39E-02 |           |
| ENSMUSG000000025479 | -1.20 | 9.33E-02 | Cyp2e1    |
| ENSMUSG000000031170 | -1.19 | 2.86E-02 | Slc38a5   |
| ENSMUSG000000045930 | -1.17 | 1.64E-02 | Clec14a   |
| ENSMUSG000000028480 | -1.16 | 4.71E-02 | Glpr2     |
| ENSMUSG000000024883 | -1.16 | 5.26E-03 | Rin1      |
| ENSMUSG000000073418 | -1.15 | 2.71E-03 | C4b       |
| ENSMUSG000000041313 | -1.13 | 9.10E-03 | Slc7a1    |
| ENSMUSG000000028633 | -1.12 | 4.57E-02 | Ctps      |
| ENSMUSG000000021367 | -1.11 | 9.51E-02 | Edn1      |
| ENSMUSG000000035407 | -1.11 | 2.15E-04 | Kank4     |
| ENSMUSG000000020151 | -1.10 | 4.10E-03 | Ptpr      |
| ENSMUSG000000073802 | -1.08 | 2.44E-04 | Cdkn2b    |
| ENSMUSG000000020660 | -1.08 | 9.56E-03 | Pomc      |
| ENSMUSG000000090863 | -1.06 | 2.19E-02 |           |
| ENSMUSG000000021892 | -1.05 | 2.37E-02 | Sh3bp5    |
| ENSMUSG000000022797 | -1.05 | 4.57E-02 | Tfrc      |
| ENSMUSG000000038623 | -1.01 | 1.59E-02 | Tm6sf1    |
| ENSMUSG000000032359 | -1.00 | 2.71E-03 | Ctsh      |
| ENSMUSG000000001493 | -0.99 | 4.57E-02 | Meox1     |
| ENSMUSG000000085071 | -0.99 | 5.53E-02 |           |
| ENSMUSG000000047344 | -0.96 | 4.71E-02 | Lancl3    |
| ENSMUSG000000041189 | -0.94 | 2.37E-02 | Chrn1     |
| ENSMUSG000000047496 | -0.93 | 6.33E-02 | Rnf152    |
| ENSMUSG000000050315 | -0.92 | 3.56E-02 | Synpo2    |
| ENSMUSG000000036611 | -0.91 | 1.33E-02 | Eepd1     |
| ENSMUSG000000030770 | -0.91 | 8.16E-02 | Parva     |
| ENSMUSG000000033350 | -0.89 | 8.75E-02 | Chst2     |
| ENSMUSG000000027792 | -0.88 | 4.95E-02 | Bche      |
| ENSMUSG000000031209 | -0.86 | 9.60E-02 | Heph      |
| ENSMUSG000000024727 | -0.85 | 5.05E-02 | Trpm6     |
| ENSMUSG000000020154 | -0.85 | 2.37E-02 | Ptprb     |
| ENSMUSG000000025887 | -0.85 | 9.88E-02 | Casp12    |
| ENSMUSG000000023348 | -0.79 | 6.92E-02 | Trip6     |
| ENSMUSG000000025780 | -0.77 | 5.12E-02 | Itih5     |
| ENSMUSG000000063796 | -0.77 | 8.40E-02 | Slc22a8   |
| ENSMUSG000000023175 | -0.76 | 1.59E-02 | Bsg       |
| ENSMUSG000000064080 | -0.75 | 9.56E-03 | Fbln2     |
| ENSMUSG000000029673 | -0.66 | 8.75E-02 | Auts2     |
| ENSMUSG000000026344 | 0.80  | 5.34E-02 | Lypd1     |
| ENSMUSG000000045777 | 0.99  | 9.60E-02 | Ifitm10   |
| ENSMUSG000000053411 | 1.09  | 5.86E-04 | Cbx7      |
| ENSMUSG000000052769 | 1.09  | 8.02E-02 |           |
| ENSMUSG000000015568 | 1.64  | 1.33E-02 | Lpl       |
| ENSMUSG000000034855 | 1.65  | 2.33E-02 | Cxcl10    |
| ENSMUSG000000084349 | 1.83  | 7.16E-07 | Rpl3-ps1  |
| ENSMUSG000000021091 | 2.73  | 8.75E-02 | Serpina3n |

### Contrast: CTRL\_MCAo\_vs\_CTRL\_Sham\_203

| PrimaryID            | log2FoldChange | padj     | symbol |
|----------------------|----------------|----------|--------|
| ENSMUSG000000044265  | -1.94          | 6.03E-03 | Olfm5  |
| ENSMUSG0000000105909 | -1.74          | 7.09E-04 |        |

|                    |      |          |           |
|--------------------|------|----------|-----------|
| ENSMUSG00000021190 | 1.90 | 3.04E-04 | Lgmn      |
| ENSMUSG00000022346 | 1.91 | 4.36E-03 | Myc       |
| ENSMUSG00000005672 | 1.92 | 2.51E-03 | Kit       |
| ENSMUSG00000040035 | 1.92 | 3.33E-05 | Disp2     |
| ENSMUSG00000020407 | 1.94 | 1.20E-04 | Upp1      |
| ENSMUSG00000027004 | 1.95 | 9.78E-03 | Frzb      |
| ENSMUSG00000091971 | 1.97 | 6.06E-02 | Hspa1a    |
| ENSMUSG00000001930 | 1.99 | 3.98E-07 | Vwf       |
| ENSMUSG00000027412 | 1.99 | 1.53E-04 | Lpin3     |
| ENSMUSG00000022548 | 2.04 | 1.84E-11 | Apod      |
| ENSMUSG00000074934 | 2.05 | 8.65E-04 | Grem1     |
| ENSMUSG00000028600 | 2.06 | 7.19E-06 | Podn      |
| ENSMUSG00000017493 | 2.06 | 6.60E-02 | Igfbp4    |
| ENSMUSG00000015745 | 2.09 | 5.02E-05 | Plekho1   |
| ENSMUSG00000023367 | 2.11 | 3.97E-06 | Tmem176a  |
| ENSMUSG00000028965 | 2.13 | 3.41E-03 | Tnfrsf9   |
| ENSMUSG00000092557 | 2.16 | 7.23E-02 |           |
| ENSMUSG00000005338 | 2.16 | 1.22E-09 | Cadm3     |
| ENSMUSG00000022500 | 2.18 | 3.52E-07 | Litaf     |
| ENSMUSG00000019929 | 2.18 | 4.36E-03 | Dcn       |
| ENSMUSG00000001131 | 2.19 | 3.00E-02 | Timp1     |
| ENSMUSG00000024349 | 2.37 | 1.24E-09 | Sting1    |
| ENSMUSG00000027221 | 2.41 | 4.94E-07 | Chst1     |
| ENSMUSG00000053113 | 2.42 | 5.55E-08 | Socs3     |
| ENSMUSG00000021922 | 2.43 | 2.92E-02 | Itih4     |
| ENSMUSG00000020681 | 2.59 | 7.19E-08 | Ace       |
| ENSMUSG00000021091 | 2.61 | 8.77E-02 | Serpina3n |
| ENSMUSG00000055044 | 2.71 | 1.64E-06 | Pdlim1    |
| ENSMUSG00000026582 | 2.76 | 2.78E-08 | Sele      |
| ENSMUSG00000062480 | 2.76 | 1.33E-04 | Acat3     |
| ENSMUSG00000043079 | 2.83 | 2.46E-11 | Synpo     |
| ENSMUSG00000025491 | 3.09 | 8.51E-11 | Ifitm1    |
| ENSMUSG00000006403 | 3.09 | 5.65E-05 | Adams4    |
| ENSMUSG00000028362 | 3.17 | 4.54E-13 | Tnfsf8    |
| ENSMUSG00000051439 | 3.50 | 1.98E-10 | Cd14      |
| ENSMUSG00000050370 | 3.66 | 1.91E-06 | Ch25h     |
| ENSMUSG00000037872 | 3.79 | 1.52E-07 | Ackr1     |
| ENSMUSG00000039529 | 3.83 | 5.10E-23 | Atp8b1    |
| ENSMUSG00000064057 | 3.95 | 8.99E-25 | Scgb3a1   |
| ENSMUSG00000026580 | 4.07 | 1.30E-06 | Selp      |
| ENSMUSG00000037411 | 4.23 | 7.51E-09 | Serpine1  |
| ENSMUSG00000037095 | 4.59 | 1.98E-10 | Lrg1      |

**Contrast: YT-iKO\_MCAo\_vs\_YT-iKO\_Sham\_239**

| PrimaryID           | log2FoldChange | padj     | symbol  |
|---------------------|----------------|----------|---------|
| ENSMUSG000000037362 | -1.96          | 4.90E-05 | Ccn3    |
| ENSMUSG00000054488  | -1.77          | 7.85E-08 | Gm9946  |
| ENSMUSG00000044265  | -1.64          | 6.00E-02 | Olfm5   |
| ENSMUSG00000064833  | -1.55          | 1.59E-02 | Gm25926 |
| ENSMUSG000000086103 | -1.50          | 3.47E-03 | Gm11832 |
| ENSMUSG00000030889  | -1.47          | 6.32E-06 | Vwa3a   |
| ENSMUSG000000031790 | -1.44          | 4.75E-05 | Mmp15   |

|                    |      |          |           |
|--------------------|------|----------|-----------|
| ENSMUSG00000029163 | 2.56 | 1.82E-03 | Emilin1   |
| ENSMUSG00000017493 | 2.59 | 3.35E-03 | Igfbp4    |
| ENSMUSG00000021922 | 2.71 | 6.16E-03 | Itih4     |
| ENSMUSG00000043079 | 2.72 | 1.58E-10 | Synpo     |
| ENSMUSG00000026822 | 2.77 | 6.30E-08 | Lcn2      |
| ENSMUSG00000029304 | 2.94 | 1.68E-02 | Spp1      |
| ENSMUSG00000006403 | 2.97 | 9.70E-05 | Adamts4   |
| ENSMUSG00000026582 | 3.07 | 4.55E-11 | Sele      |
| ENSMUSG00000064057 | 3.16 | 1.90E-15 | Scgb3a1   |
| ENSMUSG00000020681 | 3.16 | 4.66E-12 | Ace       |
| ENSMUSG00000051439 | 3.22 | 6.27E-09 | Cd14      |
| ENSMUSG00000024903 | 3.28 | 1.83E-03 | Lao1      |
| ENSMUSG00000039529 | 3.39 | 7.54E-18 | Atp8b1    |
| ENSMUSG00000026580 | 3.67 | 2.42E-05 | Selp      |
| ENSMUSG00000053113 | 3.72 | 1.79E-19 | Socs3     |
| ENSMUSG00000037872 | 3.77 | 1.49E-07 | Ackr1     |
| ENSMUSG00000050370 | 3.97 | 1.15E-07 | Ch25h     |
| ENSMUSG00000037411 | 4.30 | 2.12E-09 | Serpine1  |
| ENSMUSG00000021091 | 4.38 | 1.03E-05 | Serpina3n |
| ENSMUSG00000037095 | 4.86 | 7.28E-12 | Lrg1      |

Figure S1. Characterization of tamoxifen treated CTRL and YT-iKO mice 3 days after sham surgery.

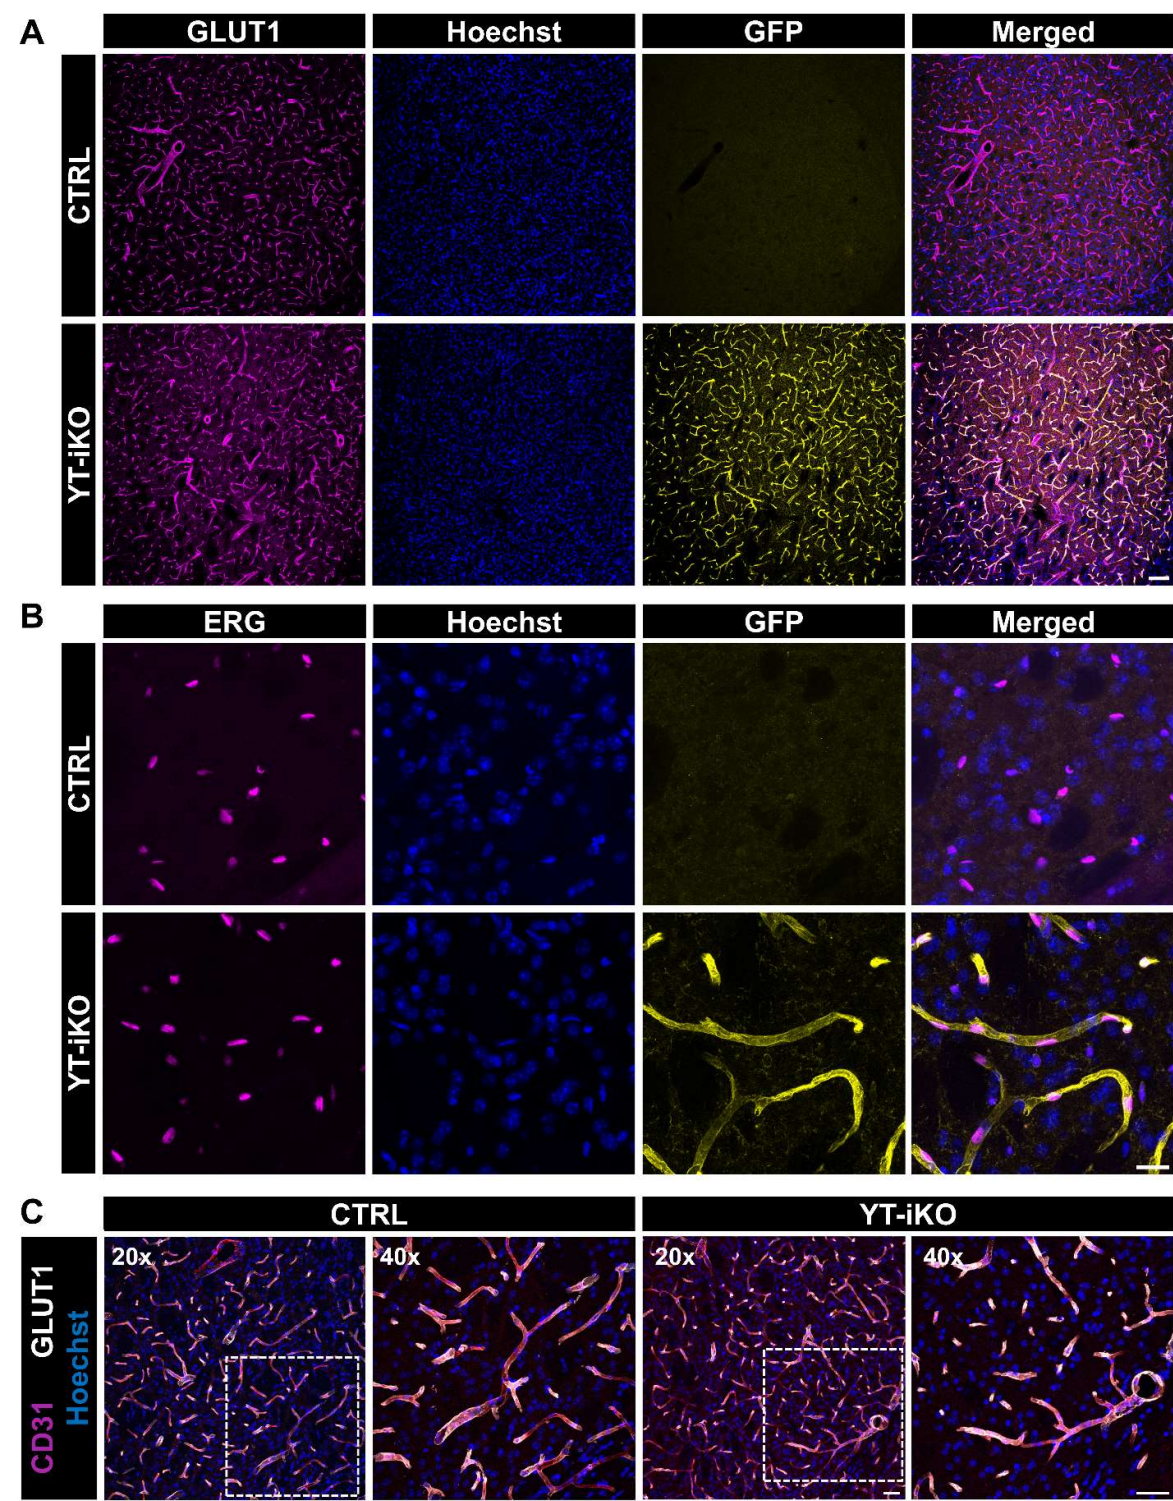

**(A), (B)** Endothelial cell specificity of transgene expression. **(A)** Distinct vascular eGFP reporter signal in the brain of adult YT-iKO (*Pdgfb-iCreER-eGFP<sup>TG/+</sup>Yap<sup>fl/fl</sup>Taz<sup>fl/fl</sup>*), but not CTRL (*Pdgfb-iCreER-eGFP<sup>+/+</sup>Yap<sup>fl/fl</sup>Taz<sup>fl/fl</sup>*) mice. The eGFP signal (yellow) co-localizes with the endothelial cell marker GLUT1 (magenta). No eGFP expression was observed outside the vasculature. Scale bar: 100  $\mu$ m. **(B)** EGFP signal (yellow) co-localizes with the endothelial cell marker ERG (magenta). Scale bar: 20  $\mu$ m. **(C)** CD31<sup>+</sup> (magenta) and GLUT1<sup>+</sup> (grays) vascular structures in the YT-iKO brain show no obvious vascular malformation in comparison to the CTRL brain. Scale bar: 40  $\mu$ m. Representative images acquired by confocal microscopy **(A-C)** were taken from the lateral striatum as z-stacks and visualized as maximum intensity projections. Hoechst (blue) as nuclear counterstain.

**Figure S2. Characterization of tamoxifen-treated CTRL and YT-iKO mice 3 days after MCAo.**

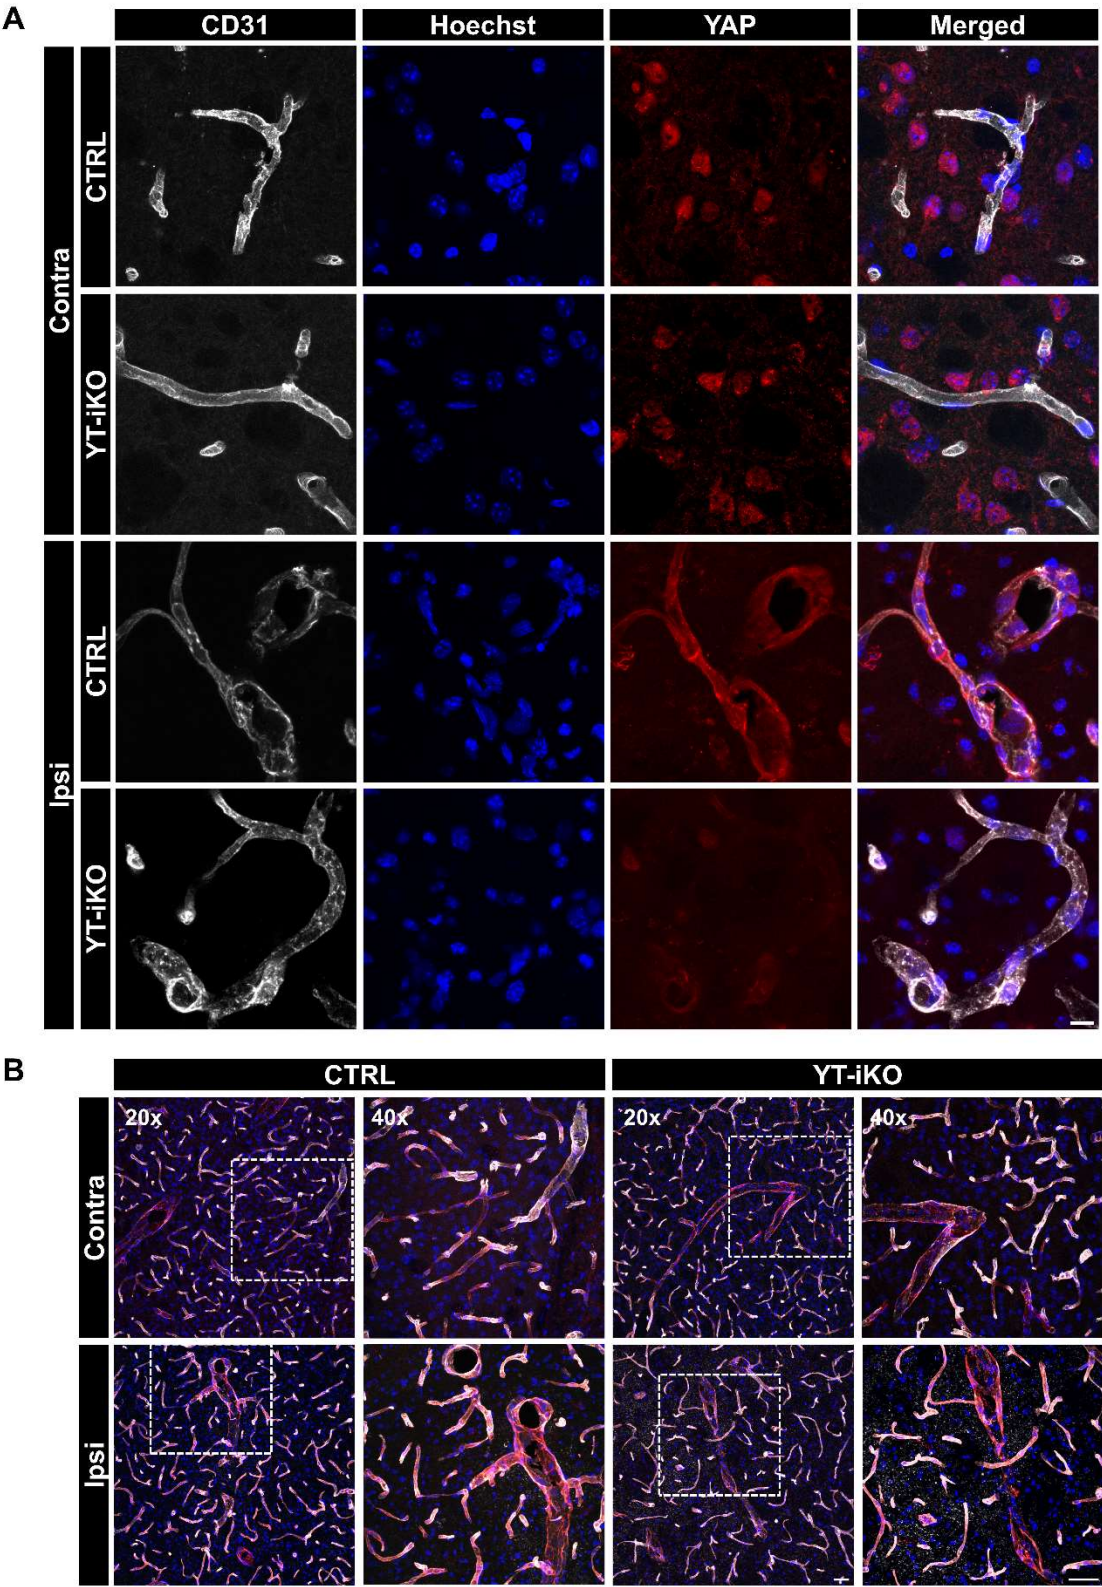

**(A)** Downregulation of YAP expression (red) in CD31<sup>+</sup> vessels (grays) in the ipsilateral striatum of a YT-iKO mouse. Please note that YAP expression is upregulated in the vasculature 3 days after MCAo, whereas no YAP<sup>+</sup> vessels were detected in the contralateral striatum. Scale bar: 10  $\mu$ m. **(B)** CD31<sup>+</sup> (magenta) and GLUT1<sup>+</sup> (grays) vascular structures in the YT-iKO brain show no obvious vascular abnormalities in comparison to the CTRL brain. Scale bar: 40 $\mu$ m. Representative images acquired by confocal microscopy **(A, B)** were taken from the lateral striatum as z-stacks and visualized as maximum intensity projections. Hoechst (blue) as nuclear counterstain. Contra: contralateral striatum, Ipsi: ipsilateral striatum. GLUT1, facilitated glucose transporter member 1; CD31, platelet endothelial cell adhesion molecule.

**Figure S3. Immunohistochemistry of tamoxifen-treated CTRL and YT-iKO mice 28 days after MCAo.**

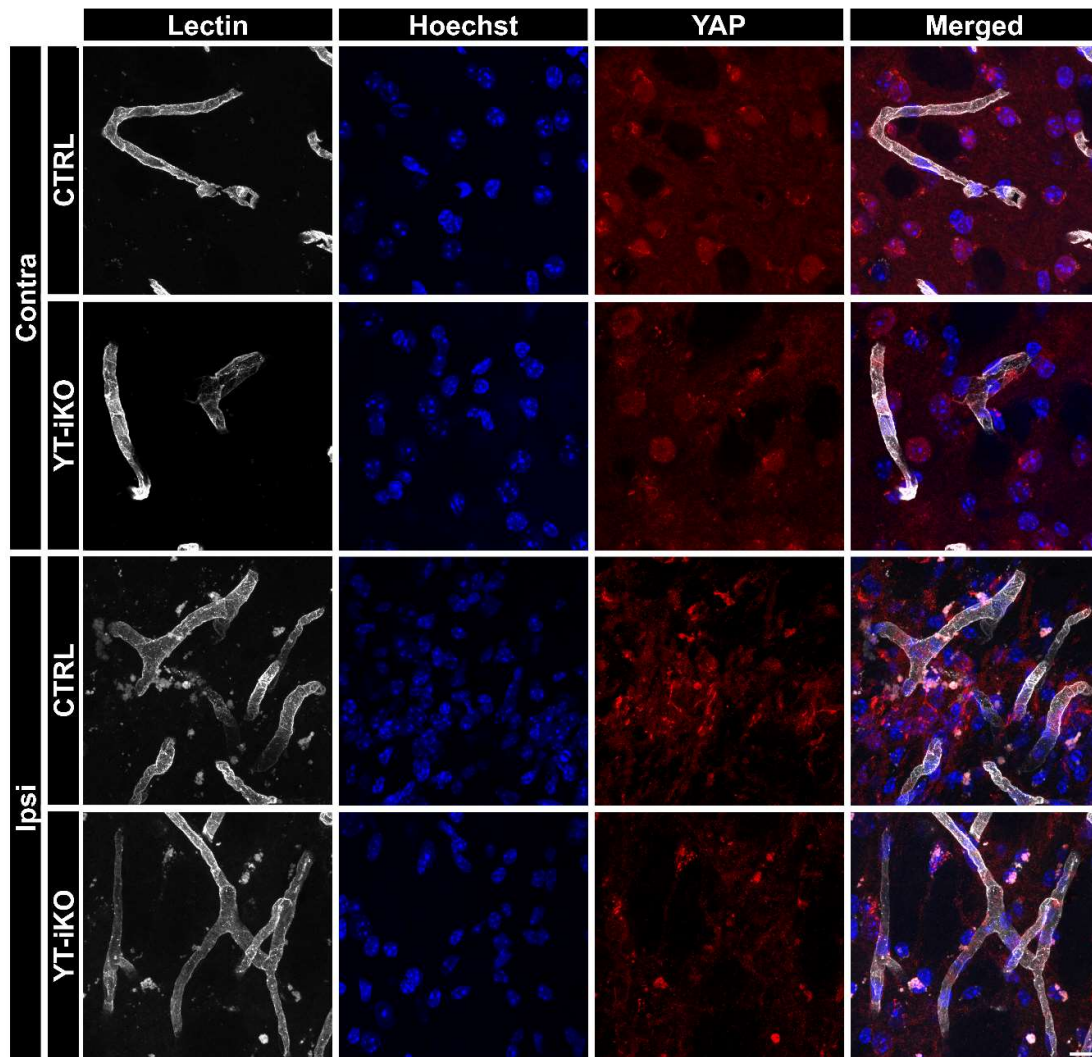

Lectin-perfused vasculature (grays) in the lateral striatum of CTRL and YT-iKO mice. In the ipsilateral striatum, YAP (red) is no longer expressed at detectable levels in the vasculature of CTRL mice (cf. upregulated *Yap* expression at acute to subacute stroke time points in Figure 1 and increased YAP immunostaining in the vasculature in Figure S2). Representative images acquired by confocal microscopy were taken from the lateral striatum as z-stacks and visualized as maximum intensity projections. Hoechst (blue) as nuclear counterstain. Contra: contralateral striatum, Ipsi: ipsilateral striatum. Scale bar: 10  $\mu$ m.

**Figure S4. RNA analysis of CD31<sup>+</sup> brain endothelial cells (bECs) and CD31<sup>-</sup> brain cells (bCs) 3 days after MCAo.**

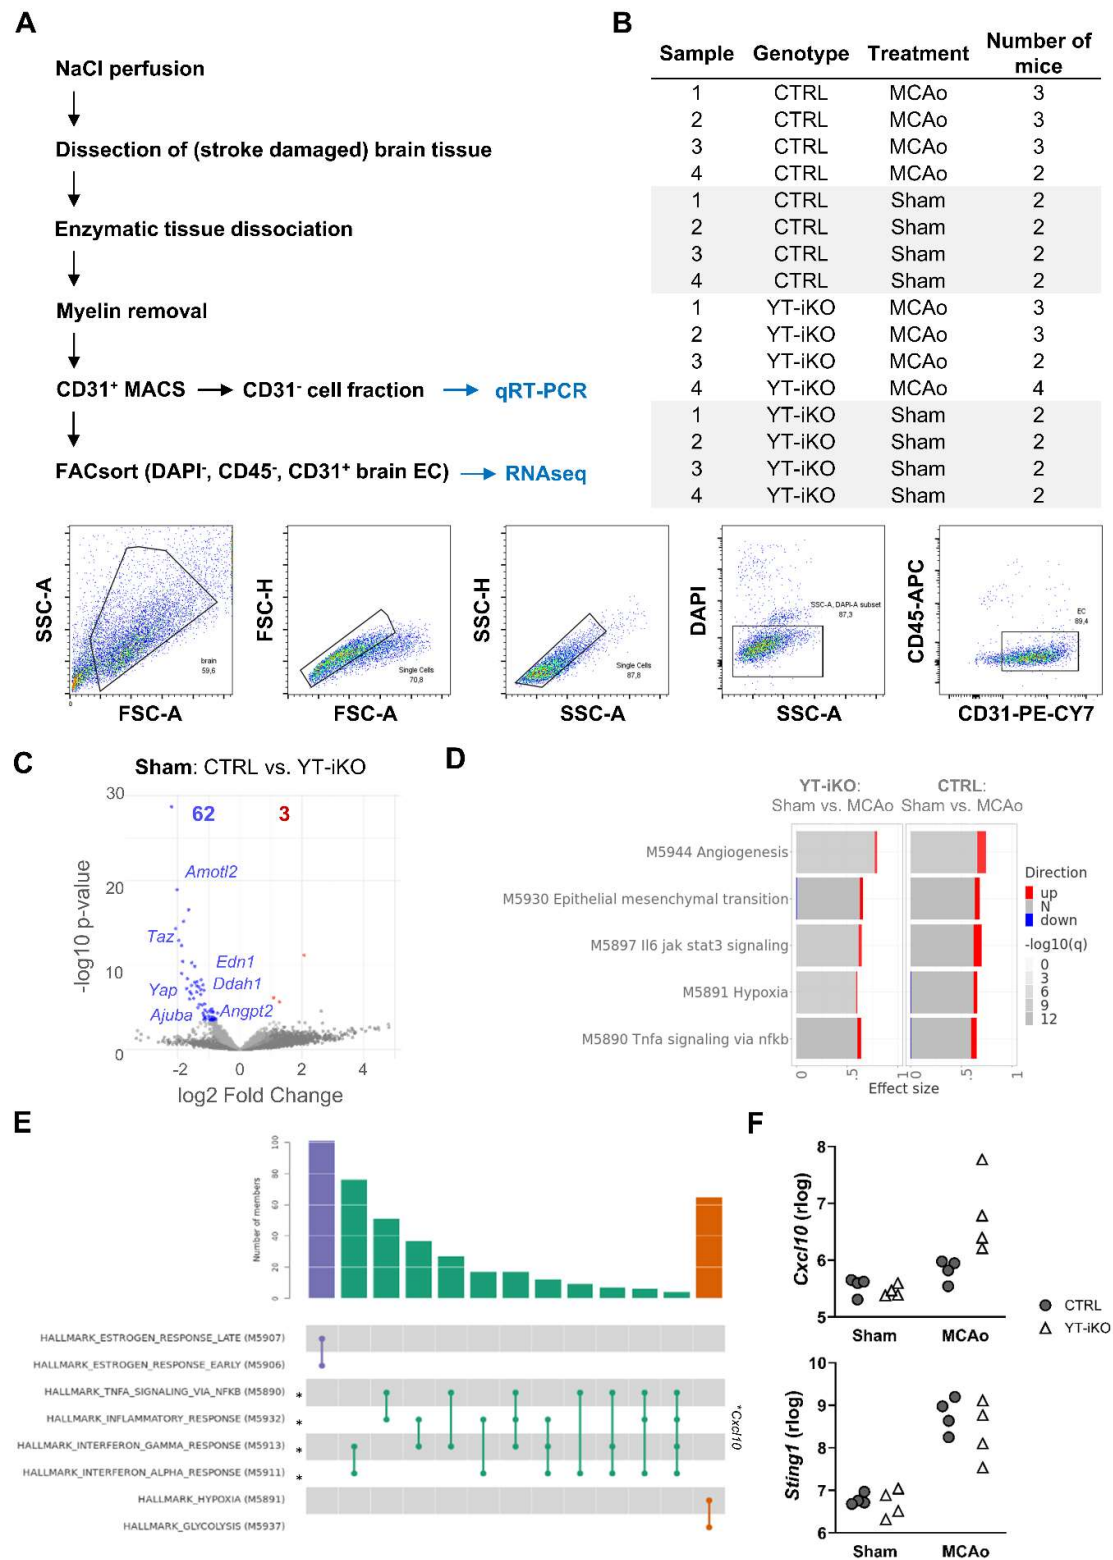

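Lists of marker genes were summed per library to show which cells the RNA of the sorted fraction came from. The 15 endothelial genes summed to 23150 CPM (median of 16 libraries; 12700 to 29130), 10 pericyte genes to 887.4 CPM and 11 astrocyte genes to 429.5 CPM. The medians were 133.5 CPM for 8 smooth muscle genes, 121.2 CPM for 10 fibroblast genes, 70.8 CPM for 12 neuronal genes and 31.2 CPM for 10 oligodendrocyte genes. Immune genes had medians of 34.5 CPM for 15 microglia and macrophage genes, 12.4 CPM for 12 monocyte and neutrophil genes and 12.5 CPM for 10 lymphocyte genes. For 4 red cell genes it was 14.2 CPM. With the even background taken off and TMM factors from the genes with a mean of at least 10 CPM, a scale chosen after the data were seen, monocyte and neutrophil genes had a median of 6.44 CPM and lymphocyte genes of 6.63 CPM. The endothelial sum differed between YT-iKO and CTRL by −0.38 on the log2 scale after sham (exact permutation test, p = 0.0571) and by −0.22 after MCAo (p = 0.457), with overlap between the libraries. With the even background taken off and those factors, it was lower in YT-iKO by 0.23 after sham and 0.21 after MCAo, without overlap (exact permutation test, p = 0.0286 each). Xist, which female cells express, was under 50 CPM in 9 libraries and over 500 CPM in 7.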

**(A)** Overview and sorting strategy (including FACS gating) for the isolation of brain endothelial cells (bECs) and non-endothelial brain cells (bCs). **(B)** Information on the number of mice used in the RNA analysis experiment. Brain tissue of 2-4 mice was pooled for each replicate. **(C)** Volcano plot depicting differentially expressed genes (DEG) between CTRL bECs and YT-iKO bECs from sham-operated mice. 

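Ajuba, Amotl2, Angpt2, Ddah1 and Edn1 were each lower in sham-operated YT-iKO bECs, and as a list their median log2 fold change was −1.38 after sham (adjusted p = 2.07e-42 by camera, 0.00157 by fry). After MCAo it was −1.09 (2.05e-33 and 0.00670). After sham, Amotl2 had 237.9 ± 18.3 CPM (SD, n = 4) in CTRL and 58.6 ± 8.04 in YT-iKO bECs, a log2 fold change of −2.02 (standard error 0.24, adjusted p = 2.73e-04 by edgeR). Angpt2 had 35.9 ± 6.54 and 13.8 ± 1.78 CPM (adjusted p = 0.0151, and 0.161 without YT-iKO sham replicate 4). Ddah1 had 62.0 ± 4.38 and 27.7 ± 4.53 CPM (adjusted p = 0.0391, 0.13 without CTRL sham replicate 2 and 0.118 without YT-iKO sham replicate 4). Edn1 had 104 ± 7.17 CPM in CTRL and 31.6 ± 6.85 in YT-iKO. Ajuba, the least abundant at 7.21 ± 0.833 CPM in CTRL and 3.23 ± 0.886 in YT-iKO, was not called by edgeR (log2 fold change −1.15, standard error 0.29, adjusted p = 0.440) and was called by DESeq2 (0.0308). The 6 genes Ankrd1, Ccn1, Ccn2, Id1, Smad6 and Hey1 had a median of 0.02 and a mean of −0.36 after sham (camera downward, adjusted p = 0.0908). Adjusted over the list alone, Yap1, Wwtr1 and the 5 targets all passed in both comparisons; for the 5 targets this is not independent evidence, since the study shows them on these libraries.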

Downregulated expression of *Yap*, *Taz* and YAP/TAZ targets (*Ajuba*, *Amotl2*, *Angpt2*, *Ddah1*, *Edn1*) indicates successful Cre-loxP recombination after tamoxifen injections. **(D)** Panel plot depicts the result of the GSA for CTRL and YT-iKO bECs after MCAo. Row corresponds to the significantly enriched molecular signature database term (hallmark), column corresponds to contrast, bar length indicates effect size (AUC, area under curve), intensity of the color corresponds to the FDR, red and blue fragments indicate fraction of differentially expressed genes within the contrast ( $p_{adj} < 0.1$ ). **(E)** Upset plot depicts the gene overlap between significantly enriched terms derived from the GSA for the contrast MCAo: YT-iKO versus CTRL. **(F)** Regularized log transformed expression (rlog) of *Cxcl10* and its upstream activator *Sting1* (stimulator of interferon response cGAMP interactor 1) in bECs. DEG analyses (DESeq2) revealed *Cxcl10* upregulation only in YT-iKO bECs after MCAo ( $p_{adj} = 1.1e-5$ ), while *Sting1* is upregulated after MCAO in both CTRL and YT-iKO bECs (CTRL:  $p_{adj} = 1.2e-9$ ; YT-iKO:  $p_{adj} = 1.1e-7$ ).

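With DESeq2 1.42.0 on all 16 libraries, Cxcl10 had an adjusted p of 1.13e-05 in YT-iKO with MCAo (log2 fold change 2.38) and of 0.994 in CTRL (0.54, standard error 0.44), and of 0.0233 between genotypes after MCAo (1.65). The same model gave Sting1 an adjusted p of 1.24e-09 in CTRL (2.37) and of 1.15e-07 in YT-iKO (2.13). By DESeq2, too, the difference in response between genotypes passed the threshold for neither gene.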

**Figure S5. FACS gating strategies for blood and brain cells 3 days after MCAo.**

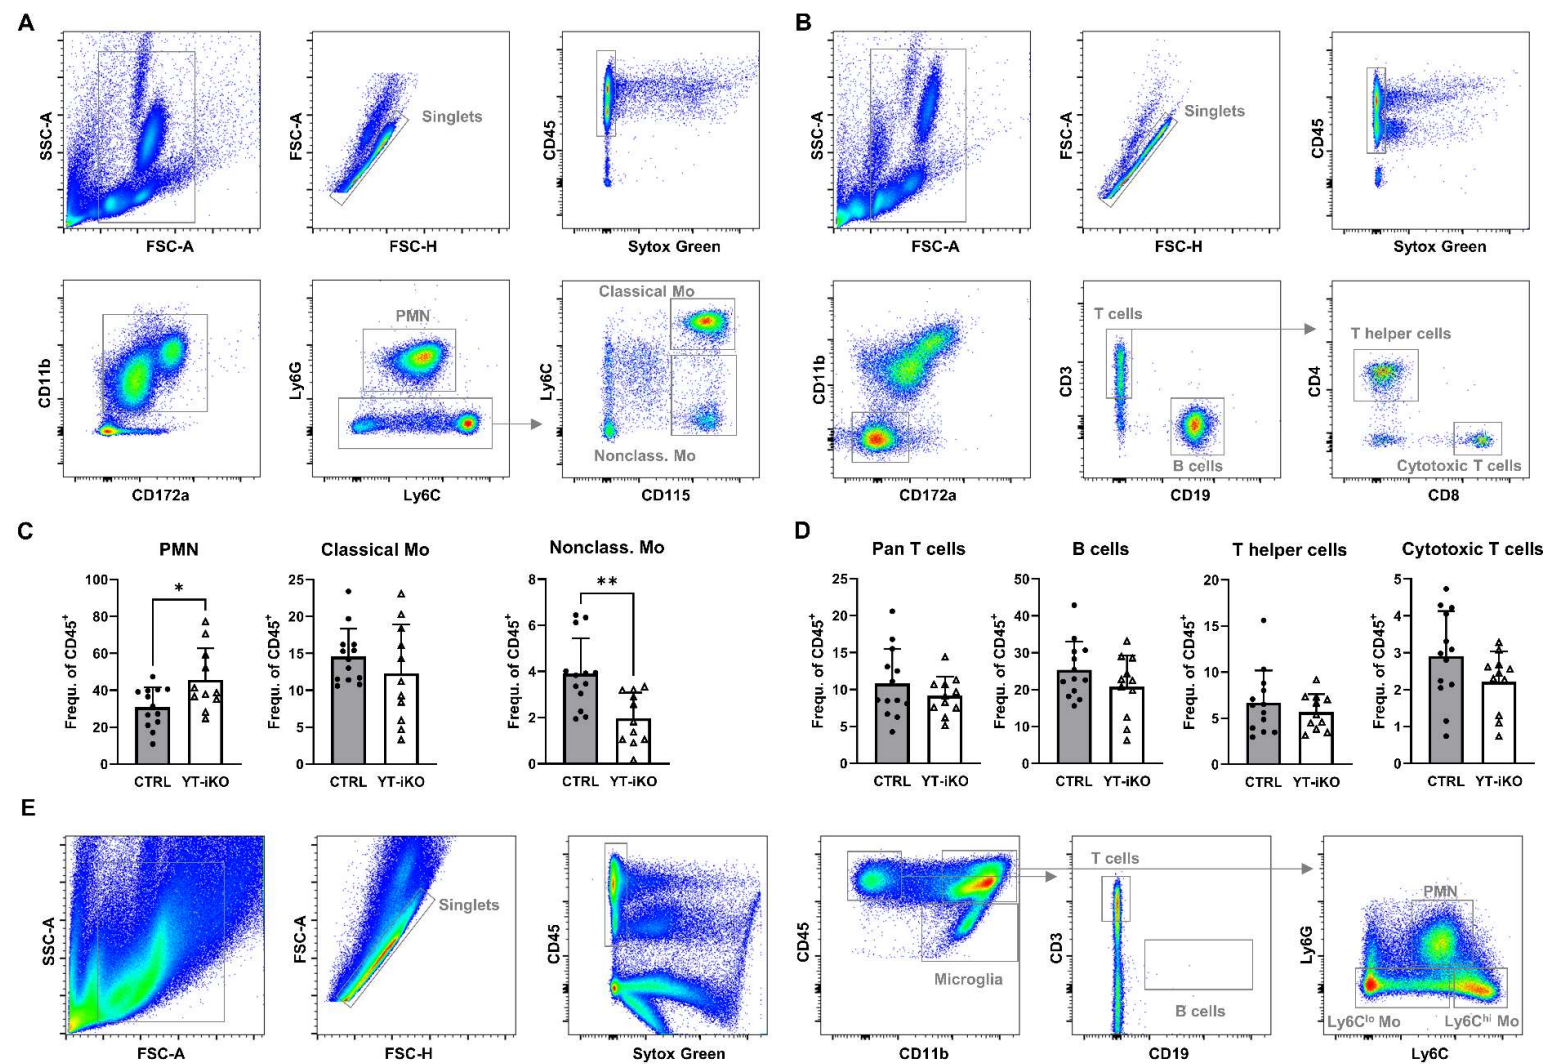

**(A)** Gating strategy of blood myeloid cells. Neutrophils (PMN) were defined as Sytox green<sup>-</sup>, CD45<sup>+</sup>, CD11b<sup>+</sup>, CD172<sup>+</sup>, Ly6G<sup>+</sup>. Ly6C<sup>hi</sup> classical and Ly6C<sup>lo</sup> nonclassical monocytes (Mo) were defined as Sytox green<sup>-</sup>, CD45<sup>+</sup>, CD11b<sup>+</sup>, CD172<sup>+</sup>, Ly6G<sup>-</sup>, CD115<sup>+</sup>. **(B)** Gating strategy of blood lymphocytes (Sytox green<sup>-</sup>, CD45<sup>+</sup>, CD11b<sup>-</sup>, CD172<sup>-</sup>). B-cells were identified by CD19 (CD19<sup>+</sup>, CD3<sup>-</sup>). T cells (CD3<sup>+</sup>, CD19<sup>-</sup>) were further separated into CD4<sup>+</sup> T helper cells and CD8<sup>+</sup> cytotoxic T cells. **(C)** Frequency of blood myeloid cell populations (neutrophils, classical and nonclassical monocytes) in CTRL and YT-iKO mice. Mean  $\pm$  SD, CTRL n = 13, YT-iKO n = 11, unpaired t test, \* $p < .05$ , \*\* $p < .01$ . **(D)** Frequency of blood lymphocyte populations (T cells, B cells, T helper cells, cytotoxic T cells) in CTRL and YT-iKO mice. Mean  $\pm$  SD, CTRL n = 13, YT-iKO n = 11, unpaired t test. **(E)** Gating strategy for brain immune cell populations. Microglia were defined as Sytox green<sup>-</sup>, CD45<sup>lo</sup>, CD11b<sup>+</sup>. T cells were defined as Sytox green<sup>-</sup>, CD45<sup>hi</sup>, CD11b<sup>-</sup>, CD3<sup>+</sup>, CD19<sup>-</sup> and B cells as Sytox green<sup>-</sup>, CD45<sup>hi</sup>, CD11b<sup>-</sup>, CD3<sup>-</sup>, CD19<sup>+</sup>. Invading myeloid cells (Sytox green<sup>-</sup>, CD45<sup>hi</sup>, CD11b<sup>+</sup>) were further gated based on Ly6G<sup>+</sup> (PMN), Ly6C<sup>hi</sup> (classical monocytes) and Ly6C<sup>lo</sup> (nonclassical monocytes) marker expression.

**Figure S6. Immunostaining for neutrophils and T cells in the brain of CTRL and YT-iKO mice 3 days after MCAo.**

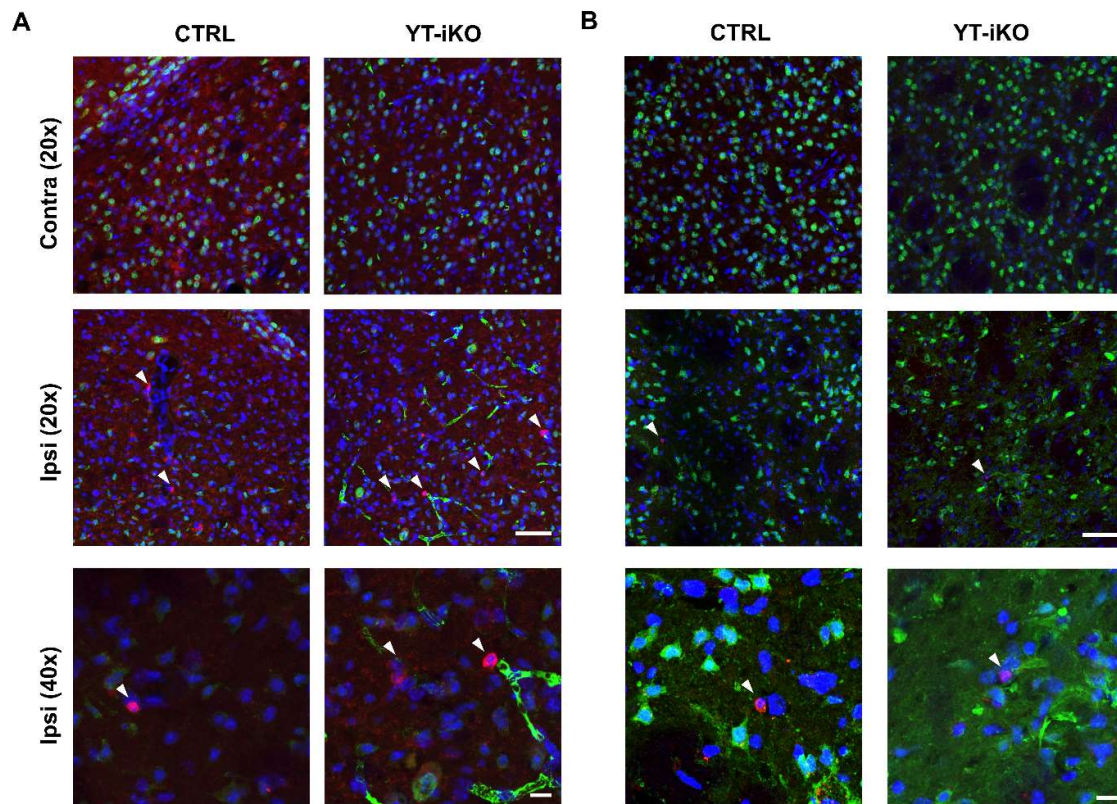

Ly6G<sup>+</sup> cells (neutrophils, shown in red) were only detected in the ipsilateral hemisphere. **(B)** CD3<sup>+</sup> cells (T cells, red) were rarely found in the ischemic hemisphere. **(A, B)** Representative images acquired by confocal microscopy were taken from the lateral striatum as z-stacks and visualized as maximum intensity projections. Hoechst (blue) as nuclear counterstain. NeuN (green) as a marker for neuronal loss in the ipsilateral striatum. Additionally, YT-iKO mice show endogenous GFP expression in the vasculature. Contra: contralateral striatum, Ipsi: ipsilateral striatum. Scale bars: 50 μm for images taken with 20x objective, 10 μm for images taken with 40x objective.

How the deposited data were processed for this re-analysis (not part of the article)

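RNA of sorted brain endothelial cells was sequenced in 16 libraries, 4 each of CTRL sham, CTRL MCAo, YT-iKO sham and YT-iKO MCAo, taken 3 days after surgery. Each library is a pool of 2 to 4 mice, 39 in all by Figure S4B, which is what remains of the mice listed in the methods after those excluded. The pool is the unit of replication. Mice of both sexes were used, and the sexes in each pool are not given.

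The authors mapped paired-end reads with STAR to GRCm38 and GENCODE M12 and deposited raw counts per gene. The table holds whole numbers, 1 column per library, without normalization. The program that counted the reads, the treatment of strand and of reads with several matches, and the filter that left 37003 genes are not named in the paper's text. Every gene in the table has at least 5 counts in at least 3 libraries. The median sum of counts per library was 16441012. Gene identifiers were matched to GENCODE M21 on GRCm38, in which 36861 were found, for positions and for the symbols missing from the table. Symbols were available from neither source for 142 genes. The reads themselves were not at hand, so mapping and counting were taken as deposited.

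R 4.3.3 was used with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1; the paper names DESeq2 and no design formula or filter on low counts. The main comparison was edgeR's quasi-likelihood test with TMM normalization and all 4 groups in 1 model, at a common dispersion of 0.16. filterByExpr, with a minimum count of 10 and a minimum total count of 15, left 31085 genes. P values were adjusted by Benjamini and Hochberg's method over the genes tested, and an adjusted p under 0.1 was the threshold. The 5 comparisons were YT-iKO against CTRL after sham, YT-iKO against CTRL after MCAo, MCAo against sham in CTRL, MCAo against sham in YT-iKO, and the difference between the last 2. Values of single genes were tested on log2(CPM + 1) by an exact two-sided permutation test over all 70 assignments of 4 and 4 libraries, whose smallest p is 0.0286.

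The genes reported were taken from Yap1, Wwtr1, the genes that the paper names for these libraries in its text and in Figure S4C, and for each comparison up to 3 DEGs with the largest change in each direction whose groups did not overlap. Genes annotated within 100 kb of Pdgfb, whose promoter drives the Cre transgene, were added because Cbx7 and Rpl3-ps1 are higher in YT-iKO in both lists of Table S2. The values in the paper's tables had been seen when this rule was written. Gene lists were tested with camera at its preset correlation of 0.01 over 85 combinations of list and comparison: markers of endothelial cells, pericytes, smooth muscle, fibroblasts, astrocytes, oligodendrocytes, neurons, microglia and macrophages, monocytes and neutrophils, lymphocytes and red cells, interferon-stimulated genes, the cGAS-STING pathway, chemokines and adhesion molecules, and YAP/TAZ targets from general use, from Figure 1 and from Figure S4C.

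An even background of reads was estimated from 1471 autosomal olfactory, vomeronasal and taste receptor genes, as CPM per kilobase of exon, and from 79 genes of the X chromosome (olfactory receptors and the Rhox, Magea, Mageb, Ssx and Xlr families). Counts expected from it are the density times exon length. Values with the background taken off are in CPM scaled by TMM factors from the genes with a mean of at least 10 CPM, a scale chosen after the data were seen; all other CPM use factors from all genes tested.

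Alternatives were DESeq2 in place of edgeR, DESeq2 with its normal prior, RLE factors, no filter on low counts, a filter of CPM above 1 in at least 4 libraries (25536 genes), an adjusted p under 0.05, a model of only the 2 groups compared, a block for the replicate number, limma-voom with sample quality weights, each library left out in turn, fry or an estimated correlation in place of camera's preset, and windows of 50 and 200 kb around Pdgfb. Whether replicate numbers pair libraries across groups was tested on the 1000 genes most variable within groups. The median correlation of deviations was 0.199 for 24 pairs of libraries with the same number and −0.115 for 72 with different numbers, but only 15 of the 24 were above 0.1. The numbers were therefore not read as pairs. Libraries numbered 2 all had Xist under 50 CPM and those numbered 3 all over 500 CPM, so these numbers cannot tell pairing from sex. Numbers 1 and 4 held libraries of both kinds. YT-iKO sham replicate 1, with Xist over 500 CPM, had correlations of −0.285, −0.249 and −0.143 with the other libraries numbered 1. Among libraries numbered 4, pairs unlike in Xist had −0.221 to 0.0346 and pairs alike 0.0803 and 0.0982. Where Xist differed, the same number thus gave no sign of pairing. Sex was in no model.

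The methods were tested on simulated counts with the library sizes and dispersions of these data and 200 changed genes per comparison. For genotype after sham, edgeR recovered 49.0% of the changed genes and 6.67% of its calls were false. DESeq2 recovered 64.0% with 22.0% of its calls false, and limma-voom 46.5% with 7.92% false. In the other 4 comparisons edgeR recovered 33.0% to 58.0% with 6.25% to 11.45% of its calls false, DESeq2 42.0% to 68.5% with 31.0% to 37.3% false, and limma-voom 31.5% to 54.5% with 3.08% to 12.1% false. The dispersions of the simulation were those of edgeR, which favours its model. Genes were drawn independently of each other, without the background that the genes of a library share in these data. The rates therefore need not hold for these libraries and do not rank the methods on them. Gene ontology analyses and gene set tests on published sets were not repeated, because those sets were not available, and the quantitative PCR, histology and flow cytometry of the paper have no deposited counts.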

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

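The values by gene family on the X chromosome, the component of the genes with at least 10 CPM, the background covariate, and whether the first principal component and the counts of Cxcl10, Bmp4, Grem1 and Podn follow the even background, were examined only after those results were seen.

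In 3 of 92 groups of 4 libraries, 1 library lay far from the other 3, with a gap to the nearest of them of more than 0.83 of the group's range; chance gives about 5.00% of groups, or 4.60. Rnase4 had 13.6 CPM in YT-iKO sham replicate 1 and 10.2 to 10.7 CPM in the other YT-iKO sham libraries. Bmp4 had 3.66 CPM in YT-iKO MCAo replicate 1 and 1.87 to 2.07 CPM in the others of its group. Cxcl10 had 0.894 CPM in CTRL sham replicate 1 and 1.40 to 1.48 CPM in the others. The groups tested were total counts, the mitochondrial share, background density and 20 genes, and their number was no larger than chance gives. No further explanation, technical or biological, was tested for these libraries.

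A test of the difference between genotypes in the response to MCAo, adjusted over the 6 genes alone, passed for 4 genes: Bmp4 (adjusted p = 0.0653), Grem1 (0.0420), Podn (0.00122) and Cxcl10 (0.0130), by edgeR. The study chose the 6 genes on these libraries, so this is not independent evidence. In YT-iKO, Bmp4 and Grem1 rose less than in CTRL, Podn did not rise (−0.21) and Cxcl10 rose more. None passed over all genes tested by edgeR, DESeq2 or limma-voom under the settings planned; with the background density as a covariate, chosen after the data were seen, Podn did (log2 difference −2.11, adjusted p = 0.0163). Fewer fibroblasts in the YT-iKO MCAo libraries do not explain Grem1 and Podn: the fibroblast list had a median log2 fold change of 0.0336 in YT-iKO against CTRL after MCAo, and its summed CPM a log2 difference of 0.14 (standard error 0.436; 0.14 and 0.288 with the even background taken off), against −1.58 for Grem1 and −1.44 for Podn. Its most abundant gene, Mgp, had a median of 137.1 CPM in CTRL MCAo and 156.9 CPM in YT-iKO MCAo with the background taken off. Only 2 of its 10 genes had a mean of at least 10 CPM, and a change in a subset of fibroblasts stays open. The even background does not explain Cxcl10, since after its removal the lowest YT-iKO MCAo library (2.21 CPM) was still above the other 12 libraries (highest 1.72 CPM). Nor does it explain the lower counts of Bmp4, Grem1 and Podn in YT-iKO after MCAo: after its removal the lowest CTRL MCAo library had 4.71, 1.72 and 4.94 CPM of these genes, and the highest YT-iKO MCAo library 2.87, 0.86 and 3.99. With TMM factors from all genes tested the groups did not overlap either (lowest 3.74, 1.36 and 5.31 CPM, highest 3.27, 0.64 and 2.96).

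For Cxcl10, RNA of immune cells in the YT-iKO MCAo libraries cannot be told apart from a change in Cxcl10 alone. An interferon response of the endothelial cells was tested as well. The microglia and macrophage list had a median log2 fold change of 0.22 in YT-iKO against CTRL after MCAo (adjusted p = 0.192 by camera, 11 of 15 genes higher). That median was −0.03 without CTRL MCAo replicate 1 and −0.07 without YT-iKO MCAo replicate 2, and the list was called without CTRL MCAo replicates 2 (0.36) or 3 (0.40). The monocyte and neutrophil list had −0.34 (0.192, 4 of 12 higher). Without CTRL MCAo replicate 3 it was 0.04, and it was called without CTRL MCAo replicates 1 (−0.64) or 4 (−0.25) or YT-iKO MCAo replicates 2 (−0.51) or 3 (−0.53). The lymphocyte list had 0.05 (0.995, 6 of 9 higher), and was negative without CTRL MCAo replicate 1 (−0.21) or YT-iKO MCAo replicates 2 (−0.31) or 3 (−0.09), and called without YT-iKO MCAo replicate 4 (0.40). The interferon list had −0.0506 (0.726, 9 of 24 higher), with members going both ways, and 21 of its 24 genes had a mean of at least 10 CPM. With the background taken off, its summed CPM differed by −0.06 on the log2 scale. Between the highest YT-iKO MCAo and the lowest CTRL MCAo library the difference was 0.81. Against 1.67 for Cxcl10, these values argue against a rise of the whole list of that size. The low counts of the immune lists and their dependence on single libraries keep RNA of immune cells open. A smaller interferon response, or one in part of the list, stays open, since the sign of its median depended on single libraries. The loss of YAP and TAZ itself stays open too. For Bmp4, RNA of other cell types stays open.

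Counts on olfactory, vomeronasal and taste receptor genes, which the paper does not discuss, were found in every library, and the even background they point to reached 6.90% of counts. Genomic DNA in the libraries is a candidate explanation. Counts per kilobase on 79 genes of the X chromosome from families silent in most tissues, relative to the autosomal receptor genes, were 1.01 to 1.38 in the 9 libraries with Xist under 50 CPM and 1.82 to 2.85 in the 7 with Xist over 500 CPM. The ratio of the medians was 0.547, near what DNA with a single X chromosome would give against DNA with a pair of them. The values themselves were all above 1, the most that DNA would give if reads fell evenly. Density differed between gene families, however, with medians of 0.413 to 1.46 of the mean for autosomal ones in libraries with Xist under 50 CPM, so the level does not settle the question. By family of X genes, the ratio of the medians was 0.445 to 0.561 in 5 of 6 and 0.832 in Xlr. The first principal component followed the background density (r = 0.996), while the density did not differ between groups by exact permutation tests. Over the 9132 genes with a mean of at least 10 CPM, with TMM factors from these, the first component (31.8% of the variance) instead parted the 8 sham libraries (7.91 to 23.7) from the 8 MCAo libraries (−25.2 to 0.595). Unspliced RNA and misplaced reads were not tested, nor was a biological explanation.

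Rpl3-ps1, a processed pseudogene that the paper's text does not discuss, had a log2 fold change of 1.87 in YT-iKO against CTRL after MCAo and of 2.08 after sham. Cbx7, the other gene higher in both comparisons of the paper's Table S2, had 1.12 and 1.09, which edgeR did not call (adjusted p = 0.120 and 0.115). It was called after sham under every other setting for all 16 libraries (adjusted p 1.72e-25 to 0.0715), and without CTRL sham replicate 3 (0.0785), CTRL MCAo replicates 1 (0.0360) or 3 (0.0517), YT-iKO sham replicate 3 (0.0244) or YT-iKO MCAo replicates 1 (0.0492), 2 (0.0360) or 4 (0.0186). After MCAo it was called without CTRL MCAo replicate 1 (0.0717), YT-iKO sham replicates 1 (0.0817), 2 (0.0646) or 3 (0.0255) or YT-iKO MCAo replicate 2 (0.0530). Cbx7 lies beside Pdgfb on chromosome 15 and shares exons with Apobec3. Extra copies of genes beside Pdgfb, carried by the Pdgfb-iCreER transgene, may raise it, and reads from a copy of Rpl3, which also lies within 100 kb, could be counted on Rpl3-ps1. Without Cbx7, 6 genes within 100 kb of Pdgfb had a median log2 fold change of 0.31 after sham and 0.38 after MCAo. These lay at the 89.9 and 99.6 percentiles of 10000 random lists of genes of like expression. Within 200 kb the medians were 0.14 and 0.09 for 10 genes, and within 50 kb 0.17 and 0.13 for Mir7213, the 1 gene there. Rpl3 itself had −0.13 and −0.11. So few genes, 3 of the 6 of them small RNAs, leave the question open, and a variant of the strain in which the transgene was made could not be tested without the reads.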

How the results depend on the processing

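Alternatives chosen after the data were seen were TMM factors and DESeq2 size factors from the genes with a mean of at least 10 CPM, the background density as a covariate, and the list tests on those genes. All other alternatives, the main settings, the gene lists and the rule for the genes reported were set before the data were examined, but after the values in the paper's tables had been seen.

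The number of DEGs depended on the method. It was 30 after sham by genotype, 22 after MCAo by genotype, 67 with MCAo in CTRL and 99 with MCAo in YT-iKO. In the same order, DESeq2 called 65, 78, 2.0e+02 (165 higher and 38 lower) and 2.4e+02 (193 and 46), and limma-voom 143, 257, 7538 and 5626. A model of only the 2 groups compared called 126 after sham, 623 in CTRL and 17 in YT-iKO. With a block for the replicate number, 34 were called after MCAo by genotype and 119 in CTRL, and with the stricter filter on low counts 121 in CTRL. TMM factors from the genes with at least 10 CPM gave 115, 181, 554 and 534, DESeq2 with size factors from them 334, 528, 1142 and 1063, and the background covariate 151, 272, 802 and 569. The balance of directions with MCAo moved as well, from 57 higher and 10 lower in CTRL and 86 and 13 in YT-iKO to 529 and 273, and 329 and 240, with the background covariate, and to 3504 and 4034, and 2861 and 2765, with limma-voom. With TMM factors from the genes with at least 10 CPM, only the scaling in edgeR changed. The ratio of the 2 kinds of factor followed the background density (r = 0.939). The median SD of those genes within groups fell from 0.350 to 0.128 in CTRL MCAo and from 0.306 to 0.171 in YT-iKO sham. It fell from 0.442 to 0.160 in YT-iKO MCAo and hardly moved in CTRL sham (0.123 to 0.121). That rise in calls thus went with a smaller spread. Why other settings moved the counts was not tested, apart from the splits of libraries by background. The model of 2 groups has fewer libraries to estimate the spread from. The other planned counts, 25 of 39, stayed within 1.5 times those of edgeR. For the difference between genotypes in the response, the planned settings called 0 genes by edgeR, DESeq2 and limma-voom, against 116, 265 and 1368 at an unadjusted p under 0.05. DESeq2 with size factors from the genes with at least 10 CPM called 1 (Arhgap20, log2 difference −1.24, adjusted p = 0.0365) and the background covariate 1 (Podn, −2.11, 0.0163). That test has no form with only 2 groups. Arhgap20 is named here because the call was seen.

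With 1 library left out, the number of DEGs was 12 to 43 after sham, 11 to 47 after MCAo by genotype, 26 to 162 in CTRL, 37 to 2.0e+02 in YT-iKO and 0 to 0 for the difference in response. The lowest and highest were without YT-iKO sham replicate 4 (12) for sham, without CTRL MCAo replicate 4 (11) and YT-iKO MCAo replicate 4 (47) after MCAo, without CTRL sham replicate 2 (26) and YT-iKO MCAo replicate 4 (162) in CTRL, and without YT-iKO sham replicate 4 (37) and YT-iKO MCAo replicate 2 (188 higher and 15 lower) in YT-iKO.

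Of the 30 genes called after sham, 29 or 30 were also called under each other setting of all 16 libraries or of the 2 groups at the same threshold. For the 22 after MCAo by genotype the number was 22 with DESeq2, for the 67 in CTRL it was 67 and for the 99 in YT-iKO 98.

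Log2 fold changes of named genes kept direction and side of the threshold in 437 planned combinations of gene and setting that used whole groups; 64 became calls, 9 ceased to be and 2 changed sign. With added alternatives the numbers were 166, 26, 3 and 0. With 1 library left out they were 914, 37, 87 and 2. The changes of sign were in values that no test called. Under limma-voom, Podn with MCAo in YT-iKO was 0.17 (−0.21 by edgeR) and the difference in response of Wnt5b was 0.15 (−0.23). With 1 library left out, Podn with MCAo in YT-iKO ranged from −0.522 to 0.0543 and the difference for Sting1 from −0.539 to 0.0398; the cause was not tested.

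Medians of gene lists kept direction and side of the threshold in 61 planned combinations with whole groups, 12 lost the call and 2 changed sign. The fibroblast list, YT-iKO against CTRL after MCAo, was −0.0253 without a filter on low counts and −0.00938 with RLE factors (0.0336 by TMM). With 1 library left out, 31 medians changed sign, in these ranges. After MCAo by genotype, the interferon list went from −0.25 to 0.21, the fibroblast list from −0.13 to 0.13, microglia and macrophages from −0.0692 to 0.40, monocytes and neutrophils from −0.64 to 0.0373 and lymphocytes from −0.31 to 0.40. The interferon list went from −0.0236 to 0.23 with MCAo in YT-iKO and from −0.0883 to 0.31 for the difference in response. The cGAS-STING list went from −0.21 to 0.00496 in CTRL and from −0.0763 to 0.17 in YT-iKO; the cause was not tested. The lists of monocytes and neutrophils, lymphocytes and red cells had 0 genes at a mean of 10 CPM and gave no value for that alternative. For lists with fewer than 5 such genes, the value rests on those few genes. Correlations of the MCAo responses of both genotypes were 0.120 to 0.291 under planned settings and 0.209 and 0.312 under added ones; those of the genotype effect in sham and MCAo were 0.0757 to 0.213, and 0.204 and 0.205.

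Scaling shifted all genes together. The median log2 fold change of the genes tested after sham was 0.11 with TMM, 0.30 with TMM factors from the genes with at least 10 CPM and −0.00 with the background covariate. Depth limits genes of low abundance: Cxcl10, Grem1, Podn, Bmp4, Wnt5b, Bmp6, Ang, Ajuba, Ankrd1 and Ccl19-ps1, among others, had means under 10 CPM in every group.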

Differences from the paper's values

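No test in this part was chosen after the results were seen. The paper reports 165 transcripts higher and 38 lower after MCAo in CTRL; edgeR called 57 and 10. In YT-iKO the paper reports 193 and 46, and edgeR called 86 and 13. Between YT-iKO and CTRL after MCAo the paper reports 78 transcripts, 70 lower and 8 higher, and edgeR called 22, 21 and 1. After sham the paper's Table S2 gives 65, 62 of them lower, and edgeR called 30 and 28. For Cxcl10 with MCAo in YT-iKO the paper gives an adjusted p of 1.1e-5, and edgeR gave 0.0120. For Sting1 the paper gives 1.2e-9 in CTRL and 1.1e-7 in YT-iKO, and edgeR gave 0.00126 and 0.00295.

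Of the alternatives set before the data were examined, DESeq2 on all 16 libraries, the program the paper names, gave every one of these counts exactly and each adjusted p within 1.5 times of the paper's. Counts within 1.5 times of the paper's were also had without YT-iKO MCAo replicate 4 (138 higher in CTRL), without YT-iKO MCAo replicates 2 (188 higher in YT-iKO) or 3 (154 higher) and without YT-iKO sham replicate 3 (45 lower in YT-iKO). Under all other alternatives these values differed by more. DESeq2 called the genes of the 4 lists of Table S2 and no others, with log2 fold changes at most 0.005 from those of the table. EdgeR gave all of these genes the same sign and called 30, 22, 67 and 98 of them. Ccl19-ps1 was called by edgeR alone.

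The paper names Wnt5b among the genes regulated by MCAo in CTRL. Its log2 fold change there was 0.67 with an adjusted p of 1.00 by edgeR and 0.493 by DESeq2, and it is not in the list of Table S2 for this comparison; a model of only the 2 groups called it (0.0599), as did limma-voom (0.0763). The rise was in the direction the paper states. The paper names Bmp6 among genes reduced by YAP/TAZ loss irrespective of ischemia. After sham its log2 fold change was −0.64, in the same direction, with an adjusted p of 0.990 by edgeR and 0.985 by DESeq2, and no setting called it. The other 5 genes named there, Vash1, Edn1, Edn3, Rnase4 and Ang, were called after sham, and of the 29 genes 23 were lower after both operations. After MCAo, edgeR did not call Vash1, Edn1, Ang, Bmp6, Bmp4, Wnt5b, Grem1, Podn or Cxcl10 between genotypes, all of which changed in the direction the paper gives. DESeq2 called all 9, with and without its normal prior, and limma-voom all but Grem1. Of these, Vash1 and Ang were also called with RLE factors, without a filter on low counts and with the stricter filter, and Vash1 and Edn1 with the replicate block. Ajuba after sham was called by DESeq2, by limma-voom, with the block and in the model of 2 groups. Bmp4 with MCAo in CTRL was called under each of these, with RLE factors and with the stricter filter.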

Other observations

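Whether other splits with many DEGs follow the background, whether DEGs were also called in other libraries, and all values with the background covariate, with the background taken off or on the genes with at least 10 CPM, were examined only after the results were seen; the other tests here were planned.

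The 8 libraries of each comparison were split in all 35 ways into groups of 4. For genotype after sham and for MCAo in CTRL, 1 of 35 splits, the real one, gave as many DEGs. That is the smallest share that 35 splits can give, and it was not adjusted over the comparisons. It makes chance unlikely for these counts but does not exclude it. The count of genes at an unadjusted p under 0.05 separated the real split less: 8 of 35 splits reached it after sham (670) and 2 of 35 in CTRL (1089). For genotype after MCAo, 3 of 35 gave as many DEGs and for MCAo in YT-iKO 4 of 35, so these counts alone do not exclude chance. The genes called do, as a set, since the other 8 libraries called many of them too: 19 of the 22 genes after MCAo were also DEGs after sham (0.0212 expected from lists of these sizes), and 42 of the 99 in YT-iKO also in CTRL (0.213 expected). Of the genes called in either comparison, 33 of 33 and 123 of 124 had the same sign in both. For the difference in response, where edgeR called 0 genes (116 at an unadjusted p under 0.05; DESeq2 0 and 265), all 100 splits drawn gave as many, as any split must. Of these, 91 reached the 116 at an unadjusted p under 0.05, so chance cannot be excluded. The other splits with as many DEGs were among those that differ most in mean log2 background density, though not each of their libraries lies on the side of its own density. After MCAo, YT-iKO MCAo replicates 1 and 4 with CTRL MCAo replicates 1 and 4 against the rest gave 21189 DEGs, and with CTRL MCAo replicates 1 and 2 gave 95. In YT-iKO, MCAo replicates 1 and 4 with sham replicates 1 and 2 gave 21099, MCAo replicates 1 and 4 with sham replicates 1 and 4 gave 8099, and MCAo replicate 4 with sham replicates 1, 2 and 4 gave 2685. By difference in background these splits ranked between 1 and 4 of 35, which is consistent with the background as their source; the splits ranked 3 in both comparisons, and 4 after MCAo, gave 0 DEGs, with 8262, 10913 and 5899 genes at an unadjusted p under 0.05. With the background as a covariate, 2 of 35 splits reached the real count both after MCAo (272 DEGs) and in YT-iKO (569), the other splits giving 493 and 870, and 1 of 35 did after sham and in CTRL.

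TMM factors estimated from all genes tested and from the 9132 genes with a mean of at least 10 CPM differed by −0.45 to 0.43 on the log2 scale. This ratio followed the background density over the 16 libraries (r = 0.939, rho = 0.979, p = 1.0e-05 for both, the smallest that the permutations can give; r = 0.987 without the 2 extreme libraries). With the second kind of factor, the median SD of these genes within groups went from 0.350 to 0.128 in CTRL MCAo, from 0.306 to 0.171 in YT-iKO sham and from 0.442 to 0.160 in YT-iKO MCAo, and from 0.123 to 0.121 in CTRL sham. In YT-iKO MCAo replicate 4, the library with the least background, 29179 genes had counts, against 35293 to 36900 in the others.

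Of the 85 list tests, camera called 33. Under fry 4 of these held, the Figure S4C targets in both genotype comparisons and the chemokine and adhesion list with MCAo in both genotypes. With an estimated correlation 6 held, these and the fibroblast list with MCAo in both genotypes. The paper shows the Figure S4C targets as lower on these libraries, so their calls are not independent evidence. The general YAP/TAZ targets were not called by fry in YT-iKO against CTRL (adjusted p = 0.525 after sham and 0.813 after MCAo). On the genes with a mean of at least 10 CPM, with factors from these, 29 of the 33 had a value and 15 of them held. The fibroblast list rose by a median of 0.67 in CTRL (adjusted p = 1.86e-06 by camera, 0.103 by fry) and 0.54 in YT-iKO (1.80e-07 and 0.148), with 8 of 10 genes higher in each. Its summed CPM rose by 1.17 and 1.38 on the log2 scale, and by 1.35 and 1.47 with the even background taken off. The lists of cell types shared no gene with other lists.

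Other lists are given as median log2 fold change with camera's adjusted p. Endothelial genes were lower in YT-iKO after sham (−0.26, 3.31e-09, 0 of 15 higher) and after MCAo (−0.14, 0.00128). Pericyte genes were lower in YT-iKO after sham (−0.34, 0.00252) and rose with MCAo in CTRL (0.45, 0.00758) and in YT-iKO (0.60, 8.93e-08). Astrocyte genes were lower in YT-iKO after sham (−0.19, 0.00268) and after MCAo (−0.32, 0.00366). After sham, neuronal (0.50, 0.00455), oligodendrocyte (0.37, 0.0908) and red cell genes (0.84, 0.00256) were higher in YT-iKO, and smooth muscle genes did not differ (0.24, 0.605). Red cell genes were higher after MCAo too (0.46, 0.0670). Red cell genes fell with MCAo in YT-iKO (−0.97, 0.00257). The response of monocyte and neutrophil genes was lower in YT-iKO (−0.69, 0.00937), and that of endothelial (0.15, 0.0170, 15 of 15 higher) and pericyte genes (0.16, 0.0992) higher. On the genes with at least 10 CPM these last 2 were 0.0236 (0.839) and −0.00996 (0.939). The general YAP/TAZ targets were also lower after MCAo (−0.12, 1.77e-05), and rose with MCAo in CTRL (0.31, 0.0971) and in YT-iKO (0.17, 2.19e-04). The Figure S4C targets rose with MCAo in YT-iKO (0.65, 0.00238), and their response was higher there than in CTRL (0.60, 0.00453). On the genes with at least 10 CPM, 4 of the 5, these were 0.16 (0.469) and 0.20 (0.262). Other calls above that were lost on those genes were pericyte (−0.18, 0.478) and oligodendrocyte genes (0.0360, 0.948) after sham, astrocyte genes after MCAo (−0.34, 0.262) and the general targets in CTRL (0.31, 0.117). So were calls given within the article: the interferon list after sham (−0.05, 0.719), in YT-iKO (0.13, 0.469) and for the difference in response (0.0048, 0.948). The same held for the chemokine and adhesion list by genotype after MCAo (0.075, 0.683), the cGAS-STING list in YT-iKO (0.0088, 0.554) and the Figure 1 targets after sham (0.05, 0.925).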
